# UV radiation‐induced peptides in frog skin confer protection against cutaneous photodamage through suppressing MAPK signaling

**DOI:** 10.1002/mco2.625

**Published:** 2024-06-25

**Authors:** Tingyi Yang, Fenghao Geng, Xiaoyou Tang, Zuxiang Yu, Yulan Liu, Bin Song, Zhihui Tang, Baoning Wang, Bengui Ye, Daojiang Yu, Shuyu Zhang

**Keywords:** frog, photodamage, skin, ultraviolet (UV) radiation, ultraviolet B (UVB)

## Abstract

Overexposure to ultraviolet light (UV) has become a major dermatological problem since the intensity of ultraviolet radiation is increasing. As an adaption to outside environments, amphibians gained an excellent peptide‐based defense system in their naked skin from secular evolution. Here, we first determined the adaptation and resistance of the dark‐spotted frogs *(Pelophylax nigromaculatus*) to constant ultraviolet B (UVB) exposure. Subsequently, peptidomics of frog skin identified a series of novel peptides in response to UVB. These UV‐induced frog skin peptides (UIFSPs) conferred significant protection against UVB‐induced death and senescence in skin cells. Moreover, the protective effects of UIFSPs were boosted by coupling with the transcription trans‐activating (TAT) protein transduction domain. In vivo, TAT‐conjugated UIFSPs mitigated skin photodamage and accelerated wound healing. Transcriptomic profiling revealed that multiple pathways were modulated by TAT‐conjugated UIFSPs, including small GTPase/Ras signaling and MAPK signaling. Importantly, pharmacological activation of MAPK kinases counteracted UIFSP‐induced decrease in cell death after UVB exposure. Taken together, our findings provide evidence for the potential preventive and therapeutic significance of UIFSPs in UV‐induced skin damage by antagonizing MAPK signaling pathways. In addition, these results suggest a practicable alternative in which potential therapeutic agents can be mined from organisms with a fascinating ability to adapt.

## 1 INTRODUCTION

As the first‐line barrier between internal body and outside environment, skin is the most exposed organ which frequently experiences direct effects of environmental factors, especially exposed to ultraviolet (UV) light on a daily basis.^1^ UV radiation present in sunlight is considered among the most dangerous environmental factors, and the toxic effects of UV from natural sunlight and therapeutic artificial lamps are a major concern for human health.^2^, ^3^ There are three kinds of UV rays, longwave UVA (315–400 nm), medium‐wave UVB (280–315 nm), and shortwave UVC (100–280 nm). In contrast with UVC, which is absorbed efficiently in the atmosphere by ozone and oxygen, the quantity of UVA and UVB radiation that reaches the Earth's surface is sufficient to cause important biological consequences for the skin and eyes.

Compared with UVA, UVB is far more energetic and carcinogenic.^4^ UVB penetrates the epidermis and upper dermis and exerts profound effects on skin.^5^ It has been well reported that UVB radiation alters skin homeostasis, leads to acute inflammation, erythema, skin photoaging, skin pigmentation, and photocarcinogenesis.^6^ Broadly, UV radiation induces reactive oxygen species (ROS) generation by disrupting cellular components directly or by means of photosensitization mechanisms. Skin contains several major UV absorbing endogenous chromophores. Molecules or regions of molecules absorb UVB to become electronically excited and then transfer their energy or donate an electron to O_2_ to form several ROS.^7^, ^8^ When skin homeostasis is disrupted due to ROS generation exceeding the antioxidant defense ability, oxidative stress can develop and drive the process of cellular damage (e.g., lipid peroxidation and DNA fragmentation), apoptosis, and cell death. Moreover, various signaling pathways are activated by UV‐mediated ROS generation, especially in the pathophysiology of skin diseases.

In the struggle for survival of living organisms, they adapt to diverse environmental factors and evolve with advantageous mutations or traits to withstand such challenges and be selected for survival. Amphibians are of particular biological interest because of their extreme chemical diversity, and their skin has evolved a unique and highly effective polypeptide defense system to combat harsh environments.^9^ Various antioxidant peptides (AOPs) have been identified from frog skin secretions, and only a few AOPs exert potency to protect epidermal cells from UVB damage.^10^, ^11^ In addition, peptidomic analysis of skin secretions from two frog species in plateau areas and caves revealed that greater diversity and free radical scavenging potentiality of skin antioxidant peptides evolved with a long duration of sunshine and strong UV radiation.^12^ Studies have shown that tree frogs living within the Chornobyl exclusion zone exhibited a remarkably darker dorsal skin coloration than that of frogs outside the zone, particularly melanin pigmentation acted as a buffering mechanism against ionizing radiation through neutralizing free radical.^13^

In this study, we sought to investigate whether short‐term changes in frogs enable them to adapt to a new ecological niche. The dark‐spotted frog (*Pelophylax nigromaculatus*) is known from the Russian Far East, central, northern and northeastern China, the Korean Peninsula, and part of Japan. It is widely from the frigid belt to the tropical zone and from the plateau to the basin.^14^ The extensive distribution of *P. nigromaculatus* indicates its powerful viability and ability to adapt to various environments. Moreover, this frog species presents a discrepancy in peptide expression profiles between populations from two regions of the same species from Kunming and Guiyang.^15^ To date, only several antimicrobial peptides and antioxidant peptides have been reported from dark‐spotted frogs.^16^ Given the ancient practice of frog for traditional Chinese medicine utilization, particularly the oviduct and skin have been developed into various wholesome products. Therefore, the frog skin may contain the valuable medicinal ingredients.

There is a hypothesis proposing adaptation insight into a targeted mining strategy of radioprotective agents. In our previous work, we found that 30 Gy electron beams altered the endogenous substances in frog skin tissues and induced RIFSP‐2 expression in which RIFSP‐2 serves as a promising radiation mitigator.^17^ Herein, we established an inducibility model of *P. nigromaculatus* by repetitive UVB exposure and observed the physiological adaptations in frogs in response to UVB. By virtue of the peptidomic analysis, we analyzed the molecular basis of UV adaptation and identified the promising pharmacological peptides, which are named as UV‐induced frog skin peptides (UIFSPs). Their role in the photoprotection of human skin cells and animal models was further characterized.

## 2 RESULTS

### 2.1 Inducibility and potential radiation‐responsive substance identification of *P. nigromaculatus* skin to UVB

As organisms are endowed by natural selection with highly specific and diversified bioactive components that target key physiological elements,^18^ we explored whether *P. nigromaculatus*, frog with powerful viability and strong adaptability, could be developed as promising repository for the bioactive substances' discovery. First, we explored the adaptative response of frog skin to UVB via an inducibility model by constant UVB exposure. After 600 mJ/cm^2^ exposure, consisting of 150 mJ/cm^2^ exposure per day for irradiation every other day (Figure 1A), *P. nigromaculatus* skin retained structural integrity with no obvious skin damage (Figure 1B). Furthermore, histological analysis indicated that the UVB‐exposed skin maintained a compact and well‐stratified structure, retaining the integrity of epidermis and dermis. However, it exhibited a notable increase in melanocyte count and glandular activity, indicative of an adaptive response to the UVB exposure (Figure 1C). To unravel molecular basis for the skin reaction to UVB exposure, we performed peptidomic analysis because it has been reported that amphibian skin chemical defense system was composed of gene‐encoded peptides/proteins. An important point that peptide extraction of skin tissues was prepared with native structure through 10 kDa molecular weight cut‐off (MWCO) filters (Figure 1D).

**FIGURE 1:**
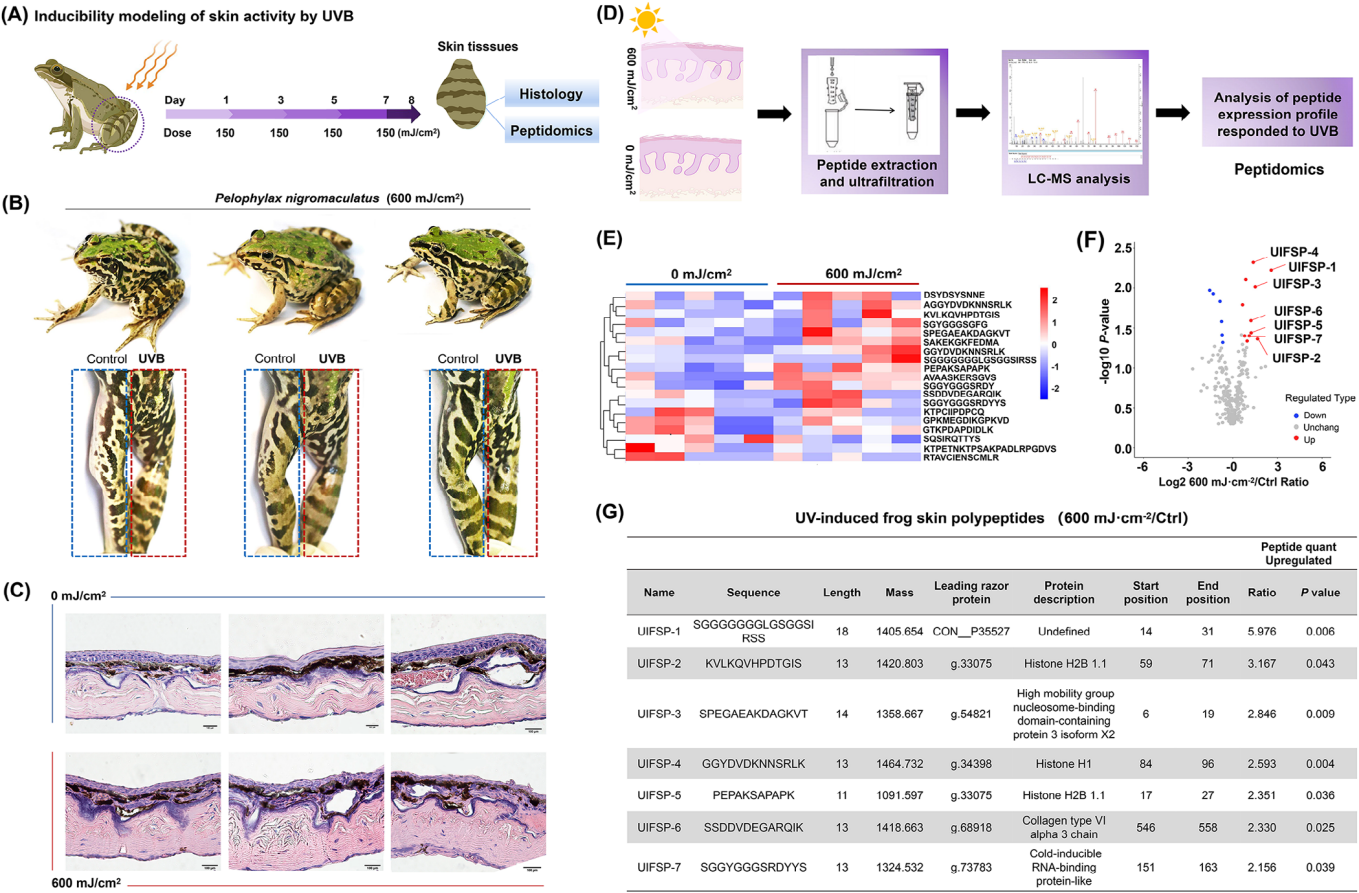
Peptide profiling analysis of skin adaptation response of *P. nigromaculatus* induced by ultraviolet B (UVB) radiation. (A) Flowchart of experimental design for the inducibility modeling of frog skin with continuous UVB exposure four times by a single dose of 150 mJ/cm^2^ and a total of 600 mJ/cm^2^. (B) Representative images and (C) H&E staining of frog skin 24‐h post UVB exposure (600 mJ/cm^2^) (scale bar = 100 µm), *n *= 5. (D) Flowchart of quantitative peptidomic analysis from skin samples of 600 mJ/cm^2^. (E) Heatmap and (F) volcano plot of differentially expressed genes. (G) Table of the top seven upregulated peptides in UVB‐exposed frog skin.

After 600 mJ/cm^2^ UVB exposure, the polypeptide expression profile of frog skin mainly changed the increase in some peptide contents (Figure 1E). We identified 19 fractions that were differentially expressed after UVB exposure, with 13 upregulated polypeptides and six downregulated polypeptides with a 1.2‐fold change (Figure 1F). These novel, unreported components were generated from UVB‐induced skin activity, thus we named UIFSPs (the information was listed in Tables S4 and S5). Furthermore, through integrative analysis of peptidomics data and the RNA‐Seq data of *P. nigromaculatus* skin, UIFSPs were regarded as fragments mainly from structural proteins, such as collagen or mainly histones (Figure 1G), and their MS/MS spectra are shown in Figure S1. Because UIFSP‐6 derived from extracellular matrix protein (g.68918 Collagen type VI alpha 3 chain), we predicted the potential cleavage sites for UIFSPs sequence through PROSPER and the possibility of UIFSPs as signal peptides by SignalP 5.0, whereas all the seven UIFSP sequences were not signal peptide (Figure S2). It is well known the endogenous peptides are low abundance but with high activity, all in all, the peptide production from stress response seems to be an efficient strategy for frog to combat UV energy. To ascertain their bioactivity, seven upregulated peptides with twofold changes were synthesized for the function test in vivo and in vitro.

### 2.2 Antioxidant properties of UIFSPs protect against UVB‐induced oxidative stress

Because the natural biopeptides are commonly known to have significant antioxidative and antimicrobial ability, we used the 2,2′‐azino‐bis (3‐ethylbenzothiazoline‐6‐sulfonic acid) (ABTS) assay to examine the radical scavenging capacity of UIFSPs. As shown in Figure 2A, UIFSPs exhibited a dose‐dependent radical scavenging capacity. Specifically, compared with positive control, N‐acetylcysteine (NAC), and Gly, only UIFSP‐7 worked at a lower concentration of 10 µM and both UIFSP‐4 and UIFSP‐7 scavenged at 200 µM, whereas NAC and Gly showed no radical scavenging capacity. At the concentration of 10 mM, both NAC and Gly, and UIFSP‐4 and ‐7 exhibited obvious antioxidant properties. As the significant direct radical scavenging activity of UIFSPs, we next detected their effects on the intracellular UV‐induced ROS overproduction. Exposure to UVB significantly promoted ROS production (Figure 2B,C), whereas all UIFSPs inhibited production of UVB‐induced ROS in WS1 cells at the concentration of 20 µM. Despite cellular antioxidant systems was not significantly decreased after UVB exposure, UIFSP‐6 remarkably improved the antioxidant capacity of UVB‐irradiated skin cells (Figure 2D). However, UIFSPs had no potency against pathogens (Figure S3 and Table S5). These results implied that UIFSPs had a greater impact on UVB‐induced oxidative stress.

**FIGURE 2:**
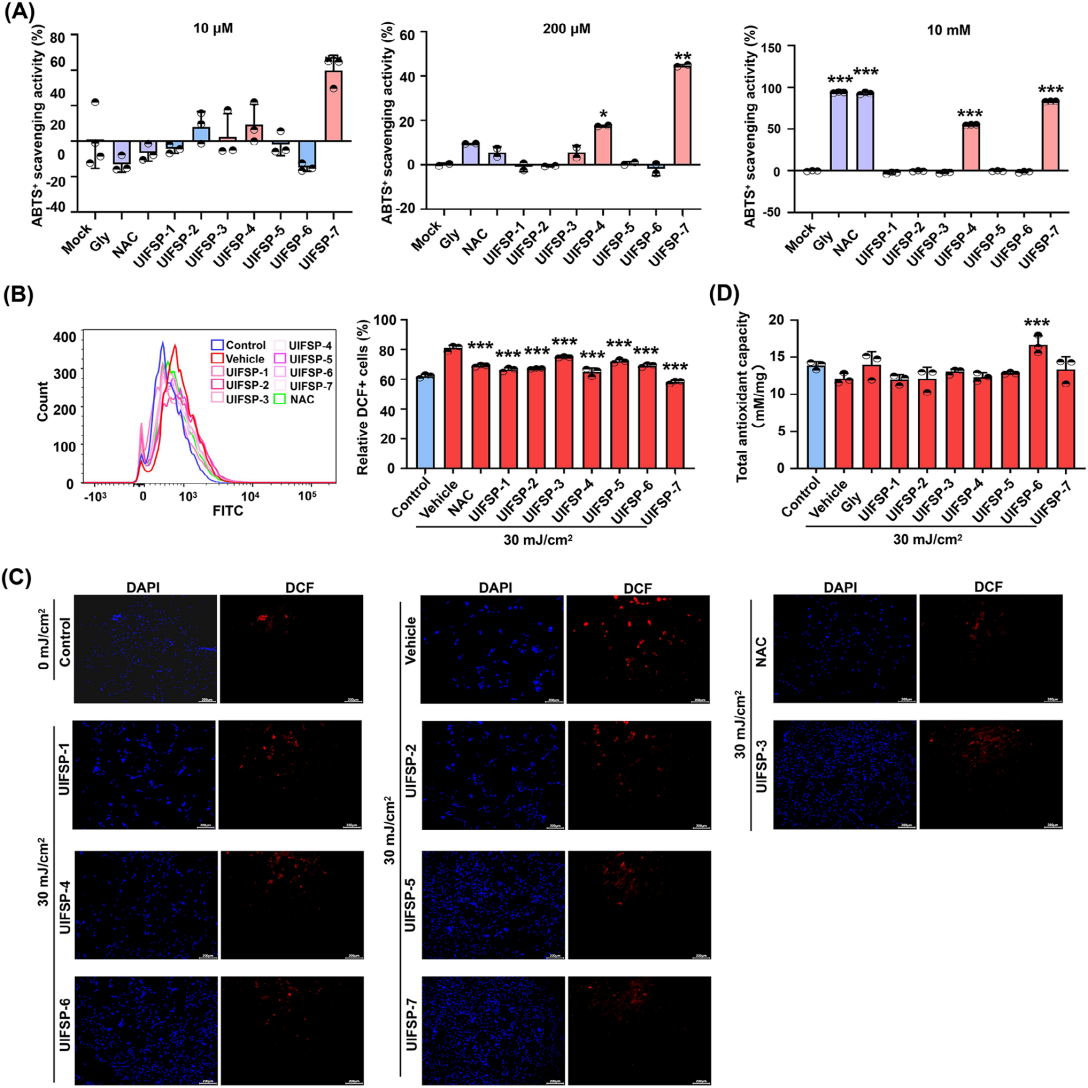
UV‐induced frog skin peptides (UIFSPs) reduce free radicals and improved the antioxidant defense system in ultraviolet B (UVB)‐exposed skin cells. (A) ABTS^+^ radical scavenging activity of UIFSPs at concentrations of 10 µM, 200 µM, and 10 mM. UIFSPs, glycine, and NAC were dissolved in deionized water and mixed with 2,2′‐azino‐bis (3‐ethylbenzothiazoline‐6‐sulfonic acid) (ABTS) solution to measure the absorbance at 415 nm, *n *= 3. The effect of UIFSPs on (B) and (C) ROS levels in WS1 cells through flow cytometry and fluorescence, *n *= 3. (D) Total antioxidant capacity of UIFSPs in WS1 cells, *n *= 3. Cells were pretreated with UIFSPs, glycine, or N‐acetylcysteine (NAC) (20 µM) and exposed to UVB (30 mJ/cm^2^). After 24 h, the ROS levels were detected by DCFH‐DA staining and TCA levels by ABTS agents incubating. Student's *t‐*test and one‐way analysis of variance (ANOVA) were used to evaluate the differences between groups. *p < 0.05, **p < 0.01, and ***p < 0.001, compared to the mock or vehicle group.

### 2.3 UIFSPs confer protection against UVB‐induced skin damage

We first explored the potential of natural UIFSPs as sun blockers with UV absorption abilities. The absorbance of the UIFSP samples were measured using a UV‐visible spectrophotometer, which revealed distinct absorption peaks within the 190‐400 nm range for the polypeptide (Figure 3A). Specifically, the absorbance associated with peptide bonds was primarily observed between 190‐250 nm. Notably, peptides containing aromatic amino acid residues (tyrosine [Tyr, Y] within the UIFSP sequences) showed absorption in the 250−300 nm (UVB 280−320 nm), with a maximum peaks at 280 nm. Therefore, UIFSP‐4 (GGYDVDKNNSRLK), which contains one tyrosine residue, and UIFSP‐7 (SGGYGGGSRDYYS), which contains three tyrosine residues, had direct absorption capacities (Figure 3A).

**FIGURE 3:**
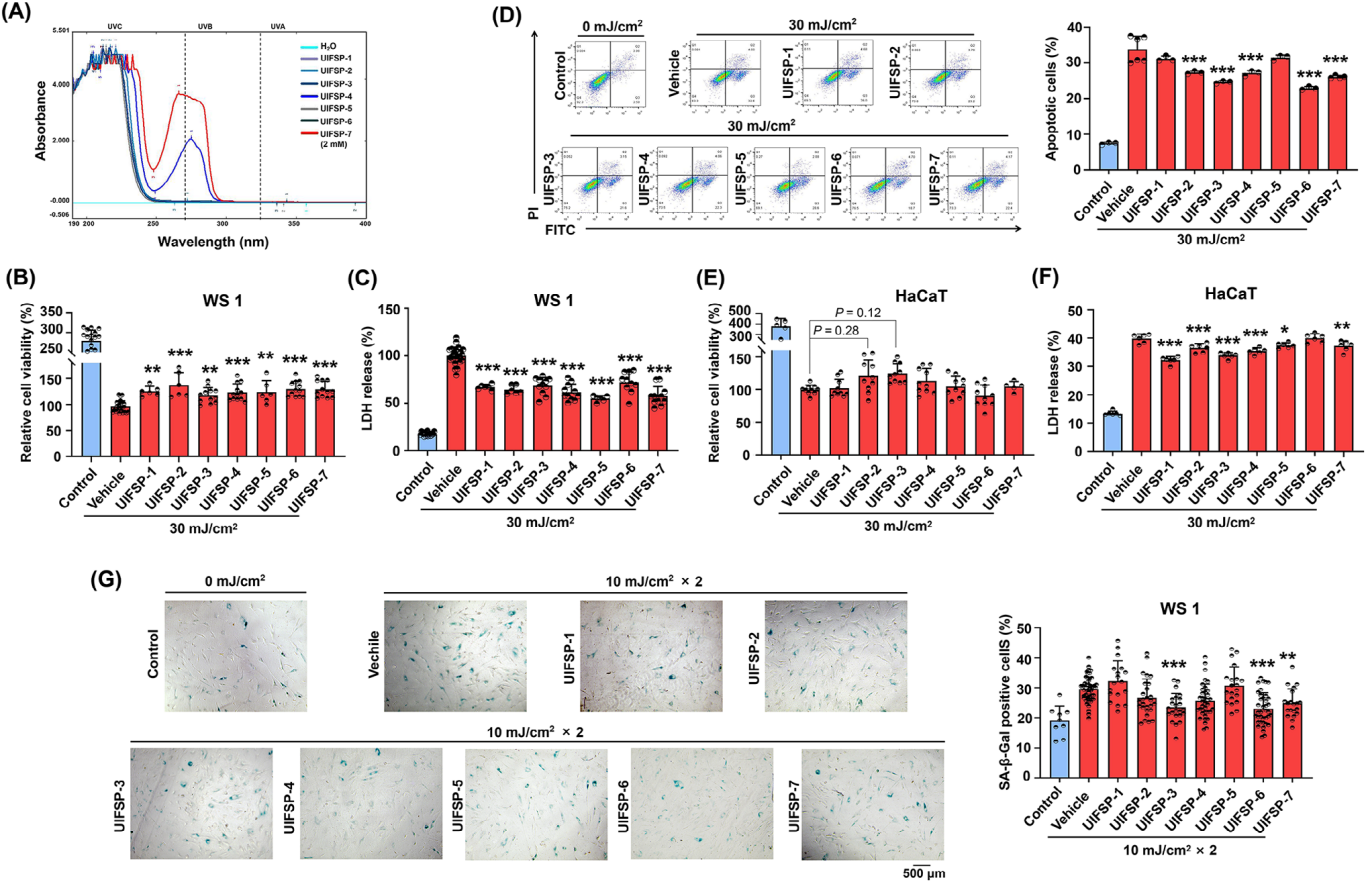
UV‐induced frog skin peptides (UIFSPs) reduce ultraviolet B (UVB)‐induced death and senescence in skin cells. (A) Absorption spectrum in the ultraviolet region of UIFSPs solution. UIFSPs were dissolved in deionized water (2 mM) to measure the absorption spectra between 190 and 400 nm. The effect of UIFSPs on (B) cell viability, (C) lactate dehydrogenase (LDH) activities, (D) cell apoptosis, and (G) senescence in WS1 cells, as detected by Cell Counting Kit‐8 (CCK‐8)‐based assay, LDH release assay, AV/PI staining, and SA‐β‐Gal staining analysis, *n *= 5. The effect of UIFSPs on (E) cell viability and (F) LDH activities of HaCaT cells measured by CCK‐8‐based assay and LDH release assay, *n *= 5. Skin cells were pretreated with UIFSPs (20 µM) for 48 h, exposed to 30 mJ/cm^2^ UVB once or 10 mJ/cm^2^ UVB twice, then detected cell death 36 h (WS1) or 24 h (HaCaT) later and senescence 72 h later. Student's *t* test and one‐way analysis of variance (ANOVA) were used to evaluate the differences between groups. *p < 0.05, **p < 0.01, and ***p < 0.001, compared to the vehicle group.

To further verify the biological effects of UIFSP, UIFSP‐treated skin cells were exposed to UVB irradiation (30 or 10 mJ/cm^2^). Under a dose of 30 mJ/cm^2^, UVB exposure caused prominent toxic effects on WS1 cells, whereas UIFSPs increased cell viability and mitigated cell death with cell membrane integrity (Figure 3B,C). Exposed cells at 30 mJ/cm^2^ also exhibited irreversible hallmarks of both apoptosis and necrosis, while UIFSP‐6 decreased cell apoptosis by 32.29% particularly (Figure 3D). In addition, we explored the potential of UIFSPs on cell senescence after a lower dose UVB exposure (10 mJ/cm^2^) because UV radiation is the most influential extrinsic factor in skin aging. As shown in Figure 3G, a significant decrease in SA‐β‐Gal activity by 21.01% was observed in UVB‐exposed cells with UIFSP‐6 treatment. Besides, we also performed cell viability and lactate dehydrogenase (LDH) release assays in human keratinocytes (HaCaT cells), the outer layer of skin which showed more prominent toxicity than fibroblasts 24 h post UVB radiation. UIFSPs advanced slightly HaCaT cell vigor but reduced cell cytotoxicity significantly (Figure 3E,F). We noticed that each UIFSP exerted different positive effects, which may contribute to the resistance of frog skin to UVB exposure.

### 2.4 PTD‐coupled UIFSP fusion polypeptides enhance the photoprotective effects of UIFSPs

Peptide drug candidates were reported against a range of molecular targets, such as historically dominant extracellular hormone receptors or intracellular targets. Therefore, we used FITC‐labeled UIFSP‐5 to evaluate its possible intracellular uptake by skin cells. As shown in Figure 4A, weak green fluorescence could be observed in WS1 cells 2 h after administration of fluorescein isothiocyanate (FITC)‐labeled UIFSP‐5, and an obvious intracellular FITC signal after administration for 24 h. To increase intracellular peptide concentration, we fused a protein transduction domain (PTD) to the UIFSPs because the transcription trans‐activating (TAT) sequence (YGRKKRRQRRR) as the first PTD^19^ helps its conjugated cargo to penetrate cellular membranes efficiently (Figure S5D). Moreover, through subcellular localization analysis, we detected obvious co‐localization of FITC‐labeled UIFSP‐5 or TAT‐conjugated UIFSP‐5 with the MitoTracker signal (Figure 4B). All of the TAT‐UIFSPs absorbed the UVB light due to the existence of tyrosine residues in TAT sequences (Figure 4C and Figure S5C). In WS1 cells, modification with TAT sequences significantly enhanced the protective abilities of UIFSPs. For example, the viability of UIFSP‐5 group increased from 123% to 151% in TAT‐conjugated UIFSP‐5 group (Figure 4D). Similarly, in reducing cell death and apoptosis, the beneficial effects of the less potent peptides were significantly amplified,  including a reduction in LDH release from 72% in the UIFSP‐6 group to 61% in the TAT‐conjugated UIFSP‐6 group (Figure 4E), as well as the apoptosis rate from 31% in the UIFSP‐5 group to 29% in the TAT‐conjugated UIFSP‐5 group (Figure 4F,G). In addition, UIFSP‐5 did not reduce SA‐β‐Gal activity while TAT‐conjugated UIFSP‐5 decreased by 31.68% after UVB radiation (Figure 4H,I). These results demonstrated the effectiveness of UIFSPs with TAT modification to strengthen UIFSP function, especially the UIFSPs with less membrane penetration potency.

**FIGURE 4:**
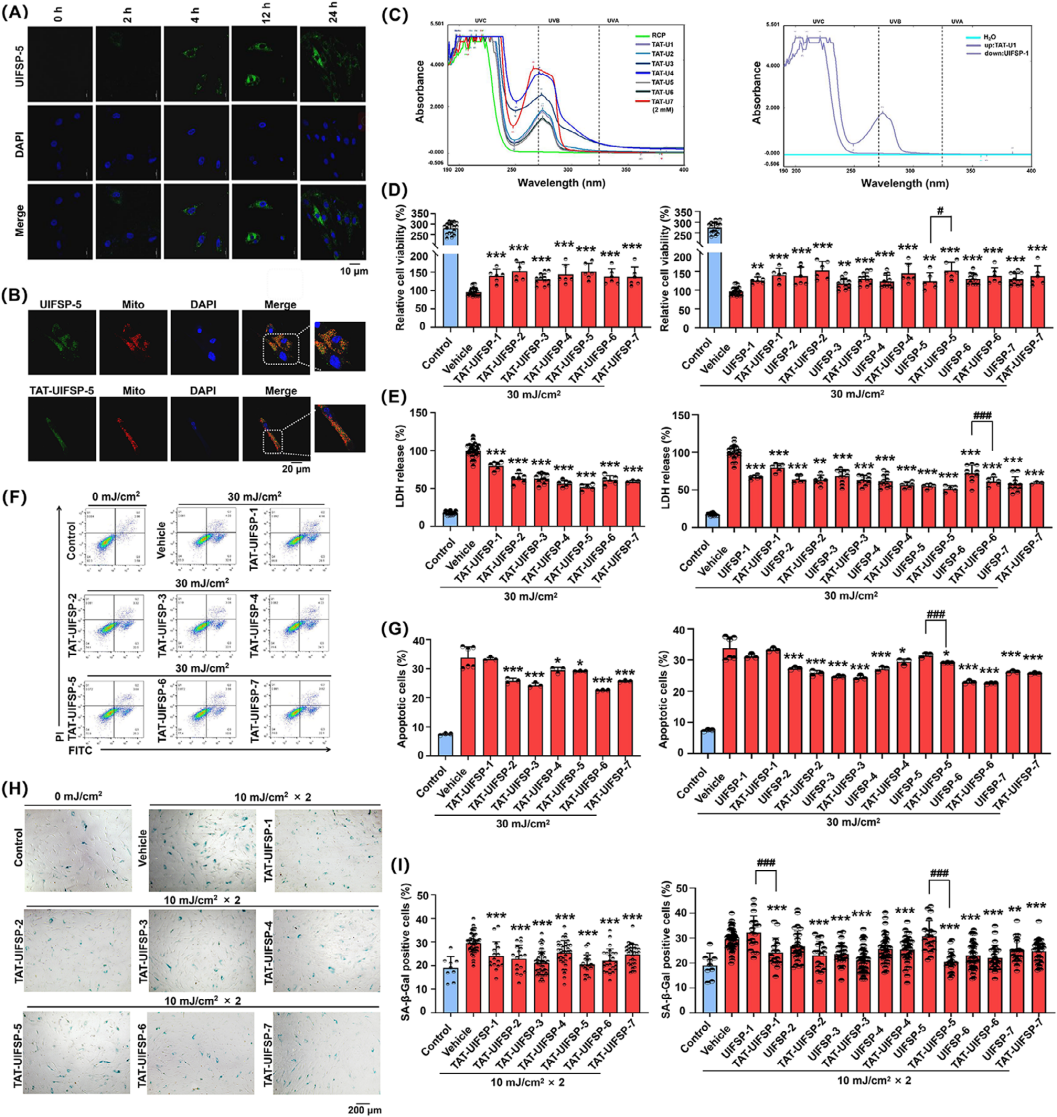
Transcription trans‐activating (TAT)‐conjugated UV‐induced frog skin peptides (UIFSPs) increase the efficacy of UIFSPs in reducing ultraviolet B (UVB)‐induced skin damage. (A) Time‐dependent membrane impermeability of FITC‐labeled RIFSP‐5 to WS1 cells through confocal microscopy. WS1 cells were treated with FITC‐labeled UIFSP‐5 at a concentration of 20 µM for 2, 4, 12, and 24 h, respectively. Nuclei (blue) were stained with the DNA‐binding dye DAPI 4',6‐diamidino‐2‐phenylindole. Scale bars, 10 µm. (B) Confocal microscopic analysis for colocalization of UIFSP‐5/TAT‐conjugated UIFSP‐5 with mitochondrion. WS1 cells were treated with FITC‐labeled UIFSP‐5 or TAT‐conjugated UIFSP‐5 at a concentration of 20 µM for 24 h. Mitochondria (red) were stained with the Mito‐Tracker Red CMXRos. Scale bars, 20 µm. (C) Absorption spectrum in the ultraviolet region of TAT‐conjugated UIFSPs solution. TAT‐conjugated UIFSPs were dissolved in deionized water (2 mM) to measure the absorption spectra between 190 and 400 nm. Influence of TAT‐conjugated UIFSPs on (D) viability, (E) LDH activities, (F) and (G) apoptosis rate, and (H) and (I) senescence of WS1 cells, as detected by Cell Counting Kit‐8 (CCK‐8)‐based assay, LDH release assay, AV/PI staining, and SA‐β‐Gal staining analysis, respectively, *n *= 5. WS1 cells were pretreated with TAT‐conjugated UIFSPs (TAT‐UIFSPs) (20 µM) for 48 h, exposed to 30 mJ/cm^2^ UVB once or 10 mJ/cm^2^ UVB twice, and detected 36 h (WS1), 24 h (HaCaT), or 72 h (WS1) later. Student's *t*‐test and one‐way analysis of variance (ANOVA) were used to evaluate the differences between groups. *p < 0.05, **p < 0.01, and ***p < 0.001, compared to the vehicle group. *^#^p* < 0.05, *^###^p *< 0.001, statistical difference between UIFSP and TAT‐conjugated UIFSP group.

### 2.5 UIFSPs prevent and repair UVB‐induced skin injury in vivo

Before verification of UIFSPs function in vivo, we determined their capability to promote cell migration in vitro wound healing (Figure S4). Next, we established a cutaneous photodamage model in mice through daily exposure to UVB radiation.The initial exposure dose was set at 180 mJ/cm^2^ and the dosage was gradually increased to a maximum of 720 mJ/cm^2^ by the final exposure. The irradiation field on back skin was topically spread PBS or TAT‐conjugated UIFSP‐3, ‐4, ‐5, ‐6 (Figure 5A). As shown in Figure 5B, the mice exposed to 720 mJ/cm^2^ showed visible physical changes as the formation of erythema at Day 4, and cutaneous wounds aggravated and reached a maximum at Day 14 (3060 mJ/cm^2^) but translated into injury repair at Day 15 (3420 mJ/cm^2^). Throughout this period, skin sprayed with TAT‐conjugated UIFSP‐3 incurred less severe damage than control UVB group. At Day 30 (10,080 mJ/cm^2^), two areas of green wounds existed in the phosphate buffered saline (PBS) groups, and poor wound healing with obvious scars existed in the vehicle groups. In contrast, mice in the TAT‐conjugated UIFSP‐3 and UIFSP‐6 groups experienced more rapid wound healing with minimal or no scarring (Figure 5B). H&E images of pathological scarring characterized thick epidermis in the vehicle group, but TAT‐conjugated UIFSP‐3 and 6 displayed a thinner epidermis close to normal state (Figure 5C,D). Together, the above data demonstrated that UVB‐induced frog skin peptides protected skin from UVB radiation.

**FIGURE 5:**
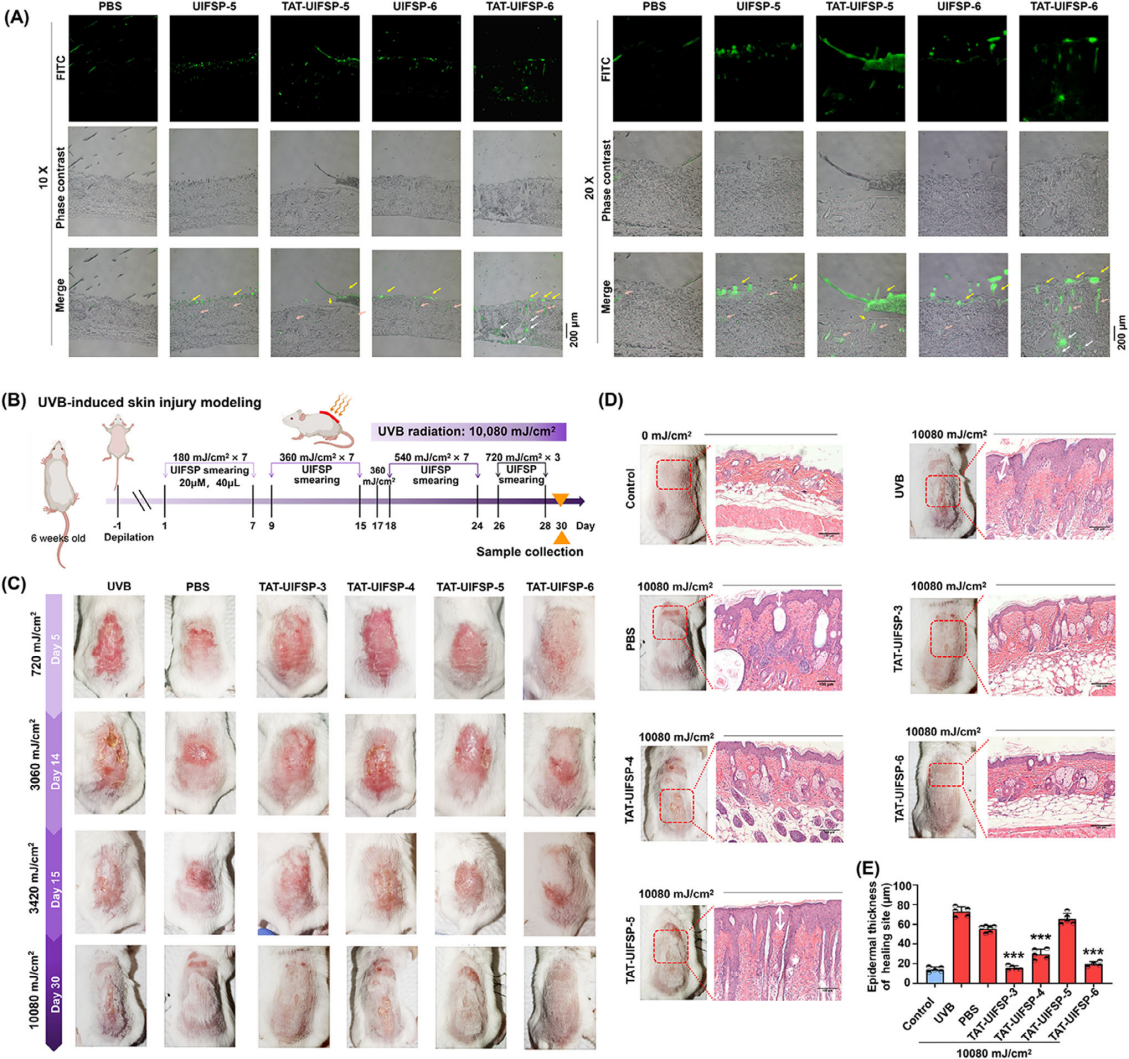
UV‐induced frog skin peptides (UIFSPs) attenuate skin photodamage and promote wound healing in mice. (A) Penetration of UIFSPs or transcription trans‐activating (TAT)‐conjugated UIFSPs into rat skin. Frozen sections of skin tissues were obtained 24 h after the application of indicated peptides (20 µM, 100 µL) and observed by a fluorescent microscope. Scale bars, 200 µm. (B) Schematic diagram of the time course of ultraviolet B (UVB)‐induced skin injury modeling. The dorsal skin of mice was irradiated with UVB light for 30 days. During this period, 20 µM TAT‐conjugated UIFSP‐3, ‐4, ‐5, ‐6 (TAT‐UIFSP‐3, ‐4, ‐5, ‐6) or PBS was smeared on the irradiated area after UVB radiation. The dorsal skin tissues were collected at the end of the experiment. (C) Macroscopic changes in the dorsal skin on Day 5, 14, 15, and 30 during UVB exposure from each group. (D and E) Histology and epidermal thickness quantification of the mice skin with or without TAT‐conjugated UIFSPs (TAT‐UIFSPs) treatment 24 h after UVB exposure (10,080 mJ/cm^2^). Skin sections were stained with Hematoxylin‐eosin (H&E), scale bars, 10 µm, *n *= 5. Student's *t‐*test or one‐way analysis of variance (ANOVA) was used to evaluate the differences between groups. **p < 0.01 and ***p < 0.001, compared to the UVB group.

We also investigated the ability of FITC‐labeled TAT‐conjugated UIFSP‐5 or ‐6 to penetrate the mouse skin. Given the short half‐life of peptides, frozen sections of skin tissues were obtained 24 h after the application of FITC‐labeled TAT‐conjugated UIFSP‐5 or ‐6. Observation by fluorescent microscope displayed that there was no specific fluorescence in PBS‐treated mouse skin and a weak fluorescence overlying the surface of epidermis and in hair follicle of mouse skin within UIFSP‐6 or ‐5 or TAT‐UIFSP‐5 treatment (Figure 5E). TAT‐conjugated UIFSP‐6 was able to penetrate the normal epidermal barrier, and most of peptides are located under the epidermis, especially at the junction of epidermis and dermis, thereby giving play to their photoprotective roles. In terms of potential toxicity, the UIFSPs and TAT‐conjugated UIFSPs were predicted to be nontoxic peptides through ToxinPred software (https://webs.iiitd.edu.in/raghava/toxinpred/index.html). Moreover, to ensure the safety of UIFSPs in vivo, we also established two kinds of mouse models and administered UIFSPs and TAT‐conjugated UIFSPs through external use or subcutaneous injection. No visible abnormalities were observed, and a histological examination revealed no significant differences among skin tissues treated with UIFSPs and TAT‐conjugated UIFSPs (data not shown).

### 2.6 UIFSPs provide photoprotection on skin cells via complex mechanisms

To analyze the underlying mechanism of UIFSPs against UVB exposure, we profiled gene expression as shown in Figure 6A. 

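RNA from WS1 cells, an established line of human skin fibroblasts, was sequenced in 16 libraries, 4 in each of 4 groups. Control cells were not irradiated. The other groups received 30 mJ/cm² of UVB, either with vehicle or after 48 h with TAT-UIFSP-5 or TAT-UIFSP-6 at 20 µM, and their RNA was taken 24 h later. Both peptides carry the TAT sequence, which brings its cargo across cell membranes. The sample labels name UVB exposure for 4 libraries and UVB with 1 of the peptides for 8. The label of the remaining 4 names neither, and these were taken as control because the study lists no further group. Dose, concentration and times are those of the paper's Figure 6A and the legends. Each library held 36691223 to 40131202 reads counted on genes. The paper's statistics section speaks of independent experiments in general, and the paper's text does not say whether the libraries of a group came from separate cultures. The errors below are therefore the spread between libraries of 1 cell line. The authors' counts per gene were scaled with TMM factors and compared with edgeR's quasi-likelihood test, with all 16 libraries in 1 fit. Of 16544 genes with counts, 13097 passed edgeR's filter on low counts. Values are given in CPM, the gene's share of a library's TMM-scaled counts, and a gene counts as higher or lower at a Benjamini-Hochberg adjusted p under 0.05. Genes past the study's thresholds, an unadjusted p under 0.05 and a fold change over 2 or under 0.5, are counted separately. Gene lists written from textbook knowledge were tested as groups with camera, at a preset correlation between genes of 0.01 and with p adjusted over the 32 lists of a comparison. UVB changed so many genes that the scale matters. The median log2 fold change of all genes after UVB was -0.018 with TMM, -0.11 with upper-quartile factors, -0.23 with log2(FPKM + 1), -0.40 with log2(FPKM + 0.1) and 0.47 after a correction for gene length.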

Note that 36‐h post exposure was used to study the influence of UIFSPs on fibroblast and 24‐h post exposure was used to probe their regulation mechanism. Preferentially differentially expressed genes were identified, and the data are accessible at the GEO database (accession No. GSE222414). 

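In vehicle-treated cells, transcripts for ribosomal proteins, the respiratory chain, histones, cytokines and glutathione enzymes were higher after UVB than in control cells, and those of the Hedgehog pathway were lower. This holds for most single genes of these lists, whereas as groups only the histones passed with an estimated correlation between genes. Across all genes, long transcripts were lower and short ones higher after UVB (Spearman correlation with gene length -0.437). These lists may therefore partly follow gene length and not only their pathways. PMAIP1 encodes a pro-apoptotic target of p53 and rose from 4.25 ± 1.04 to 183 ± 28.6 CPM (SD, n = 4), a log2 fold change of 5.43 (standard error 0.268, adjusted p = 1.23e-12). GADD45A, a DNA damage response gene, rose from 80.1 ± 4.45 to 422 ± 46.9 CPM, and BTG2, which restrains proliferation, from 5.73 ± 0.602 to 93.4 ± 26.2 CPM. Of 35 p53 targets, 17 rose, 4 fell and 14 did not pass the test, and adjusted over the list alone the counts were the same. Their median log2 fold change was 0.38, but -0.060 with log2(FPKM + 1) and -0.11 with log2(FPKM + 0.1). These FPKM values hold no TMM factors, and on them the median of all genes was -0.23 and -0.40, so the list median stayed above it. The list did not pass as a group (camera, adjusted p = 0.0642). It did pass without vehicle replicate 1 (median 0.492), TAT-UIFSP-5 replicate 3 (0.377) or TAT-UIFSP-6 replicate 3 (0.384). FOS, FOSB and EGR3 encode immediate-early transcription factors and rose by log2 fold changes of 5.19, 5.30 and 4.55. Of 22 genes of inflammation, 15 rose, among them CXCL8 for interleukin 8 (log2 fold change 5.97, standard error 0.488), IL11 (1.83, 0.118) and MMP3 for a matrix protease (1.73, 0.112). All 79 ribosomal protein genes rose, with a median log2 fold change of 1.46. RPSA, of the small subunit, went from 433 ± 23.7 to 1488 ± 42.4 CPM. Of 37 genes of respiratory complex I and 42 of complexes II to V, 35 and 41 rose. CYCS, for cytochrome c, rose from 61.5 ± 2.79 to 266 ± 14.5 CPM, and NDUFB8, of complex I, from 66.3 ± 3.33 to 189 ± 15.0 CPM. Of 36 histone genes, 34 rose, with a median log2 fold change of 2.89, among them H2AC8 (4.66) and H1-2 (2.07). The mRNAs of these replication histones lack a poly(A) tail, and the sources differ on whether mRNA or total RNA was sequenced. Whether the counts measure the bulk of histone mRNA is therefore not settled. GSTP1, which couples glutathione to reactive compounds, rose from 254 ± 15.3 to 643 ± 29.7 CPM.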

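Of 15 Hedgehog genes, 10 fell and 2 rose. GAS1, a coreceptor of the pathway, fell from 61.2 ± 13.1 to 1.05 ± 0.613 CPM, PTCH1, its receptor, from 7.00 ± 0.656 to 0.994 ± 0.187 CPM, and GLI2, its transcription factor, from 40.3 ± 3.69 to 7.57 ± 0.877 CPM. PDGFRA, a growth factor receptor of fibroblasts, fell from 289 ± 13.2 to 48.7 ± 3.47 CPM. SOCS3, an inhibitor of cytokine signaling, and TET2, a DNA demethylase, had log2 fold changes of -4.07 and -3.80. Of 102 regulators of small GTPases, 81 fell, among them DLC1 (-1.74) and ARHGEF7 (-2.06), with a median of -0.75 that turned to 0.13 after the correction for gene length. That correction moved the median of all genes to 0.473, and the regulators stayed below it. GAPDH, the reference gene of the qRT-PCR, rose by a log2 fold change of 1.02 (standard error 0.0501), and by 0.58 to 1.04 over the scales tried. In all, 4605 genes were higher and 4696 lower with edgeR, 4689 and 4644 with DESeq2, and 1607 and 2376 at the study's thresholds. The balance depends on the scale: 7139 were higher and 2292 lower with the length correction (3046 and 1000 at the study's thresholds), and 2612 and 7169 with log2(FPKM + 1) (284 and 1807). The median of all genes moved as well, to 0.473 and -0.227. These counts therefore follow a shift of all genes and do not show an effect of gene length. The vehicle and control libraries did not overlap for 67.8% of genes, where chance gives 2.86%. Camera gave an adjusted p of 2.20e-27 for the ribosomal list, 8.75e-12 for complex I, 8.31e-16 for complexes II to V, 2.13e-05 for glutathione, 0.00850 for inflammation, 0.00850 for Hedgehog and 3.07e-09 for the GTPase regulators. With an estimated correlation these were 0.189, 0.188, 0.174, 0.134, 0.174, 0.116 and 0.116, so none of these 7 held against other genes. Fry, which asks only whether a list moves 1 way, gave at most 9.42e-09 for each. The histone list held, with 4.17e-08 at the preset and 0.00496 at the estimated correlation, but not after the correction for gene length (median 1.97, adjusted p = 0.306). The inflammation list also lost its call at the preset correlation after the correction for gene length. Adjusted over the list alone, the counts of these lists were the same, except 82 GTPase regulators lower and 18 glutathione genes higher, against 17 over all genes.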

Figure 6B,C shows the heatmap of changed genes upon TAT‐conjugated UIFSP‐5 or ‐6 treatments, implying the changed transcriptional profile of WS1 cells after UVB exposure. 

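With TAT-UIFSP-5, most genes of DNA replication and mitosis were below vehicle and most interferon-induced genes above it, but none of these groups passed with an estimated correlation between genes. Over all genes edgeR called 0 at an adjusted p under 0.05 (lowest adjusted p 0.326), 834 had an unadjusted p under 0.05, and DESeq2 called 6 higher and 16 lower. Among the genes with the smallest p were POLE and MCM7 of the replication machinery and RASA4B, a Ras GTPase-activating protein, all lower with the peptide, and JUNB, an immediate-early transcription factor, which was higher. JUNB had a log2 fold change of 0.37 (standard error 0.0873, adjusted p = 0.339 with edgeR and 0.0439 with DESeq2). Of 30 genes that interferon induces, 29 had a positive log2 fold change with TAT-UIFSP-5, with a median of 0.97, and 19 were higher adjusted over the list alone, against 0 over all genes with edgeR, 1 with DESeq2 (EPSTI1) and 21 at an unadjusted p under 0.05. This rests largely on 1 library: MX1, an antiviral GTPase, reached 76.1 CPM in TAT-UIFSP-5 replicate 2 and 2.20 to 5.67 CPM in the other 3, and without that library the median was 0.20, at which the list still passed camera at the preset correlation (adjusted p = 0.00517), as it did without any other library. The list mean was above every vehicle library in 3 of the 4 TAT-UIFSP-5 libraries and below every one in replicate 3 (exact permutation p = 0.20, adjusted 0.849). Camera gave the interferon list an adjusted p of 2.46e-10, and adjusted p = 0.682 with an estimated correlation. With TAT-UIFSP-6 its median was 0.0065 (adjusted p = 0.719), and negative without vehicle replicate 1 (-0.00719) or TAT-UIFSP-6 replicate 4 (-0.0813). In 100 simulations without a peptide effect, the count of genes with an unadjusted p under 0.05 averaged 630.5 for TAT-UIFSP-5 and reached at most 679. With TAT-UIFSP-6, edgeR called 0 (lowest adjusted p 0.956), 649 had an unadjusted p under 0.05, and DESeq2 called 0. The simulations without an effect gave at least 649 in 26 of 100. At the study's thresholds, 59 genes were higher and 35 lower with TAT-UIFSP-5, and 34 and 35 with TAT-UIFSP-6. Of these genes, 67 with TAT-UIFSP-5 and 61 with TAT-UIFSP-6 had a mean below 1 CPM. With no filter on low counts, 149 were higher and 102 lower with TAT-UIFSP-5, and 132 and 104 with TAT-UIFSP-6. At a mean of at least 1 CPM these were 18 and 9, and 2 and 6, and with log2(FPKM + 1) 0 of each. Without TAT-UIFSP-5 replicate 3, 64 genes were lower with TAT-UIFSP-5. Simulations without an effect gave 37.05 genes higher and 36.9 lower on average for TAT-UIFSP-5, and 35.9 and 36.7 for TAT-UIFSP-6. None of the 100 reached 59 genes higher with TAT-UIFSP-5, whereas 69, 56 and 62 of them reached its 35 lower and the 34 and 35 of TAT-UIFSP-6. The 8 libraries compared were, however, also divided in the 35 possible ways and fitted alone. With TAT-UIFSP-5, 14 divisions gave at least the 83 genes past the thresholds that the real one gave. With TAT-UIFSP-6, 25 gave at least the 59 of the real one. Both numbers include the real division, so by this test chance cannot be excluded for the total counts. The 834 genes at an unadjusted p under 0.05 were not tested over these divisions. Genes also vary together between libraries, with an estimated correlation of 0.488 for mitosis and 0.821 for ribosomal proteins. Whether the simulations hold such shared variation was not tested, and without it their ranges would be too narrow. The simulations alone therefore do not show an effect of the peptide.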

Functional enrichment analysis extracts the underlying biological interpretation shown in Figure 6D,F. For example, peptide‐downregulated genes were mostly related to DNA replication and cell cycle, suggesting that UIFSP could prevent compromised cells from entering next cell cycle after UVB radiation. In addition, protein translation and mitochondrial electron transport were upregulated in both two peptide groups, revealing an enhancement of energy production and biosynthesis by UIFSP in response to UVB radiation. 

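Most genes of DNA replication and mitosis were lower with TAT-UIFSP-5 than with vehicle, but the 2 lists did not pass as groups with an estimated correlation between genes (camera, adjusted p = 0.166 and 0.186). With TAT-UIFSP-6 most were also lower, by less, and the lists did not pass either (0.591 and 0.583). POLE, the catalytic subunit of DNA polymerase epsilon, was at 20.8 ± 4.10 CPM with TAT-UIFSP-5 and 31.5 ± 3.08 CPM with vehicle (SD, n = 4), a log2 fold change of -0.60 (standard error 0.132, adjusted p = 0.326). MCM7, of the replicative helicase, was at 29.8 ± 1.65 and 43.8 ± 6.33 CPM, and RRM2 and TYMS, which supply deoxynucleotides, had log2 fold changes of -0.98 (standard error 0.224) and -0.59 (0.140). KIF11, a motor of the mitotic spindle, was at 3.55 ± 0.975 and 7.01 ± 2.07 CPM. NCAPG, of the condensin complex, and BIRC5, which encodes survivin, had log2 fold changes of -0.80 and -0.66. Of 50 replication genes, 45 had a negative log2 fold change with TAT-UIFSP-5, with a median of -0.35. Of 48 mitosis genes, 47 did, with a median of -0.55. No member passed over all genes with edgeR. In a fit with the p53 target level as a covariate, added after the data were seen, edgeR called 20 genes, 17 of them lower, among them 4 of replication (RRM2, POLE, MCM7 and TYMS) and 6 of mitosis, all lower. DESeq2 called 3 lower in each list, 26 replication and 29 mitosis genes were lower at an unadjusted p under 0.05, and 23 and 25 were lower adjusted over the list alone. At the preset correlation camera gave adjusted p = 9.83e-20 for replication and 5.65e-27 for mitosis. The mean of the replication list was lower in every TAT-UIFSP-5 library than in every vehicle library (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow, 0.61 adjusted over 32 lists). In mitosis 3 of the 4 TAT-UIFSP-5 libraries were below every vehicle library (exact permutation p = 0.0857, adjusted 0.686). With TAT-UIFSP-6, POLE had a log2 fold change of -0.32 (standard error 0.131, adjusted p = 0.979) and CDK1, the kinase that drives entry into mitosis, of -0.37 (0.181, 0.979). There, 36 of 50 replication genes and 40 of 48 mitosis genes had a negative log2 fold change, with medians of -0.081 and -0.21, and 0 were lower adjusted over the list alone with edgeR, 1 and 0 at an unadjusted p under 0.05 and 0 with DESeq2. For TAT-UIFSP-6, camera gave adjusted p = 0.0330 for replication and 3.77e-04 for mitosis at the preset correlation. Both of these calls were lost without vehicle replicate 1 or without TAT-UIFSP-6 replicate 2. That of replication was also lost without vehicle replicate 4 or TAT-UIFSP-6 replicate 4. Over all fits without 1 library, passing or not, the medians were -0.132 to -0.0310 for replication and -0.276 to -0.119 for mitosis.

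**Figure D1:**
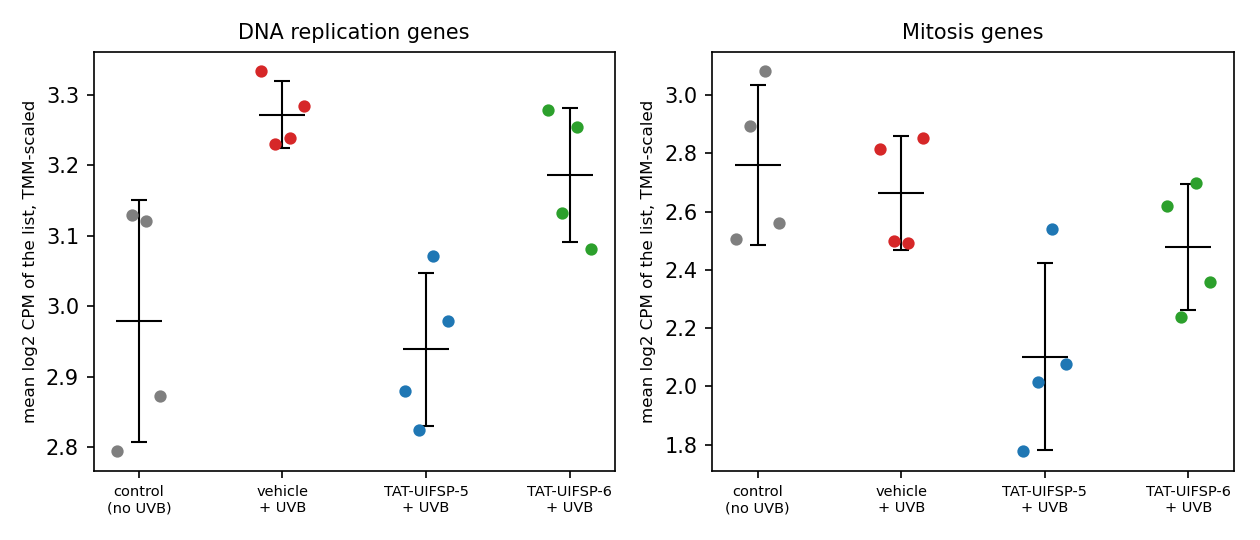
Mean log2 CPM (TMM-scaled) of the 50 replication genes (left) and the 48 mitosis genes (right) in each library, by group. Points are libraries and lines give the mean and SD of 4 libraries, and in the replication genes the 4 TAT-UIFSP-5 libraries lie below all vehicle libraries.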

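Most ribosomal protein and respiratory chain genes were slightly higher with both peptides than with vehicle, but none of these lists passed as a group with an estimated correlation between genes. Camera then gave adjusted p = 0.321 for the ribosome, 0.388 for complex I and 0.321 for complexes II to V with TAT-UIFSP-6, and 0.775, 0.972 and 0.972 with TAT-UIFSP-5. RPL21, of the large ribosomal subunit, was at 632 ± 24.7 CPM with TAT-UIFSP-6 and 534 ± 15.9 CPM with vehicle (SD, n = 4), a log2 fold change of 0.24 (standard error 0.0667, adjusted p = 0.956), and RPS27, of the small subunit, had 0.23 (0.0710, 0.956). Of 79 ribosomal protein genes, 78 had a positive log2 fold change with TAT-UIFSP-6 and 76 with TAT-UIFSP-5, with medians of 0.14 and 0.11. With the length correction these were 0.0901 and 0.0646, and that of TAT-UIFSP-5 was 0.0724 without vehicle replicate 4 and 0.0610 without TAT-UIFSP-5 replicate 4. RPS29 and RPL38 had the log2 fold changes 0.27 and 0.19 with TAT-UIFSP-5. UQCRB, of complex III, was at 288 ± 4.02 CPM with TAT-UIFSP-6 and 246 ± 5.25 CPM with vehicle, and its log2 fold change was 0.23 (standard error 0.0615), and 0.20 (0.0615) with TAT-UIFSP-5. NDUFB1, of complex I, had a log2 fold change of 0.25 with TAT-UIFSP-6 (adjusted p = 0.956), and NDUFC1, of the same complex, 0.20 with TAT-UIFSP-5 (adjusted p = 0.710). Of 37 complex I genes, 34 were positive with TAT-UIFSP-6 and 28 with TAT-UIFSP-5, with medians of 0.082 and 0.064. Of 42 genes of complexes II to V, 41 and 33 were, with medians of 0.088 and 0.056. No gene of these lists passed with edgeR over all genes or adjusted over the list alone, and DESeq2 called 0. At an unadjusted p under 0.05, 45, 5 and 8 genes of the ribosome, complex I and complexes II to V were higher with TAT-UIFSP-6, and 22, 2 and 5 with TAT-UIFSP-5. At the preset correlation it gave adjusted p = 4.24e-29 and 3.79e-14 for the ribosome with TAT-UIFSP-6 and TAT-UIFSP-5, 7.07e-07 and 0.00450 for complex I, and 1.09e-10 and 0.00143 for complexes II to V. The complex I calls of both peptides ended after the correction for gene length (medians 0.0315 and 0.0148). With each library left out in turn, the complex I median of TAT-UIFSP-5 ran from 0.0160 to 0.107. Its call was lost without vehicle replicate 3 or 4 or TAT-UIFSP-5 replicate 2 or 4 (medians 0.0160 to 0.0540). For complexes II to V that of TAT-UIFSP-5 ended without vehicle replicate 4 (median 0.0304) or TAT-UIFSP-5 replicate 2 (0.0443) or 4 (0.0077), and the median was 0.0934 without its replicate 1. That of complex I with TAT-UIFSP-6 was 0.126 without vehicle replicate 1. All 4 TAT-UIFSP-6 libraries had a higher ribosomal mean than every vehicle library (exact permutation test, two-sided p = 0.0286, 0.366 adjusted over 32 lists). With TAT-UIFSP-5, 2 of 4 did (exact permutation p = 0.257, adjusted 0.849). Of 47 translation factors, 35 were positive with TAT-UIFSP-6, with a median of 0.058 but a mean of -0.05, since EIF3C (-1.65) and EIF3CL (-2.88), near-identical subunits of initiation factor 3 that share reads, ranged widely between the vehicle libraries. Camera gave adjusted p = 0.00584 for that list with TAT-UIFSP-6 (adjusted p = 0.321 with an estimated correlation), and 0.964 with TAT-UIFSP-5, where the median was 0.018 and turned to -0.00315 without vehicle replicate 4. For 18 genes that carry new proteins to the endoplasmic reticulum, among them SRP19 (0.20 and 0.22), the medians were 0.04 with TAT-UIFSP-6 (adjusted p = 0.0262, and 0.353 with an estimated correlation) and -0.03 with TAT-UIFSP-5 (adjusted p = 0.610). The call with TAT-UIFSP-6 was lost without vehicle replicate 1, 2 or 3 or TAT-UIFSP-6 replicate 1 or 2, at medians of 0.0264 to 0.0464.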

Interestingly, there were also similar functional enrichment results of down‐regulated genes between TAT‐conjugated UIFSP‐5 and ‐6 groups, as for TAT‐conjugated UIFSP‐5‐inhibited Ras signaling pathway (Figure 6E) while TAT‐conjugated UIFSP‐6 negatively regulated small GTPase‐mediated signal transduction (Figure 6G).

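With TAT-UIFSP-5, genes of the Ras pathway and regulators of small GTPases moved both ways, and with TAT-UIFSP-6 most were slightly lower than with vehicle, though neither list passed as a group with an estimated correlation between genes. RASA4B, a GTPase-activating protein of Ras, was at 3.93 ± 1.17 CPM with TAT-UIFSP-5 and 8.02 ± 0.876 CPM with vehicle (SD, n = 4), a log2 fold change of -1.03 (standard error 0.266, adjusted p = 0.355 with edgeR and 0.0441 with DESeq2). Of its windows of 150 bases, 70.9% also occur in other genes. Its near-identical copy RASA4 had the opposite log2 fold change, 0.88 (standard error 0.344, adjusted p = 0.684). RASA4 was at 12.8 CPM in TAT-UIFSP-5 replicate 2 and 4.11 to 5.16 CPM in the others, so 1 library weighs heavily in that value. Of 59 Ras pathway genes, 30 were positive and 29 negative with TAT-UIFSP-5, with a median of 0.014 (camera, adjusted p = 0.879). Of 102 regulators of small GTPases, 46 and 56 were, with a median of -0.018 (adjusted p = 0.669). With TAT-UIFSP-6, PSD3, an activator of ARF GTPases, INSR, the insulin receptor, and KSR1, a scaffold of the Raf and MEK kinases, had log2 fold changes of -0.26 (standard error 0.0994, adjusted p = 0.956), -0.41 (0.183, 0.979) and -0.59 (0.268, 0.979). Of the 102 regulators, 76 were negative with TAT-UIFSP-6, with a median of -0.071 (camera, adjusted p = 3.20e-04, and 0.321 with an estimated correlation), and this call ended after the correction for gene length (median -0.0252). Of the 59 Ras pathway genes, 39 were negative, with a median of -0.042 (adjusted p = 0.0330, and 0.321 with an estimated correlation). That call also ended after the length correction (median -0.0188) and without vehicle replicate 1 or 4 or TAT-UIFSP-6 replicate 1 or 2, over medians of -0.0787 to -0.0254. No gene of either list passed with edgeR over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 3 regulators were higher and 3 lower with TAT-UIFSP-5, and 0 and 5 with TAT-UIFSP-6, and in the Ras list 1 and 1, and 0 and 2. DESeq2 called RASA4B lower with TAT-UIFSP-5 and no other gene of the 2 lists. Most genes of the extracellular matrix were also lower with both peptides, without passing as a group with an estimated correlation. COL4A2 and COL4A1, chains of basement membrane collagen, had log2 fold changes of -0.19 (standard error 0.0485) and -0.24 (0.0642) with TAT-UIFSP-6, and COL4A2 -0.17 and BGN, the proteoglycan biglycan, -0.28 with TAT-UIFSP-5. Of 48 matrix genes, 41 were negative with TAT-UIFSP-6 and 38 with TAT-UIFSP-5, 3 in each were lower adjusted over the list alone, against 0 over all genes with edgeR or DESeq2 and with 8 and 9 at an unadjusted p under 0.05. Their medians were -0.11 (camera, adjusted p = 2.23e-08, and 0.321 with an estimated correlation) and -0.069 (adjusted p = 4.68e-04 and 0.969). The call with TAT-UIFSP-5 was lost without vehicle replicate 4 (median -0.0323) or TAT-UIFSP-5 replicate 4 (-0.0295), and the median with TAT-UIFSP-6 was -0.0635 without vehicle replicate 4. Of 24 adhesion genes, among them ITGA3 (-0.18 with TAT-UIFSP-5) and NCAM1 (-0.37 with TAT-UIFSP-6), 20 and 19 were negative with TAT-UIFSP-6 and TAT-UIFSP-5, with camera adjusted p = 0.00190 and 0.00465, and 0.321 and 0.682 with an estimated correlation. Without vehicle replicate 4 the adhesion calls of both were lost (medians -0.0228 and -0.0182), and that of TAT-UIFSP-5 also without its replicate 4 (-0.0798).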

**FIGURE 6:**
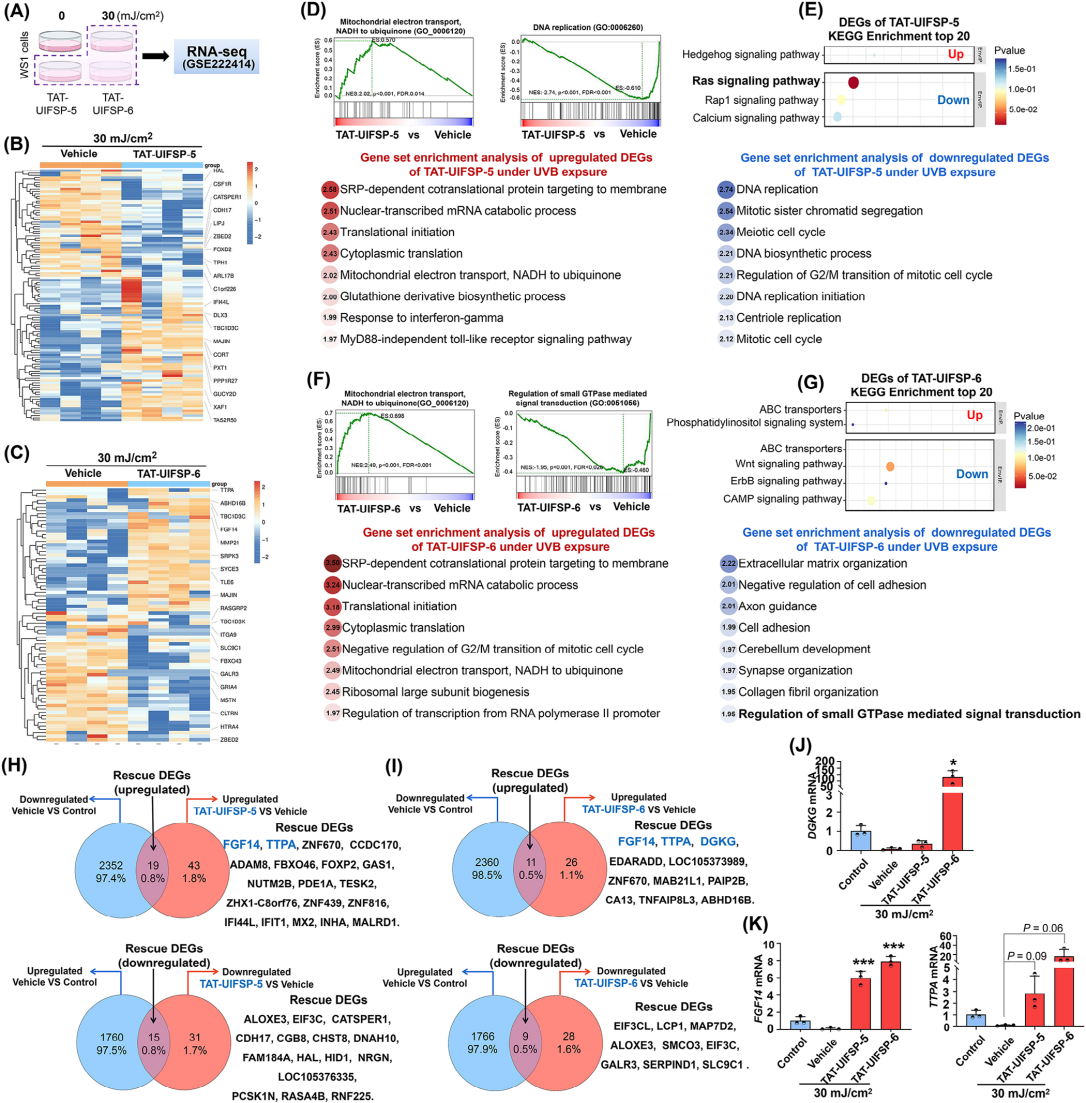
The landscape of genes affected by transcription trans‐activating (TAT)‐conjugated UV‐induced frog skin peptides (UIFSPs) after ultraviolet B (UVB) exposure. (A) Global RNA‐seq assumption of WS1 cells with TAT‐conjugated UIFSP‐5 or ‐6 (TAT‐UIFSP‐5 or ‐6) treatment, mRNA extracted 24 h after 30 mJ/cm^2^ UVB. (B and C) Heatmap of the global differentially expressed genes between TAT‐conjugated UIFSP‐5 or ‐6 (TAT‐UIFSP‐5 or ‐6) group with vehicle group. (D and F) Gene set enrichment analysis (GSEA) showed representative Gene Ontology (GO) terms and pathways in the TAT‐conjugated UIFSP‐5 or ‐6 (TAT‐UIFSP‐5 or ‐6) group. The color keys from white to red or blue indicate the enrichment levels (Normalized Enrichment Score [NES]) from low to high. (E and G) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of differentially expressed genes (DEGs) in the TAT‐conjugated UIFSP‐5 and ‐6 (TAT‐UIFSP‐5 and ‐6) group. (H and I) Venn diagram showing the “rescue DEGs,” which was down/upregulated by UVB but up/downregulated by TAT‐conjugated UIFSP‐5 and ‐6 (TAT‐UIFSP‐5 and ‐6). (J and K) qRT‐PCR analysis of the preferred rescue DEGs in TAT‐conjugated UIFSP‐6 (TAT‐UIFSP‐6) group and the overlapped rescue DEGs between TAT‐conjugated UIFSP‐5 and ‐6 (TAT‐UIFSP‐5 and ‐6) group for the validation of RNA‐Seq data, *n *= 3.

In our analysis of differential gene expression, we identified a subset of genes termed “rescue DEGs” (Figure 6H,I)which exhibited a reversal in expression patterns following TAT‐UIFSP treatment in comparison to the vehiclel group at 30 mJ/cm². Specifically, “upregulated rescue DEGs” refer to overlapped genes that were downregulated by UVB compared with control group (0 mJ/cm²) but upregulated by TAT‐UIFSP treatment compared with UVB gruop (30 mJ/cm²). Conversely, “downregulated rescue DEGs” are genes that were upregulated by UVB and subsequently downregulated by TAT‐UIFSP treatment. 

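Under the paper's definition, 26 genes were upregulated and 8 downregulated rescue genes with TAT-UIFSP-5, and 16 and 6 with TAT-UIFSP-6, each past the study's thresholds in both comparisons. With no filter on low counts these were 51, 28, 37 and 25, and at a mean of at least 1 CPM 5, 2, 1 and 2. With log2(FPKM + 1) there were 0 of each. Leaving out 1 library gave 20 to 53 and 5 to 16 with TAT-UIFSP-5, and 12 to 27 and 3 to 8 with TAT-UIFSP-6. Those that moved a count by over 1.5 times were vehicle replicate 3 (53 upregulated), vehicle replicate 2 (16 downregulated) and TAT-UIFSP-5 replicates 2 and 3 (5 and 14) with TAT-UIFSP-5, and vehicle replicates 1 (27 upregulated) and 2 (3 downregulated) with TAT-UIFSP-6. DGKG, TTPA and PDE1A, a phosphodiesterase, were among the upregulated ones of both peptides, and ALOXE3, a lipoxygenase, among the downregulated ones of both. At an adjusted p under 0.05 in both comparisons there were 0, since edgeR called no gene between either peptide and vehicle, with 834 and 649 genes at an unadjusted p under 0.05 and 22 and 0 called by DESeq2. Both comparisons use the same 4 vehicle libraries, so a gene that lies low there by chance looks lowered by UVB and raised by the peptide. In 100 simulations that kept the UVB effect and had no peptide effect, the upregulated rescue genes numbered 16.2 on average with TAT-UIFSP-5 (6 to 25) and 15.6 with TAT-UIFSP-6 (5 to 29), and 0 and 49 of 100 reached the real count. The downregulated ones numbered 11.7 (4 to 19) and 11.4 (3 to 19), and 92 and 98 of 100 reached the real count. When the 8 libraries of TAT-UIFSP-5 and vehicle were divided in the 35 possible ways and fitted alone, 10, the real division included, gave at least as many rescue genes of both directions as the 27 of the real division in that fit, which is fewer than the 34 with all 16 libraries. With the vehicle libraries split, 2 for each comparison, the upregulated ones with TAT-UIFSP-5 numbered 31.2 on average over the 6 splits. They ranged from 15 to 72, against 12.9 to 23.1 for independent lists. With TAT-UIFSP-6 they numbered 15.7 (7 to 34, against 6.64 to 11.2). The downregulated ones were on average no more than for independent lists, at 4.33 against 4.48 with TAT-UIFSP-5 and 2 against 4.87 with TAT-UIFSP-6. Genes past the thresholds in the same direction after UVB and with the peptide numbered 2 higher and 6 lower with TAT-UIFSP-5, and 0 and 7 with TAT-UIFSP-6. Most rescue genes were rare transcripts: 80.8% and 75.0% of the upregulated and downregulated ones with TAT-UIFSP-5 and 93.8% and 66.7% with TAT-UIFSP-6 had a mean below 1 CPM, against 11.8% of all genes tested.

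**Figure D2:**
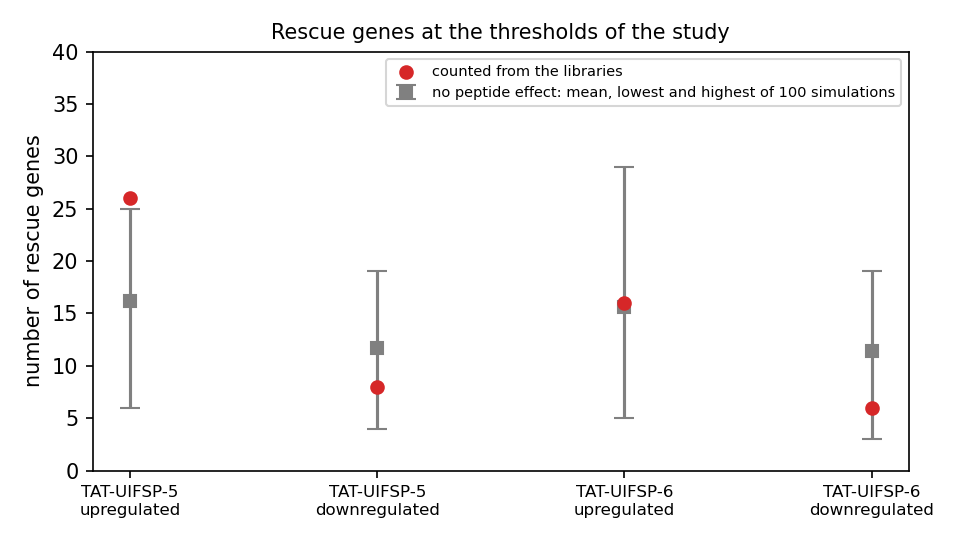
Number of rescue genes at the study's thresholds, by peptide and direction. Red points are the counts from the libraries, and gray squares and bars are the mean, lowest and highest of 100 simulations without a peptide effect. The 26 upregulated genes with TAT-UIFSP-5 lie above all simulations, and the other 3 counts lie within them.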

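Genes lower after UVB and higher with a peptide included ZNF670, a zinc finger gene, and GAS1, the Hedgehog coreceptor. ZNF670 (GRCh38 chromosome 1, 247034637 to 247078811) was at 0.128 ± 0.0751 CPM with vehicle, 0.497 ± 0.187 CPM with TAT-UIFSP-5 and 0.483 ± 0.218 CPM with TAT-UIFSP-6 (SD, n = 4), against 1.42 ± 0.366 CPM in control cells. Its log2 fold change against vehicle was 1.94 (standard error 0.496, adjusted p = 0.355) and 1.89 (0.496, 0.956). All 4 libraries of each peptide were above every vehicle library, but the gene was picked as a rescue gene from these same libraries, so this is no independent evidence. GAS1 was at 2.16 ± 0.362 CPM with TAT-UIFSP-5, a log2 fold change of 1.03 against vehicle (standard error 0.315, adjusted p = 0.509). IFI44L and IFIT1, which interferon induces, had log2 fold changes of 4.26 (standard error 1.30) and 1.63 (0.520) with TAT-UIFSP-5. With 1 library left out at a time, these values had an SD of 0.836 and 0.549. IFIT1 reached 77.8 CPM in replicate 2 but 7.03 to 13.1 CPM in the other 3. FBXO46, of a ubiquitin ligase, and PDE1A, which degrades cyclic nucleotides, had log2 fold changes of 1.39 and 2.63 with TAT-UIFSP-5. EDARADD, an adaptor of a TNF receptor, and TNFAIP8L3, a phosphoinositide carrier, had 2.50 and 1.57 with TAT-UIFSP-6. None of these passed an adjusted p of 0.05 against vehicle with edgeR. Of the upregulated rescue genes that the study's Venn diagram names, 14 of 19 were found with TAT-UIFSP-5 and 7 of 11 with TAT-UIFSP-6, and of the 19 and 11 named, 15 and 8 passed the filter on low counts.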

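Genes higher after UVB and lower with a peptide included NRGN, which encodes neurogranin, a calmodulin-binding protein. NRGN (GRCh38 chromosome 11, 124739942 to 124747210) was at 2.27 ± 0.280 CPM with vehicle and 1.13 ± 0.142 CPM with TAT-UIFSP-5 (SD, n = 4), a log2 fold change of -1.01 (standard error 0.283, adjusted p = 0.442). HID1, which serves the formation of secretory granules, had -1.47 (0.488, 0.547) with TAT-UIFSP-5, and MAP7D2, a microtubule-associated protein, -1.05 (0.431, 0.979) with TAT-UIFSP-6. ALOXE3, which makes lipids of the skin barrier, had -1.43 with TAT-UIFSP-5 and -1.98 with TAT-UIFSP-6. EIF3C (chromosome 16, 28688558 to 28735727) met the thresholds with both peptides and EIF3CL (chromosome 16, 28379579 to 28403841) with TAT-UIFSP-6, but these copies of an initiation factor subunit varied widely between libraries. EIF3C was at 37.3 ± 44.9 CPM with vehicle and 11.7 ± 3.48 CPM with TAT-UIFSP-5, and the sum of both copies was 126, 46.4, 22.8 and 10.1 CPM in the 4 vehicle libraries. Of the windows of 150 bases of EIF3CL, 92.8% also occur in other genes, and of those of EIF3C 47.2%. Of the downregulated rescue genes that the study's Venn diagram names, 7 of 15 were found with TAT-UIFSP-5 and 4 of 9 with TAT-UIFSP-6, and of the 15 and 9 named, 9 and 6 passed the filter on low counts.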

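FGF14, TTPA and DGKG were rare transcripts in all 16 libraries, lower with vehicle after UVB than in control cells. FGF14 encodes an intracellular fibroblast growth factor homolog that binds sodium channels and lies on GRCh38 chromosome 13 from 101710804 to 102402457. TTPA, at chromosome 8 from 63048553 to 63086053, encodes the transfer protein of vitamin E. DGKG, at chromosome 3 from 186105668 to 186362234, encodes a kinase that turns diacylglycerol into phosphatidic acid. FGF14 had 2 counts in the 4 vehicle libraries together, 20 with TAT-UIFSP-5, 37 with TAT-UIFSP-6 and 30 in control cells, or 0.0139 ± 0.0278, 0.140 ± 0.0678, 0.256 ± 0.191 and 0.158 ± 0.0934 CPM (SD, n = 4). The ratio to vehicle was 9.95 with TAT-UIFSP-5 (95% exact counting interval 2.42 to 87.8) and 18.4 with TAT-UIFSP-6 (4.74 to 157). TTPA had 3 counts with vehicle, 34 and 53 with the peptides, and was at 0.0213 ± 0.0143, 0.241 ± 0.144 and 0.374 ± 0.257 CPM. Its ratio to vehicle was 11.3 (3.55 to 57.4) with TAT-UIFSP-5 and 17.6 (5.69 to 87.8) with TAT-UIFSP-6. DGKG had 12 counts with vehicle, 32 with TAT-UIFSP-5 and 56 with TAT-UIFSP-6, or 0.0842 ± 0.0495, 0.225 ± 0.0704 and 0.394 ± 0.0877 CPM, with ratios to vehicle of 2.65 (1.33 to 5.66) and 4.64 (2.46 to 9.50). These intervals cover counting error only, and the study picked the 3 genes from these same libraries, so the tests here are no independent evidence. All 4 libraries were above every vehicle library for DGKG with either peptide and for FGF14 with TAT-UIFSP-5 (exact permutation test, two-sided p = 0.0286 each, 0.0571 adjusted over the 6 tests). For FGF14 the lowest TAT-UIFSP-5 library had 2 counts, as many as the highest vehicle library, and was above it by its scaling alone. In the other 3 comparisons 3 of 4 libraries were above, with exact permutation p of 0.143 for FGF14 with TAT-UIFSP-6, and 0.114 and 0.143 for TTPA with TAT-UIFSP-5 and TAT-UIFSP-6 (0.143 adjusted for each). In TAT-UIFSP-6 replicate 2 FGF14 had 0 counts, as had TTPA in replicate 1. After UVB the log2 fold changes of TTPA and DGKG against control were -3.40 (standard error 1.08, adjusted p = 0.00881) and -2.19 (0.508, 7.75e-04). That of FGF14, which the filter on low counts removes, was -3.23 (1.14, 0.0189) in a fit without the filter. Against vehicle, edgeR gave TTPA 3.31 (adjusted p = 0.560) and 3.94 (0.956) with TAT-UIFSP-5 and TAT-UIFSP-6, DGKG 1.38 (0.684) and 2.18 (0.956), and FGF14 3.05 (0.788) and 3.91 (0.929) without the filter.

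**Figure D3:**
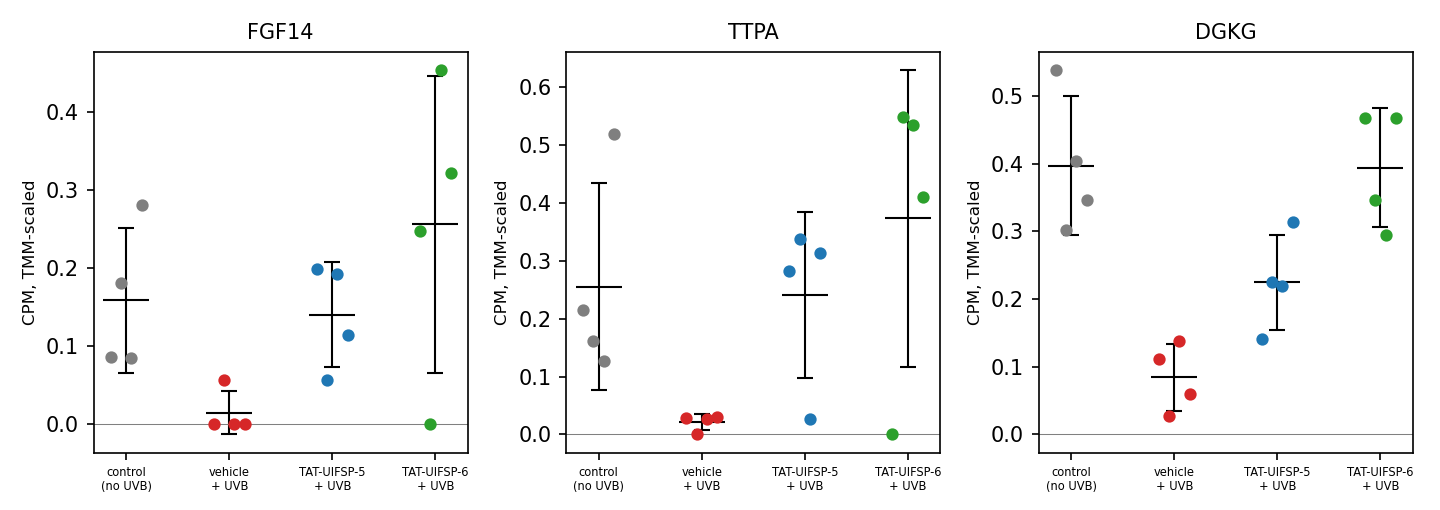
CPM (TMM-scaled) of FGF14, TTPA and DGKG in each library, by group. Points are libraries and lines give the mean and SD of 4 libraries. For DGKG every library of either peptide lies above all vehicle libraries, and for TTPA 1 library of each peptide lies at the vehicle level.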

The validation results of three rescue DEGs from qRT‐PCR were consistent with RNA‐Seq. In Figure 6J, the mRNA levels of *FGF14* and *TTPA* were both upregulated in the TAT‐conjugated UIFSP‐5 or ‐6 group, and *DGKG* was upregulated in the TAT‐conjugated UIFSP‐6 group (Figure 6K). *FGF14* was previously reported to inactivate the mitogen‐activated protein kinase (MAPK) signaling pathway,^20^ downstream of small G‐proteins.^21^ 

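Among proteins that bind MAP kinases, AIDA, which binds an axin and restrains JNK signaling, and RPS6KA1, a kinase activated by ERK, were lower with TAT-UIFSP-5 at an unadjusted p under 0.05, with log2 fold changes of -0.18 (standard error 0.0729, adjusted p = 0.710) and -0.40 (0.165, 0.710). Of 27 such genes, 19 had a positive log2 fold change with TAT-UIFSP-5, with a median of 0.037 (camera, adjusted p = 0.964), and of -0.0199 without TAT-UIFSP-5 replicate 1. With edgeR 0 passed, over all genes or adjusted over the list alone, and DESeq2 called 0. With TAT-UIFSP-6 the median was -0.028 (adjusted p = 0.418), and positive without vehicle replicate 3 (0.0202) or TAT-UIFSP-6 replicate 4 (0.00590). SYNJ1, a synaptojanin that removes phosphates from phosphoinositides, was at 6.86 ± 0.383 CPM with TAT-UIFSP-6 and 8.75 ± 0.111 CPM with vehicle (SD, n = 4), a log2 fold change of -0.35 (standard error 0.108, adjusted p = 0.956). Adjusted over the list alone it was the 1 lower gene among 10 phosphatases of phosphatidylinositol 3-phosphate, against 0 over all genes with edgeR, 1 at an unadjusted p under 0.05 and 0 with DESeq2. MTMR4, a myotubularin of the same list, had -0.095 (0.126, 0.999). With TAT-UIFSP-6, 6 of the 10 were negative, with a median of -0.033 (camera, adjusted p = 0.418), and of 0.0124 without TAT-UIFSP-6 replicate 1. With TAT-UIFSP-5 it was -0.0071 (adjusted p = 0.590), and positive without vehicle replicate 3 (0.0125) or TAT-UIFSP-5 replicate 2 (0.0111).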

And in Figure S7A,D, the Gene Ontology (GO) term of MAPK binding wass upregulated in TAT‐conjugated UIFSP‐5 group and phosphatidylinositol‐3‐phosphatase activity was downregulated in TAT‐conjugated UIFSP‐6 group. Therefore, we inferred that small GTPase or RAS‐mediated signal transduction and the MAPK and PI3K/AKT signaling can be attributed to one of the efficiency mechanisms of UIFSPs.

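The transcripts of the kinases ERK1 and AKT1 differed little between either peptide and vehicle. MAPK3, which encodes ERK1, had log2 fold changes of 0.037 (standard error 0.0534, adjusted p = 0.944) with TAT-UIFSP-5 and 0.041 (0.0534, 0.999) with TAT-UIFSP-6. AKT1 had -0.073 (0.0549, 0.897) and -0.047 (0.0549, 0.999). RNA levels do not measure the phosphorylation of these kinases. Of 41 genes of the MAP kinase cascades, 22 were positive with TAT-UIFSP-5 and 25 with TAT-UIFSP-6, with medians of 0.027 and 0.024 (camera, adjusted p = 0.695 and 0.799), which turned negative without vehicle replicate 4 (-0.00691) and without TAT-UIFSP-6 replicate 3 (-0.0153). Of 25 genes that ERK signaling induces, such as FOS and SPRY2, 17 and 15 were positive, with medians of 0.086 and 0.011 (adjusted p = 0.504 and 0.998). Both medians depend on single libraries. That of TAT-UIFSP-5 was -0.0934 without its replicate 1 and 0.175 without its replicate 3, where the list passed (adjusted p = 0.0247), and that of TAT-UIFSP-6 was negative without vehicle replicate 1 (-0.0577) or TAT-UIFSP-6 replicate 1 (-0.0434) or 2 (-0.0841). JUNB was higher with TAT-UIFSP-5 adjusted over the list alone. Of 32 genes of PI3K and AKT signaling, 21 were negative with TAT-UIFSP-6 and 17 with TAT-UIFSP-5, with medians of -0.043 and -0.0038. Camera gave adjusted p = 0.0330 (0.321 with an estimated correlation) and 0.964. Without 1 library the median with TAT-UIFSP-5 ran from -0.0270 to 0.0229, so its sign turned. The first call was lost without vehicle replicate 1, 2 or 4 or TAT-UIFSP-6 replicate 1 or 2. Over all fits without 1 library, passing or not, the median with TAT-UIFSP-6 ran from -0.0558 to -0.0296. Over all genes, none of these 3 lists had a gene that passed with edgeR, and DESeq2 called only JUNB. Adjusted over the list alone, no gene but JUNB passed. From the lowered Ras and small GTPase terms, the MAPK binding and phosphatidylinositol-3-phosphatase terms and the reported effect of FGF14 on MAPK, the paper reasons that small GTPase or RAS signal transduction and MAPK and PI3K/AKT signaling are among the ways by which the peptides act.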

### 2.7 UIFSPs suppress AKT and MAPKs activation after UVB radiation

To validate the pathways shown in the enrichment analysis, we introduced inhibitors targeting RAS‐ERK, PI3K‐AKT, cAMP‐PKA, Wnt/β‐catenin, and Hedgehog (Hh) signaling. Results from Cell Counting Kit‐8 (CCK‐8, Beyotime) analysis revealed that administration of RAS‐ERK and PI3K‐AKT inhibitor blocked the promotion of cell proliferation by UIFSP‐5/6 against UVB, whereas inhibitor of PKA and Hh exhibited limited effect in cells treated with UIFSP‐6 but not UIFSP‐5 in response to UVB (Figure 7A,B). Consistently, administration of the above inhibitors significantly increased the release of LDH for cells treated with UIFSP‐5/6 (Figure 7,D). In our study, UVB‐induced activation of AKT and MAPKs in fibroblasts, whereas TAT‐conjugated UIFSP‐5 and ‐6 inhibited phosphorylation of ERK, p38 MAPK, and JNK and AKT along with a decrease in cell death as necrosis and apoptosis but an increase of cell autophagy after UVB radiation (Figure 7E). Moreover, the antioxidant activity was not contributed to the inhibition of AKT and MAPK pathways (Figure 7F).

**FIGURE 7:**
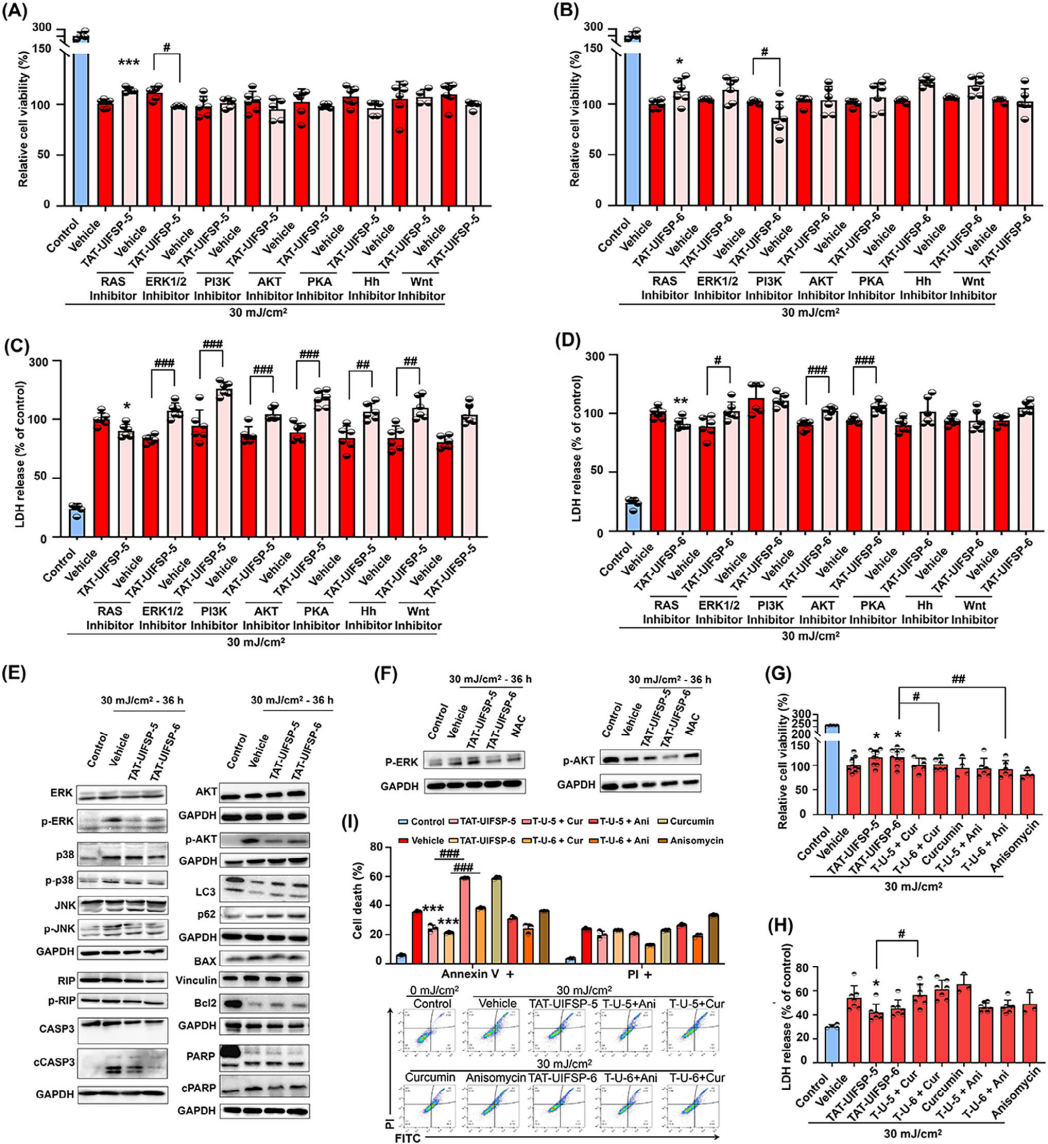
Inactivation of Ras/PI3K/AKT and Ras/MAPKs pathway are involved in the photoprotection of UV‐induced frog skin peptides (UIFSPs). Influence of various inhibitors of designated signaling on (A) and (B) cell viability, and (C) and (D) LDH activities of irradiated skin cells pretreated with TAT‐conjugated UIFSP‐5 or ‐6 (20 µM), *n *= 6. The concentration of the inhibitors: RAS inhibitor Abd‐7 (50 µM), ERK1/2 inhibitor 1 (10 µM), PI3K‐IN‐30 (5 µM), AKT‐IN‐1 (10 µM), PKA inhibitor (6‐22) amide TFA (10 µM), Hedgehog (Hh) inhibitor cyclopamine (5 µM), and Wnt/β‐catenin inhibitor MSAB (5 µM). (E and F) Western blotting showing the change in the expression of protein markers related to the Ras‐PI3K‐AKT signaling and MAPK pathways and cell death. Western blotting analysis was performed for at least three independent experiments. WS1 cells were pretreated with TAT‐conjugated UIFSP‐5 or ‐6 (TAT‐UIFSP‐5 or ‐6) and exposed to ultraviolet B (UVB) (30 mJ/cm^2^) and detected 36 h later. (G–I) Viability, LDH activities, and apoptosis rate of WS1 cells 36 h after UVB exposure, *n *= 6. Cells were pretreated with TAT‐conjugated UIFSP‐5 or ‐6 (TAT‐UIFSP‐5 or ‐6) (20 µM), anisomycin (1 µM) or curcumin (20 µM), TAT‐conjugated UIFSPs plus anisomycin (T‐U + ani), or TAT‐conjugated UIFSPs plus curcumin (T‐U + cur). Student's *t* test and one‐way analysis of variance (ANOVA) were used to evaluate the differences between groups. *p < 0.05 and ***p < 0.001, compared to the vehicle group. *^#^p* < 0.05, *^##^p *< 0.01, *^###^p *< 0.001, statistical difference between two specified groups.

To investigate whether the protective peptides targeted MAPKs signaling, we further pretreated WS1 cells with TAT‐UIFSPs in combination with the ERK agonist curcumin^22^ and the JNK agonist anisomycin.^23^ Curcumin and anisomycin increased the phosphorylation of MAPK proteins in peptide‐treated WS1 cells after UVB exposure (Figure 7F). Consequently, curcumin and anisomycin aggravated UVB‐induced cell damage, for example, cell apoptosis, which was significantly reduced by TAT‐conjugated UIFSP‐6. While in comparison with TAT‐conjugated UIFSP‐5 and UIFSP‐6 groups, curcumin and anisomycin ablated the protective effects of TAT‐conjugated UIFSPs, showed by decreased viability and aggravated cytotoxicity and apoptosis after UVB exposure (Figure 7G–I). Therefore, these results indicated that suppressing MAPK activation contributes to the photoprotective effects of UIFSPs in skin cells after UVB exposure.

## 3 DISCUSSION

When the intensity of UV irradiation is more than 3.7 mJ/cm^2^ per day, the redox homeostasis of skin can be destroyed, which triggers the generation of oxidative stress, inflammation, immunosuppression, mitochondrial dysfunction, altered intracellular communication, genomic instability, apoptosis, and matrix‐metalloproteases production leading to the onset of photo‐carcinogenesis and photo‐aging.^11^, ^24^ At the molecular level, these changes occur via activation of several protein kinases as well as transcription pathways, formation of ROS, and release of cytokines together. Among the initial events, UV has a direct impact on the activation of epidermal growth factor receptor and various kinases (e.g., Ras and Rac, phosphatidylinositol 3‐kinase [PI3K], ribosomal S6 kinases [RSK], and ataxia telangiectasia mutated [ATM]) transfer external damaging signals to the nucleus.^25^

Photoprotective strategies aim to mitigate the detrimental effects of UV radiation through various mechanisms, such as the direct blockade of UV photons, DNA damage repair, neutralization of ROS, reduction of inflammation, and modulation of immune responses.^26^ However, there are still limited curative efficacy and some toxic effects in the photochemical derivatives acting as sunscreens or counteracting the effects of UV radiation. Intriguingly, amphibian skin, a keratinized tegument bringing the evolutionary water‐land gap, evolved several strategies to protect skin from both endogenous and exogenous injuries, representatively skin‐bearing glands with structural physiological functions and chemical defenses, especially those composed of gene‐encoded peptides/proteins.^27^, ^28^ Amphibian skin peptides play a major role in maintaining skin integrity and functionality, and each amphibian species produces its own specific set of peptides with well‐defined sequences and biological effects.^9^

Since therapeutic peptides become one of the hottest topics in pharmaceutical research by strengths of high potency, specificity, and good safety profile,^29^ focusing on the discovery of organisms‐derived biopeptides seems be able to provide additional and species‐specific drug resources. In our study, we used *P. nigromaculatus*, a dark‐spotted frog occupying a broad range of habitats. First, we explored the skin adaptability and resistance of *P. nigromaculatus* to the exogenous radiation exposure. Unlike typical electronic stimulation in previous studies,^10^ a serial dose of UVB was administered to the dark‐spotted frog as a stimulus. Specifically, one leg of frog was exposed to UVB (150 mJ/cm^2^) by four times in 1 week, and the other leg was shielded for the negative control. We observed that frog skins exhibited no obvious photodamage but rather an enhancement in gland activity.

Previous studies have found that amphibian skin constellated with a large variety of gene‐encoded peptides/proteins, serving as an evolved strategy to protect skin from both endogenous and exogenous insults. And the UV‐VIS and multi‐omics in our recent research, has uncovered significant alterations in the activity of peptidases or endopeptidases within irradiated skin tissues.^17^ In the current study, we examined the peptide profile after UVB radiation, in which skin tissues were grinded for sonication and the supernatants were applied to 10 kDa MWCO filters. The results showed an increased expression of small molecule gene‐coding peptides (named UIFSPs) after intermittent UVB exposure, and peptide annotation revealed that UVB may act on structural proteins and induce UIFSPs production.

Despite UIFSPs as skin products under a non‐injured UVB dose, whether they were cleavage products from endogenous proteins because of photon attack was still unknown. If the radiation has sufficient energy, a molecule absorbs EM radiation and its electron can escape the coulomb attraction of the nucleus, and the molecule is ionized, whereas non‐ionizing UVR exposure caused molecules to undergo rotational or vibrational transitions and experience minimal changes in the stability of the electron‐nucleus attraction, resulting in negligible chemical effects.^8^ It suggested that the production of UIFSPs might be a consequence of possible physiological action in UV‐irradiated frog skin. Among the seven significantly upregulated UIFSPs, only UIFSP‐6 is derived from extracellular matrix protein (collagen). While a great majority of secretory proteins carry a short peptide at their N‐terminals, called signal peptide (SP),^30^ we thus explored the potential cleavage sites through PROSPER and conducted the signal peptide prediction via SignalP 5.0 (Figure S2). However, SignalP‐5.0 had not identified SPs in the UIFSP‐6 precursor, collagen type VI alpha 3 chain (g.68918). But the UIFSP‐7 precursor, cold‐inducible RNA‐binding protein‐like which enriched at the cytoplasm or vegetal cortex, was predicted to have a sec signal peptide (Figure S2G). The cleavage sites were predicted between residues 17 and 18, and residues 20 and 21, which means its SP was located at its N‐terminals (1‐20) while the UIFSP‐7 mapped the c‐terminal region of its precursor protein (151–163). In consequence, UIFSPs could not be cleavage products of the signal peptide from the preproteins for protein secretion. To further analyze the role of UIFSPs production from UV‐exposed frog skin, seven significantly upregulated peptides were synthesized to investigate their bioactivities.

Although eight antimicrobial peptides were identified from *P. nigromaculatus*,^16^ UIFSPs had no potency against pathogens (shown in Figure S2 and Table S5). In light of the secreted skin peptides with predominantly antioxidant activities,^31^ we detected the antioxidant ability of UIFSPs. Compared with the direct free radical‐scavenging activity of UIFSP‐4 and ‐7, UIFSPs were more capable of scavenging UVB‐induced ROS, and UIFSP‐6 significantly enhanced the endogenous antioxidase system in UVB‐exposed skin cells (Figure 2). It is reasonable to infer that UIFSPs could regulate UV‐induced oxidative stress in skin cells. We hypothesized that these UVB‐induced frog skin peptides may be superior in launching biological cascades that fuel their photoprotective abilities in skin cells. Therefore, cellular and animal level experiments were conducted to verify the effects of UIFSPs.

UV rays destroy redox homeostasis, form unstable ROS to damage biological molecules,^32^, ^33^, ^34^ and result in disruption of lipids function and structure via lipid peroxidation to develop compromised cell membranes.^35^ Therefore, exposure to UVB caused severe cell death in human keratinocytes and fibroblasts at a dose of 30 mJ/cm^2^. In contrast, UIFSPs reduced acute photodamage with potency including advance in cell viability, reduction in LDH release, and decrease in apoptosis percentage (Figure 3B–F). Moreover, skin photoaging is caused by chronic exposure to UV and accounts for more than 80% of facial aging.^36^ Our study illustrated the anti‐photoaging property of UIFSPs in fibroblasts exposed to a lower dose of 10 mJ/cm^2^ (Figure 3G). Amphibian skin can quickly repair itself after being damaged,^37^, ^38^ and UIFSPs in the present study also showed powerful wound‐healing activity (Figure S4).

Peptide drugs have been proven to disrupt protein–protein interactions,^39^ target extracellular hormone receptors,^40^ and inhibit intracellular targets.^41^ Here, we found the ability of UIFSPs to cross cell membranes and the colocalization of FITC‐peptide and MitoTracker in fibroblasts. Moreover, we modified UIFSPs with TAT sequence conjugation to facilitate the internalization of such heterogeneous peptides into cells,^42^ which enhanced therapeutic effects of UIFSPs against skin photodamage (Figure 4D–I). Our previous study demonstrated that with the insertion of membrane permeability elements, TAT‐RP1 penetrated the skin of rats and ameliorated radiation‐induced skin damage.^43^ In the present study, topical application of TAT‐conjugated UIFSP‐6 penetrated into mouse skin and played a therapeutic role in wound repair and normalizing skin structure after UVB exposure (10,080 mJ/cm^2^) (Figure 5B–E).

Studies have reported that organic sunscreens are composed of UV‐absorbing molecules with broad‐spectrum UV protection properties, such as natural antioxidants and polyphenols with conjugated π system which block UV light by absorbing it. To determine whether the protective effects of UIFSPs against UVB radiation were due to the presence of peptide to absorb UVB light in cells, we measured the absorbance of UIFSP samples using a UV‐visible spectrophotometer. According to the amino acid sequence and chemical structure of polypeptides, the UV absorption of proteins in the range of 190–250 nm is due almost entirely to π → π∗ transitions in the peptide bonds, and absorption in the range of 250−300 nm is dominated by the aromatic side‐chains of tyrosine (Tyr) in UIFSPs and TAT‐conjugated UIFSPs. As shown in Figure S5C, TAT sequences exhibited dose‐dependent UV‐absorbing capacity. Therefore, peptides including UIFSP‐4 (GGYDVDKNNSRLK), UIFSP‐7 (SGGYGGGSRDYYS), TAT (YGRKKRRQRRR), and all TAT‐conjugated UIFSPs could absorb the UVB light with absorption peaks at about 270−280 nm (UVB, 280−320 nm) (Figures 3A and 4C).

However, the functional evaluation of the control peptides via series of cellular and animal studies indicated that no matter a random combination of amino acid residues (randomized controlled peptides [RCP]) or TAT sequences had no physiological protective effects against UVB (Figures S5 and S6), which results showed that RCP increased UVB‐induced ROS level and apoptosis rate faintly in vitro (Figure S5), and in vivo, TAT‐conjugated RCP further aggravated UVB‐induced skin injuries in spite of the existence of tyrosine residue for UVB absorption (Figure S6). These studies hinted that the specific amino acid sequences of UIFSPs and their high bioactivity targeting endogenous physiological elements may contribute to the UV photo‐protection.

For better application of UIFSPs, we analyzed how UIFSPs regulate the skin cell response to UVB exposure by profiling gene expression in fibroblasts with TAT‐conjugated UIFSP‐5 or ‐6 treatment. 

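Across the 13097 genes tested, the log2 fold changes of TAT-UIFSP-5 and TAT-UIFSP-6 against vehicle had a Pearson correlation of 0.517. Genes are not independent replicates, and both peptides were set against the same vehicle libraries. In simulations without a peptide effect the shared vehicle alone gave a correlation of 0.501 on average (0.453 to 0.540), and 14 of 100 reached the real one. The covariance was 0.0422, above the 0.0357 on average and the highest, 0.0414, of the simulations. Variation shared between genes could widen that simulated range. When 2 vehicle libraries served each peptide, which removes the sharing, the correlation over the 6 splits was 0.0253 on average (-0.0607 to 0.0658) and the covariance 0.00315 (-0.00884 to 0.00841). RPL21, UQCRB, COL4A2 and ZNF670 had log2 fold changes of the same sign with both peptides, which the shared vehicle favors, and passed with neither. Most genes of replication and mitosis were higher with TAT-UIFSP-6 than with TAT-UIFSP-5, but the lists did not pass as groups with an estimated correlation between genes (camera, adjusted p = 0.402 and 0.503). Of 50 replication genes, 45 had a positive log2 fold change in that comparison, with a median of 0.27, and all 4 TAT-UIFSP-6 libraries had a higher mean of the list than every TAT-UIFSP-5 library (exact permutation test, two-sided p = 0.0286, 0.183 adjusted over 32 lists). Of 48 mitosis genes, 46 did, with a median of 0.39. At the preset correlation camera gave adjusted p = 1.10e-14 and 5.73e-16. Adjusted over the list alone 0 passed with edgeR, 16 and 12 were higher at an unadjusted p under 0.05, and DESeq2 called 0. The 79 ribosomal protein genes had a median of 0.03 (adjusted p = 0.00300, and 0.876 with an estimated correlation), complex I 0.018 (0.124) and the interferon-induced genes -1.06 (5.15e-10, and 0.503 with an estimated correlation), which again rests on TAT-UIFSP-5 replicate 2 (median -0.184 and adjusted p = 0.0899 without it). The ribosomal call was lost without TAT-UIFSP-5 replicate 1 (median -0.0146) or 3 (0.00244) or TAT-UIFSP-6 replicate 2 (0.0186), its median was 0.0543 and 0.0812 without TAT-UIFSP-5 replicates 2 and 4, and complex I was at -0.0289 without TAT-UIFSP-5 replicate 1 and passed without TAT-UIFSP-5 replicate 2 (0.0435) or 4 (0.0560) or TAT-UIFSP-6 replicate 4 (0.0346). At the preset correlation complexes II to V (median 0.041, adjusted p = 0.00676) and translation factors (0.033, 0.00700) also passed as higher. So did the genes that carry new proteins to the endoplasmic reticulum (0.072, 0.00205). Small GTPase regulators (-0.062, 0.00676) and PI3K and AKT (-0.048, 0.0368) passed as lower. None passed with an estimated correlation (0.503 to 0.876), and each call was lost without some 1 library. Ras was at -0.042 (0.116, exact permutation p = 0.0286, adjusted 0.183). Without TAT-UIFSP-5 replicate 4 the Ras list passed camera at the preset correlation (median -0.0643, adjusted p = 0.0261). Over all fits without 1 library its median ran from -0.0643 to -0.0120. Between the peptides edgeR called 0 genes over all tested (lowest adjusted p 0.938) and DESeq2 called 0, with 594 at an unadjusted p under 0.05.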

Congruent changes were observed between two groups, including an increase in biosynthesis and mitochondrial electron transport, along with a significant decline in DNA replication and cell cycle regulation (Figure 6D–F and Figure S7). In Figure S8, UIFSPs reduced mitochondrial dysfunction after UVB exposure, which relieved oxidative stress in mitochondria, maintained mitochondrial membrane potential (△Ψm), and promoted ATP production. This allowed us to consider these UV‐induced peptides inspired skin cells with biosynthesis and energy production to counteract photon energy, meanwhile they redeployed cell cycle stage to block progression of photodamage. Of particular interest were the peptide‐regulated genes highlighted in Figure 6G,I, termed “rescue DEGs (upregulated)” which are genes whose UVB‐induced expression changes (down‐regulated) were reversed by UIFSPs (up‐regulated). For example, *DGKG* mRNA level was upregulated by TAT‐conjugated UIFSP‐6 (Figure 6J). DGKγ was reported to be an upstream suppressor of Rac1, which suppressed NADPH oxidase activation and ROS overproduction.^44^, ^45^ TAT‐conjugated UIFSP‐5 and ‐6 both upregulated *FGF14* and *TTPA* (Figure 6K). It was found that *TTPA* encoded α‐tocopherol transfer protein (α‐TTP) to transport α‐tocopherol (α‐Toc), a form of vitamin E with protection against radiation‐induced gastrointestinal injury.^46^ *FGF14* has been reported to inhibit the phosphorylation of p38, extracellular signal‐regulated kinase 1/2, and c‐Jun N‐terminal kinase.^20^, ^47^

Altogether, TAT‐UIFSP‐5 downregulated Ras signaling pathway (Figure 6E) and reregulated MAPK activities (Figure S7A), and TAT‐UIFSP‐6 downregulated small GTPase‐mediated signal transduction (Figure 6F) and phosphatidylinositol‐3‐phosphatase activity (Figure S7D), as well as in case of FGF14 (Figure 6K), the overlapped “up‐regulated rescue genes” has been reported to inhibit the phosphorylation of MAPKs. Therefore, we validated the RAS signaling and primarily MAPK pathways (Figure 7A–D), in which UVB exposure was reported to activate AKT and MAPK signaling pathways.^48^, ^49^ Our results demonstrated that UIFSPs suppressed the phosphorylation of MAPK‐related proteins and AKT, along with the inhibition of death‐associated protein expression after UVB exposure (Figure 7E). However, cell autophagy was induced by UIFSPs in UVB‐exposed fibroblasts (Figure 7E). The role of PI3K/AKT/mTOR and MAPK signaling^50^ in the modulation of autophagy has been widely accepted and studies reported protection of epidermal cells against UVB‐induced apoptosis through activating autophagy.^51^ In this study, UIFSPs stimulated autophagy and inhibited apoptosis in UVB‐exposed fibroblast, as shown in Figure S9E,F. Furthermore, the protective effects of UIFSP were ablated via addition of MAPK agonists, indicating that suppressing MAPK signaling pathway may be responsible for UIFSP protection.

In conclusion, this study illustrated that the skin of dark‐spotted frog could serve as a source of biologically active and functional molecules. By applying UVB radiation to frog skin, we identified a series of frog skin peptides (UIFSPs) with photoprotective effects and further modified UIFSPs with TAT sequence conjugation to enhance antiphotodamage efficacy in vitro and in vivo. Mechanistically, these UIFSPs negatively regulated Ras/AKT and Ras/MAPK signaling to prevent skin from UVB damage. Our studies demonstrated the possibility that inflicting specific stimuli on creatures with fascinating vitality and adaptation is an unappreciated strategy to screen functional biomolecules and develop potential therapeutic agents.

## 4 MATERIALS AND METHODS

### 4.1 Frog radiation inducibility

Artificially bred and farmed adult dark‐spotted frogs (*P. nigromaculatus*) were obtained from a breeding base in Sichuan Province, China. Before the experiments commenced, frogs were housed collectively in a 50 cm × 60 cm container with mealworms provided ad libitum for 7 days of acclimation. To establish a local skin irradiation model, frogs were exposed to a spectral peak at 312 nm of UVB radiation (BIO‐SUN, Vilber) at an intensity of 2.7 mW/cm^2^ and a dose of 150 mJ/cm^2^ per day, and the next radiation was performed with an interval of 1 day for a total of four exposures. During exposure, only the right frog leg was exposed to UVB, and the rest of the frog was shielded by foil. The frog experiment protocols were approved by the Animal Experimentation Ethics Committee of Sichuan University (Chengdu, China).

### 4.2 Peptidomic analysis

Skin tissues were mixed with four volumes of urea buffer (8 M urea, 1% protease inhibitor cocktail, 2 mM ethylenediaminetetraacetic acid (EDTA) for supersonic schizolysis, and the supernatants containing peptides were applied to 10 kDa MWCO filters. All peptide preparations were desalted with Ziptip C18 (ZTC18S960, Merck Millipore) for nano‐LC‐NSI‐MS/MS analysis. Peptidomic data analysis was partially conducted using PTM Bio.^52^ The detailed methods are described in the Supporting Information Materials and Methods.

### 4.3 Absorption spectra in the ultraviolet region

The UV absorbance of the peptide samples was measured using a UV–visible spectrophotometer (UV‐2550, Shimadzu). For UVB measurements, 350 µL of sample was loaded into a quartz cuvette and spectral acquisition (wavelength scanning) in the wavelength range of 190−400 nm was performed to record peptide absorbance in UV spectra.

### 4.4 Cell culture and UVB radiation

The WS1 cell line (human fibroblasts) was obtained from the American Type Culture Collection (ATCC), and the HaCaT cell line (human keratinocytes) was obtained from the German Cancer Research Center (Heidelberg, Germany).^53^ Cells were maintained in Dulbecco's modified Eagle medium (DMEM) supplemented with 1% antibiotics and 10% fetal bovine serum (BI) at 37°C in a humidified incubator with 5% CO_2_. Before UVB radiation, cells were pretreated with UIFSPs or TAT‐conjugated UIFSPs for 48 h. Upon reaching 90% confluence, cells were exposed to various intensities of UVB (10 or 30 mJ/cm^2^) under a thin layer of PBS. UVB radiation was conducted using a Vacuum UV aging test chamber (UVB‐15 W‐201) with an emission peak at 312 nm, and the strength of UVB was at an intensity of 2.7 mW/cm^2^.

### 4.5 Antioxidant activity assay

ABTS assay (Beyotime) was used to determine the free radical scavenging activity of UIFSPs solution or total antioxidant capacity (TAC) for UIFSP‐treated skin cells. Briefly, 10 µL of sample, including peptide solution and UIFSPs‐treated cell lysates, was mixed with 200 µL of diluted ABTS working solution at room temperature in the dark for 30 min. A decrease in absorbance at 415 nm indicated antioxidant activity. The rate of ABTS radical scavenging (%) was calculated by (*A*_blank_ − *A*_sample_) × 100/*A*_blank_, and the TAC was calculated by the prepared standard curve and normalized by protein concentration.

### 4.6 Cell viability assay

WS1 and HaCaT cells were seeded in a 96‐well plate at a density of 1 × 10^4^ cells per well.^17^ Then, cell viability was measured using the CCK‐8 according to the manufacturer's protocol, with a BioTek reader (Synergy HTX).

### 4.7 Cytotoxicity assay

UVB‐induced cell death was analyzed with the LDH cytotoxicity assay kit (Beyotime). To set the maximum enzyme activity group, lysate was added to WS1 and HaCaT cells 1 h before the experiment. Cell supernatant was obtained and relocated to a new 96‐well plate and then incubated with detection reagent, which was further detected with the BioTek reader (Synergy HTX). The rate of LDH release (%) was calculated by (*A*_sample_ − *A*_blank_)/(*A*_maximum_ − *A*_blank_) × 100.

### 4.8 Apoptosis assay

The annexin V‐FITC/PI apoptosis detection kit (Kaiji) was employed to analyze cell apoptosis. Cells were stained with annexin V (AV) and propidium iodide (PI) agent in working solution for 30 min and then tested by flow cytometry (BD FACSCelesta). Apoptotic cells were calculated by summing the percentage of early apoptotic cells, that is, annexin V (+) cells and PI (−) cells, and the percentage of late apoptotic annexin V (+) and PI (−) cells.

### 4.9 SA‐β‐galactosidase staining

To measure cellular senescence, skin cells were exposed to 10 mJ/cm^2^ UVB twice with an interval of 2 days. Then cells were fixed and followed by senescence‐associated β‐galactosidase (SA‐β‐gal) staining (Beyotime). More than 200 cells were counted in three randomized fields, and the percentage of blue‐stained senescent cells was counted using phase‐contrast microscopy (Olympus).

### 4.10 Mice skin photodamage modeling and treatment

Male BLAB/c mice from the same generation, 6 weeks old, were purchased from Dossy. The mice were randomly divided into the following groups (*n* = 6): control, model (UVB), negative control (UVB + PBS), and sample (UVB + TAT‐conjugated UIFSP‐3, ‐4, ‐5, and ‐6). Mice were shaved dorsal skin and then exposed to UVB radiation using a BIO‐SUN system with the UVB lamp at a peak emission of 312 nm (Vilber). Specifically, unrestrained mice were exposed to 180 mJ/cm^2^ within 7 consecutive days for the first week, 360 mJ/cm^2^ per day for the second week, 540 mJ/cm^2^ per day for the third week, and 720 mJ/cm^2^ per day for the last 3 days, for a total of almost 10 J/cm^2^. TAT‐UIFSP fusion peptides (20 µM) (dissolved in PBS) were administered immediately after exposure to irradiated skin sections.

### 4.11 Statistical analysis

The data are expressed as the mean ± standard deviation from at least three independent experiments. Unpaired two‐sided Student's *t* tests and one‐way analysis of variance followed by the post hoc Dunnett test were performed for difference analysis among samples using Prism 8 or SPSS software. Statistical significance was set at *p *< 0.05. Other methods are detailed in the Supporting Information Materials and Methods.

## AUTHOR CONTRIBUTIONS

S.Z. and T.Y. conceived and designed the study; T.Y., F.G., X.T., and Z.Y. carried out the molecular biology studies. T.Y., Y.L., B.S., and Z.T. performed the animal experiments. B.W., B.Y., and D.Y. provided guidance and advice. S.Z. and T.Y. analyzed the data and drafted the manuscript. All authors read and approved the final manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## ETHICS STATEMENT

All animal studies were approved by the Animal Experimentation Ethics Committee of Sichuan University (approval number: 2024092).

## Supporting information

Supporting Information

## Data Availability

The data of RNA‐seq are accessible through Gene Expression Omnibus series accession number GSE222414. The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: UV radiation‐induced peptides in frog skin confer protection against cutaneous photodamage through suppressing MAPK signaling
**Source:** MedComm (2020). 2024 Jun 25;5(7):e625. doi: 10.1002/mco2.625
**Supplement:** Supplementary file 1 — Supporting Information

**Title page**

**UV radiation-induced peptides in frog skin** **confer protection against**

**cutaneous photodamage through suppressing MAPK signaling**

Tingyi Yang^a^, Fenghao Geng^a^, Xiaoyou Tang^a,b^, Zuxiang Yu^a^, Yulan Liu^c^, Bin Song^a^, Zhihui Tang^a^, Baoning Wang^a^, Bengui Ye^b^, Daojiang Yu^c^, Shuyu Zhang^a,b,c,d,^*

*

**Running title:** Protective peptides from frog skins

**Supplementary Information**

1. **Materials**

**1.1** **Supplementary Table S1. The primers in qPCR**

| **Gene No.** | **Gene Name** | **Primer Type** | **Primer Sequence (5' to 3')** |
| --- | --- | --- | --- |
| **1** | **FGF14** | 1-Forward | CGGCAACCTGGTGGATATCTT |
|  |  | 1-Reverse | CCTTGAGCTGGGGATCTTGG |
| **2** | **TTPA** | 2-Forward | CCTCCTAAAGGCTGGCTACC |
|  |  | 2-Reverse | TCTTGGCTACGGATGGAGTG |
| **3** | **DGKG** | 3-Forward | GGATGACGTTTCACCGCAAA |
|  |  | 3-Reverse | GGGGTTGAGCAGATAGTGGAAT |
| **4** | **GAPDH** | 4-Forward | CCTTCCGTGTCCCCACT |
|  |  | 4-Reverse | GCCTGCTTCACCACCTTC |

**1.2 Supplementary Table S2. Information of the antibodies**

| Antibody name | Catalogue number | Specificity | Manufacturer |
| --- | --- | --- | --- |
| Anti-ERK | #16443-1-AP | Rabbit polyclonal | Proteintech Group |
| Anti-Phospho-ERK | #ab32538 | Rabbit monoclonal | Abcam |
| Anti-JNK | #ab179461 | Rabbit monoclonal | Abcam |
| Anti-Phospho-JNK | #ab124956 | Rabbit monoclonal | Abcam |
| Anti-p38 | #AF7668 | Rabbit monoclonal | Beyotime |
| Anti-Phospho-p38 | #AM063 | Mouse polyclonal | Beyotime |
| Anti-AKT | #9272 | Rabbit monoclonal | Cell Signaling Technology |
| Anti-Phospho-AKT | #sc-293125 | Mouse monoclonal | Mouse monoclonal |
| Anti-Beclin 1 | #sc-48341 | Mouse monoclonal | Mouse monoclonal |
| Anti-MAP LC3b | #sc-376404 | Mouse monoclonal | Santa Cruz |
| Anti-SQSTM1 | #sc-28359 | Mouse monoclonal | Santa Cruz |
| Anti-Bax | #2722 | Mouse monoclonal | Cell Signaling Technology |
| Anti-Bcl_2_ | #15071 | Mouse monoclonal | Cell Signaling Technology |
| Anti-RIP | #3493 | Rabbit monoclonal | Cell Signaling Technology |
| Anti-Phospho-RIP | #65746 | Rabbit monoclonal | Cell Signaling Technology |
| Anti-Caspase-3 | #14220 | Rabbit monoclonal | Cell Signaling Technology |
| Anti-Cleaved-Caspase-3 | #9664 | Rabbit monoclonal | Cell Signaling Technology |
| Anti-GAPDH | #ab9485 | Rabbit polyclonal | Abcam |
| Anti-α-Tubulin | #2125 | Rabbit monoclonal | Cell Signaling Technology |

**1.3 Supplementary Table S3. Reagents and materials**

| **Reagents** | **Source** | **Identifier** |
| --- | --- | --- |
| RAS inhibitor Abd-7 | MedChemExpress | HY-122862 |
| ERK1/2 inhibitor 1 | MedChemExpress | HY-112287 |
| PI3K-IN-30 | MedChemExpress | HY-143404 |
| AKT-IN-1 | MedChemExpress | HY-1829 |
| PKA Inhibitor Fragment (6-22) amide TFA | MedChemExpress | HY-P1290A |
| Cyclopamine | MedChemExpress | HY-17024 |
| MSAB | MedChemExpress | HY-120697 |
| Curcumin | Beyotime | SC0299 |
| Anisomycin | Beyotime | SC0132 |
| NAC | Beyotime | S0077 |
| Glycine | Beyotime | ST085 |
| T-AOC Assay Kit | Beyotime Biotechnology | S0119 |
| Reactive Oxygen Species Assay Kit | Beyotime Biotechnology | S0033S |
| CCK-8 assay kit | Beyotime Biotechnology | C0037 |
| LDH assay kit | Beyotime Biotechnology | C0016 |
| Apoptosis and Necrosis Assay Kit | Beyotime Biotechnology | C1056 |
| Senescence β-Galactosidase Staining Kit | Beyotime Biotechnology | C0602 |
| Enhanced mitochondrial membrane potential assay kit with JC-1 | Beyotime Biotechnology | C2003S |
| MitoSOX Red | MedChemExpress | HY-D1005 |
| Mito-Tracker Red CMXRos | Beyotime Biotechnology | C1035 |
| DAPI | Beyotime Biotechnology | C1002 |
| mRFP-GFP-LC3 | HanBIO Tech | HB-AP210 000 |

1. **Methods**

**2.1 Biogenesis of peptides**

All peptides (UIFSPs, N-terminal FITC-labeled UIFSP and TAT-conjugated UIFSPs) used in this work were synthesized by Sangon Biotech (Shanghai, China). HPLC and mass spectrometry were adopted to confirm purity greater than 98%.

**2.2 Peptide extraction**

Skin organisms were mixed 4 volumes of Urea Buffer (8 M urea, 1% protease inhibitor cocktail, 2 mM EDTA) for supersonic schizolysis, and the supernatants containing peptides applied to 10 kDa molecular weight cut-off (MWCO) filters. All peptide preparations were desalted with Ziptip C18 (ZTC18S960, Merck Millipore, Billerica, MA) for liquid chromatography-mass spectrometry analysis.

**2.3 Liquid chromatography tandem mass spectrometry (LC-MS/MS)**

For peptidomics analysis, peptides were dissolved in 0.1% formic acid (solvent A), directly loaded onto a home-made reversed-phase analytical column (15 cm length, 75 μm i.d.). The gradient began with an increase from 6 to 23% in solvent B (0.1% FA in 98% acetonitrile) over 26 min, 23% to 35% in 8 min and climbing to 80% in 3 min then holding at 80% for the last 3 min, all at a constant flow rate of 400 nl/min on an EASY-nLC 1000 UPLC system (Thermo Fisher Scientific, Waltham, MA).

The peptides were subjected to nano spray ionization source ionization followed by MS/MS in a Q Exactive™ HF-X (Thermo Fisher Scientific, Waltham, MA) that was coupled online to the UPLC. Intact peptides were detected at a resolution of 120,000. A speed data-dependent method was applied for the top 10 precursor ions above a threshold ion count of 2.5E5 in the MS survey scan, with 30.0 s dynamic exclusion. The electrospray voltage applied was 2.2 kV. The automatic gain control setting of 5E4 ions was used to prevent overfilling of the ion trap. For MS scans, the m/z scan range was 400 to 1800.

**2.4 Peptidomic data analysis**

The resulting MS/MS data were processed using Maxquant search engine (v.1.6.15.0). The mass tolerance for precursor ions was set as 20 ppm in First search and 5 ppm in Main search, and the mass tolerance for fragment ions was set as 0.02 Da. Carbamidomethyl on Cys was specified as fixed modification, oxidation on Met was specified as variable modifications. Label-free quantification method was LFQ, FDR was adjusted to < 1% and minimum score for peptides was set > 40.

**2.5 High-throughput mRNA-Seq and data analysis**

For transcriptome sequencing, total RNA was extracted from each sample of WS1 cells (control group or irradiation group, which with or without peptide treatment) in 24 h after UVB exposure by TRIzol reagent (Invitrogen, Carlsbad, CA). RNA sequencing was performed in the laboratory of OE Biotech (Shanghai, China). The libraries were constructed using TruSeq Stranded mRNA LTSample Prep Kit (Illumina, San Diego, CA) according to the manufacturer’s instructions. RNA libraries were controlled for quality and quantified using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Then these libraries were sequenced on the Illumina HiSeq X Ten sequencing platform and PE150bp paired-end reads were generated.

After 3’ adaptor-trimming and low-quality reads removing by Trimmomatic (version 0.36), the high-quality clean reads were aligned to the reference genome (NCBI GRCh38.p13) with hisat2 software (version 2.2.1.0). Then, FPKM value was calculated as the expression profiles of mRNA using cufflinks, and differentially expressed RNAs (DEGs) were identified using the DESeq (2012), *P*-value < 0.05 and fold Change >2 or fold Change < 0.5 was set as the threshold. GO and KEGG pathway enrichment analysis of DEGs were respectively performed using R based on the hypergeometric distribution. The raw sequencing data have been submitted to the NCBI and are accessible at GSE222414 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE222414>). The detailed methods were described in the Supplementary materials and Methods.

**2.6 In silico analysis of** **signal peptide predictions**

SignalP-5.0 (http://www.cbs.dtu.dk/services/SignalP/) was employed to predict the signal peptide sequences and their cleavage sites in Eukarya. For this purpose, the first 70 residues from the N-terminus of each preprotein (UIFSP-1~7) were submitted to the signal peptide prediction software to calculate the cleavage probability and signal peptide likelihood.

**2.7 Confocal microscopy observation**

WS1 cells were seeded on confocal dishes (ThermoFisher, MA, USA) and treated with FITC-labeled peptides in the medium for different time points. Then, cells were stained with DAPI and Mito-Tracker Red CMXRos (Beyotime, Nantong, China), and confocal images were taken with the confocal laser scanning microscope (Carl Zeiss, Jena, Germany).

**2.8 ROS generation analysis**

DCFH-DA assay was adopted to measure the intracellular ROS level. WS1 cells were incubated with a diluted 2’,7’-dichlorofluorescin diacetate (H2DCFDA) fluorescent probe (Beyotime, Nantong, China) for 30 min and then detected by fluorescence microscope (Olympus, Tokyo, Japan) or flow cytometry (BD FACSCelesta, New York, NY).

**2.9 Antimicrobial activity assay**

The antimicrobial activity of UIFSP-5, UIFSP-6 and UIFSP-7 was tested against several pathogens, including gram-positive bacterial strains *Staphylococcus haemolyticus* (ATCC 29970) and gram-negative bacterial strains *Escherichia coli* (ATCC 25922). The minimum inhibitory concentrations (MICs) of the peptides were determined, which the peptide was serially diluted as 0.5, 1.0 and 1.5 μM. Each microbe was collected and added to 10 ml of fresh LB broth with 1% Type I agar (Hopebiol, Qingdao, China), then placed in 90-mm petri-dishes. A small hole was created in the agar after it hardened, with a 12 μl aliquot of UIFSP then added to the hole. Lastly, the microbes were incubated at 37°C for 16-18 h, with antimicrobial activity determined by the formation of a clear zone on the agar surface, which represented bacterial growth inhibition.

**2.10 Wound healing assay**

WS1 cells were treated with UIFSPs or TAT-conjugated UIFSPs for 48 h until reaching confluence. A straight wound was induced by scratching with a bacteria-free pipette and rinsing twice with PBS. Then, cells were cultured in medium without FBS. The speed of wound closure was observed and photographs were taken with a regular inverted microscope every 6 h from 0 h to 24 h. The simulated wound closure rate was calculated as follows: wound closure rate = (A_0_ − A_t_)/A_0_ × 100%, where A_0_ is the original simulated wound area and A_t_ is the simulated wound area at each time point.

**2.11 Hematoxylin and eosin (H&E) staining**

The irradiated skin tissues of mice were fixed in 4% paraformaldehyde and embedded in paraffin. Serial sections (3 μm) were adhered to positively charged slides. Then, H&E staining was performed to observe the histological features of the skin and the thickness of the epidermis and dermis.

**2.12 Real-time quantitative PCR (RT-qPCR)**

Total RNA was extracted from the WS1 cells and reverse transcribed into cDNA using an oligo(dT)12-18 primer and Superscript II reverse transcriptase (Invitrogen, Carlsbad, CA). Then, SYBR green dye One Step TB Green® PrimeScript™ RT-PCR Kit (Takara, Japan) was used for amplification of cDNA. The mRNA levels of FGF 14, TTPA, DGKG and the internal standard GAPDH were quantified by quantitative real-time PCR in a Bio-Rad iCycler RT-qPCR Detection System (Bio-Rad, Berkeley, CA). The primers for qPCR are listed in Supplementary Table S1.

**2.13 Western blotting analysis**

Cells were harvested in lysis buffer (BioTeke, Beijing, China), then subjected to SDS-PAGE. The electrophoresed samples were then transferred to PVDF membranes (Millipore, Bedford, MA). After blocking non-specific antibody binding sites on the membranes, the membranes were incubated with primary antibody, against ERK (#16443-1-AP, Proteintech, Chicago, IL), p-ERK (#ab32538, Abcam, Cambridge, MA), JNK (#ab179461, Abcam, Cambridge, MA), p-JNK (#ab124956, Abcam, Cambridge, MA), p38 (#AF7668, Beyotime, Nantong, China), p-p38, (#AM063, Beyotime, Nantong, China), α-Tubulin (#ab192314, Abcam, Cambridge, MA) and GAPDH (#ab192314, Abcam, Cambridge, MA) overnight at 4 °C. The membranes were then incubated with a horseradish peroxidase-conjugated secondary antibody (Anti-rabbit, Beyotime, #A0208) for 2 h and visualized using enhanced chemiluminescence (Beyotime). Information on the antibodies is summarized in Supplementary Table S2.

**Supplementary results**

**Supplementary Table** **S4. The upregulated peptides in UVB-irradiated frog skin**

| **Number** | **Pepetide sequence** | **Length** | **Mass** | **Leading razor protein** | **Protein description** | **Start position** | **End position** | **Ratio** | **P value** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | SGYGGGSGFG | 10 | 844.335 | g.65324 | Keratin 8 | 63 | 72 | 1.951 | 0.046 |
| 2 | KVLKQVHPDTGIS | 13 | 1420.803 | g.33075 | Histone H2B 1.1 | 59 | 71 | 3.167 | 0.043 |
| 3 | SAKEKGKFEDMA | 12 | 1339.644 | g.46989 | High mobility group protein B1 | 53 | 64 | 1.737 | 0.039 |
| 4 | SGGYGGGSRDYYS | 13 | 1324.532 | g.73783 | Cold-inducible RNA-binding protein-like | 151 | 163 | 2.156 | 0.039 |
| 5 | AGGYDVDKNNSRLK | 14 | 1535.769 | g.34398 | Histone H1 | 83 | 96 | 1.494 | 0.038 |
| 6 | PEPAKSAPAPK | 11 | 1091.597 | g.33075 | Histone H2B 1.1 | 17 | 27 | 2.351 | 0.036 |
| 7 | SSDDVDEGARQIK | 13 | 1418.663 | g.68918 | Collagen type VI alpha 3 chain | 546 | 558 | 2.330 | 0.025 |
| 8 | SGGYGGGSRDY | 11 | 1074.436 | g.73783 | Cold-inducible RNA-binding protein-like | 151 | 161 | 1.575 | 0.016 |
| 9 | SPEGAEAKDAGKVT | 14 | 1358.667 | g.54821 | High mobility group nucleosome-binding domain-containing protein 3 isoform X2 | 6 | 19 | 2.846 | 0.009 |
| 10 | DSYDSYASNNE | 11 | 1263.452 | g.73783 | Cold-inducible RNA-binding protein-like | 180 | 190 | 1.831 | 0.007 |
| 11 | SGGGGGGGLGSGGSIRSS | 18 | 1405.654 | CON__P35527 | Undefined | 14 | 31 | 5.976 | 0.006 |
| 12 | GGYDVDKNNSRLK | 13 | 1464.732 | g.34398 | Histone H1 | 84 | 96 | 2.593 | 0.004 |
| 13 | AVAASKERSGVS | 12 | 1160.614 | g.34398 | Histone H1 | 62 | 73 | 1.816 | 0.002 |

**Supplementary Table S5. The downregulated peptides in UVB-irradiated frog skin**

| **Number** | **Sequence** | **Length** | **Mass** | **Leading razor protein** | **Protein description** | **Start position** | **End position** | **Ratio** | **P value** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | SQSIRQTTYS | 10 | 1169.567 | g.82434 | Keratin, type I cytoskeletal 19 | 2 | 11 | 0.627 | 0.048 |
| 2 | GTKPDAPDIDLK | 12 | 1268.661 | g.46994 | PDZ domain-containing protein | 992 | 1003 | 0.608 | 0.038 |
| 3 | GPKMEGDIKGPKVD | 14 | 1469.754 | g.46994 | PDZ domain-containing protein | 1114 | 1127 | 0.592 | 0.026 |
| 4 | KTPCIIPDPCQ | 11 | 1327.626 | g.35258 | Uncharacterized protein | 62 | 72 | 0.551 | 0.014 |
| 5 | RTAVCIENSCMLR | 13 | 1608.753 | g.9716 | Postn protein | 464 | 476 | 0.403 | 0.011 |
| 6 | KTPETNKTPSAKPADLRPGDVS | 22 | 2308.202 | g.8483 | Non-muscle caldesmon | 751 | 772 | 0.341 | 0.010 |

**Supplementary Table S6. Antimicrobial activity of UIFSPs**

| **Microorganism** | **Antimicrobial Activity** | | | |
| --- | --- | --- | --- | --- |
|  | **Amoxycillin** | **UIFSP-5** | **UIFSP-6** | **UIFSP-7** |
| Gram-Positive Bacteria | | | | |
| *Staphylococcus aureus* (ATCC 29970) | + | - | - | - |
| Gram-Negative Bacteria | | | | |
| *Escherichia coli* (ATCC 25922) | + | - | - | - |

‘+’ indicates antimicrobial activity; ‘-’ indicates no antimicrobial activity

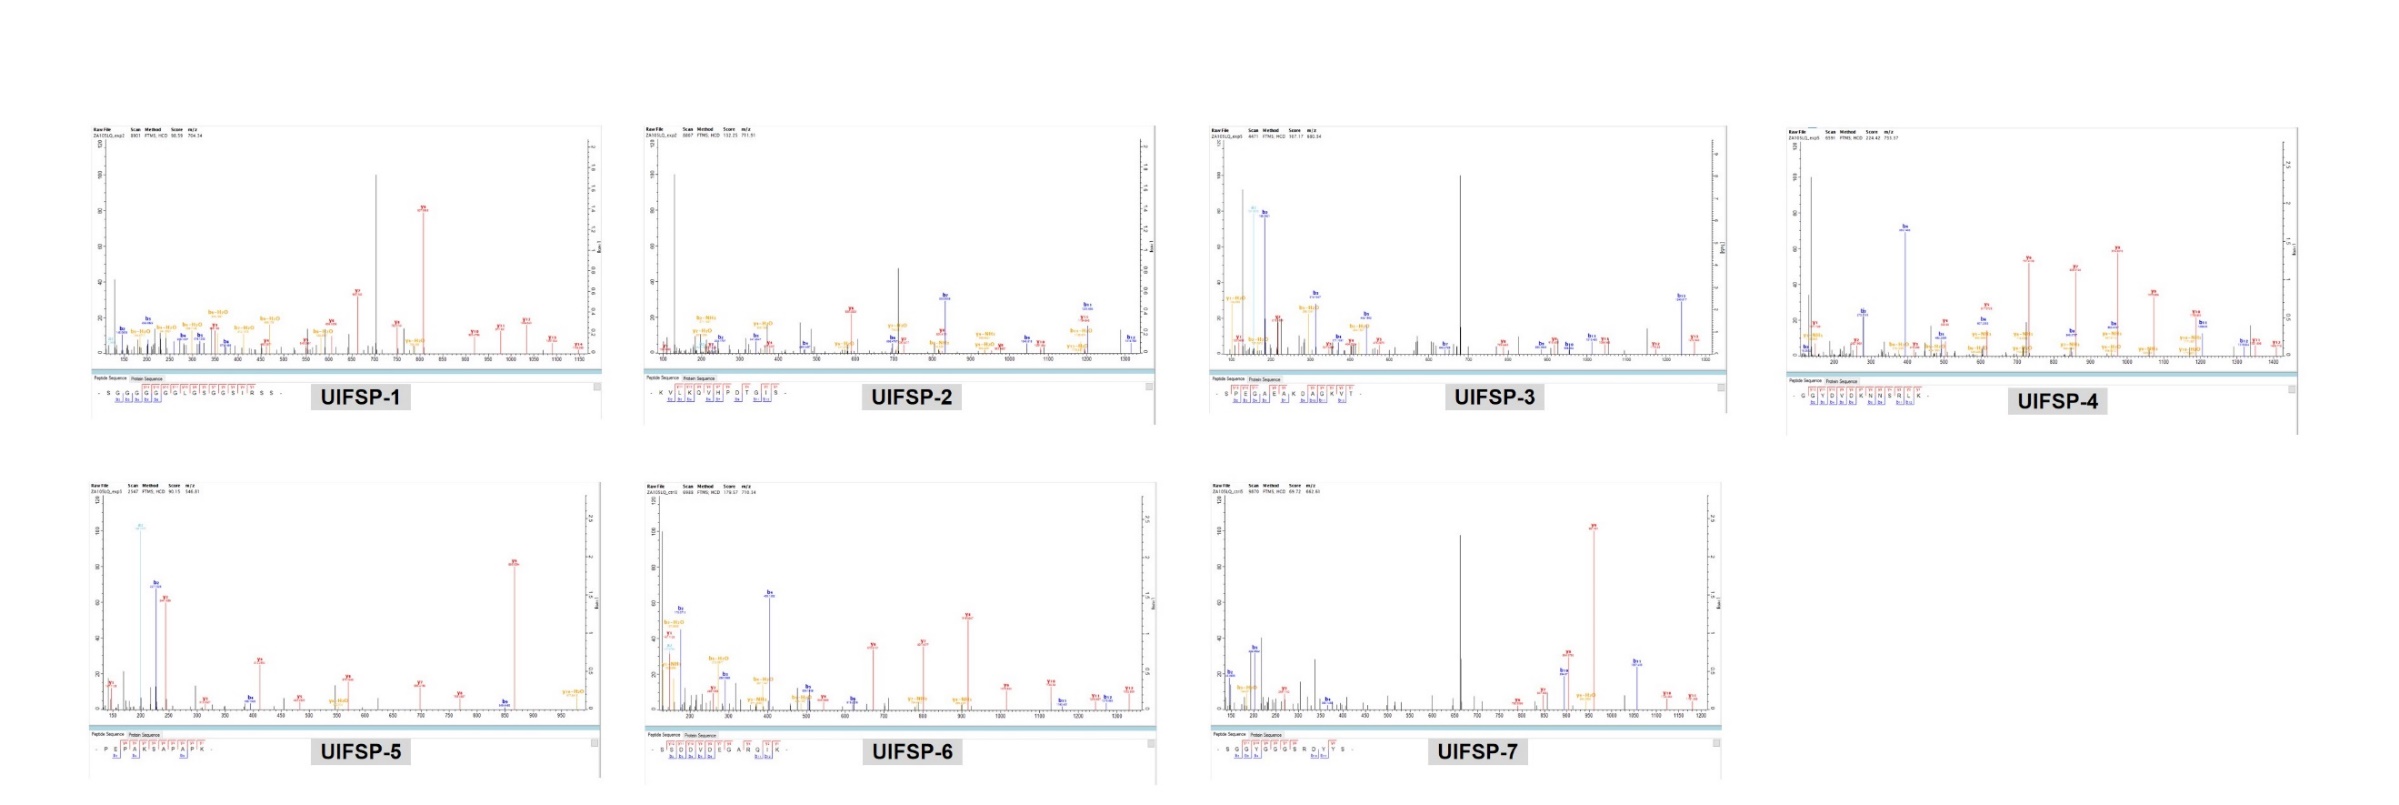

**Supplementary Fig. S1. MS/MS annotation of UIFSP-1~7 from *P. nigromaculatus* skin.**
Amino acid sequence of UIFSP-1 was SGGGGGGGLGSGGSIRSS, UIFSP-2 KVLKQVHPDTGIS, UIFSP-3 SPEGAEAKDAGKVT, UIFSP-4 GGYDVDKNNSRLK, UIFSP-5 PEPAKSAPAPK, UIFSP-6 SSDDVDEGARQIK, UIFSP-7 SGGYGGGSRDYYS.

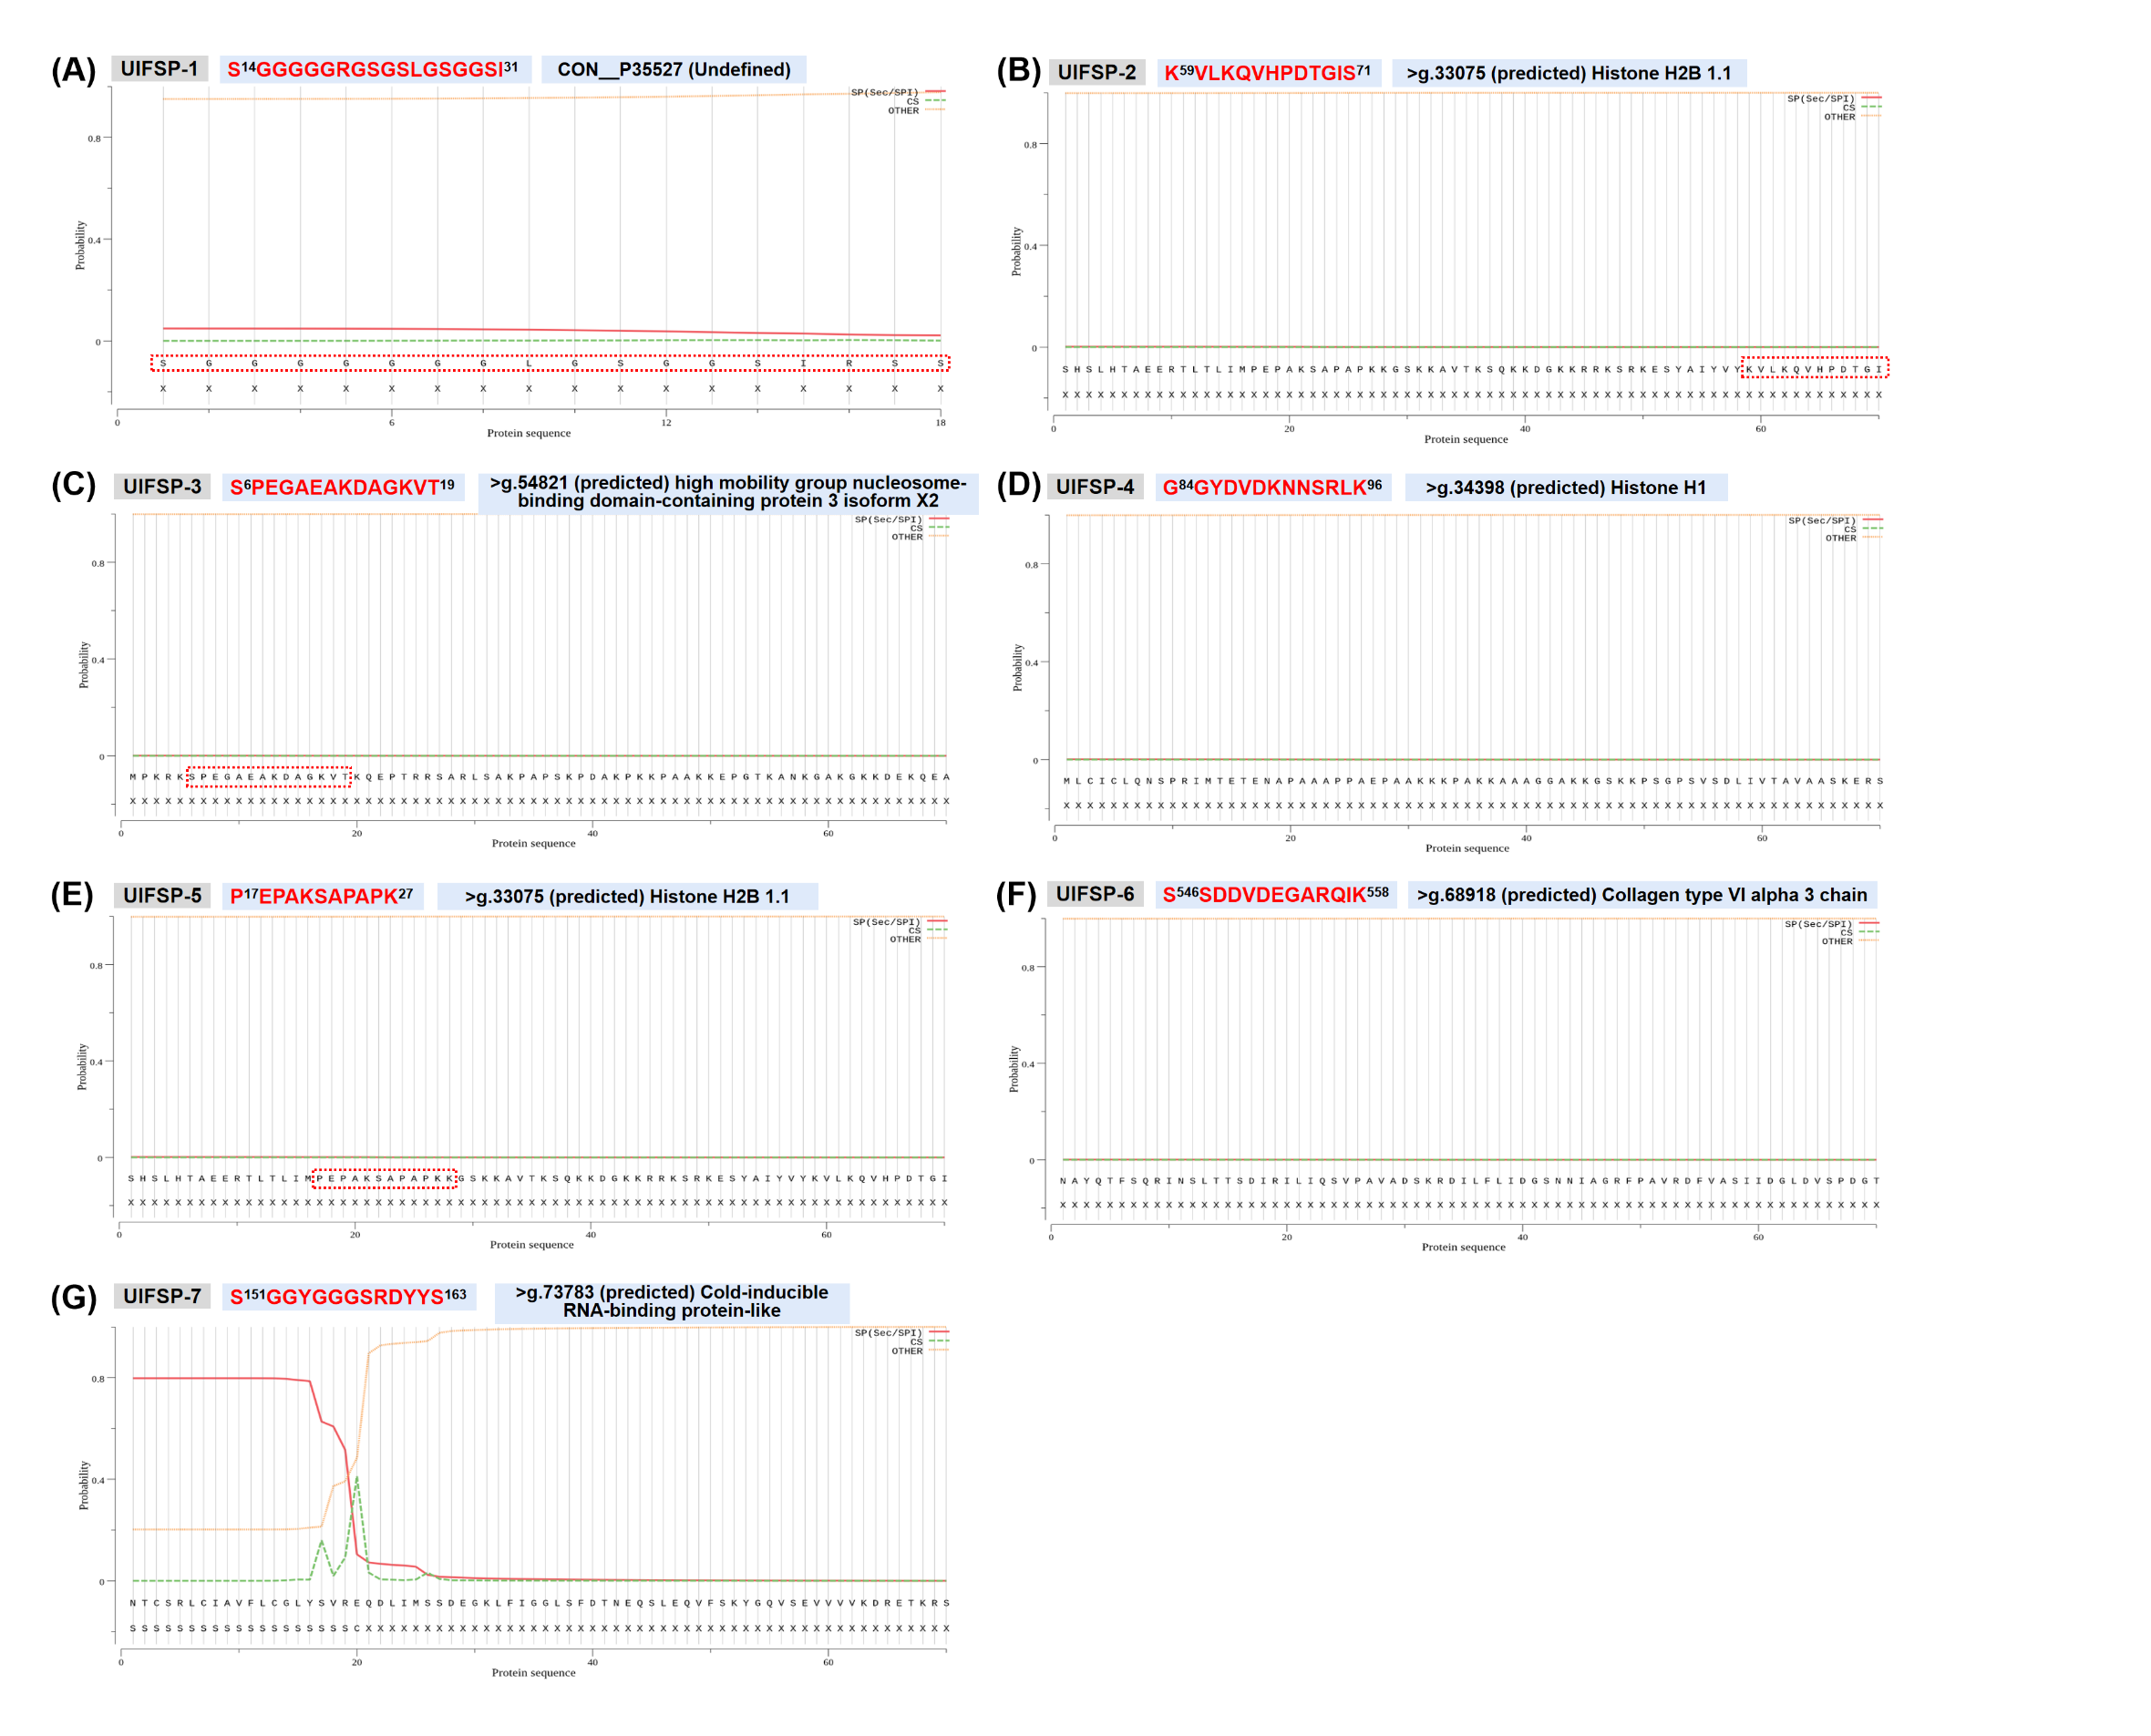

**Supplementary Fig. S2.** Prediction of the signal peptide derived from UIFSPs preproteins using SignalP-5.0. (A) UIFSP-1, (B) UIFSP-2, (C) UIFSP-3, (D) UIFSP-4, (E) UIFSP-5, (F) UIFSP-6, and (G) UIFSP-7 preprotein. The first 70 residues from N-terminus of the each preprotein were selected for signal peptide prediction.

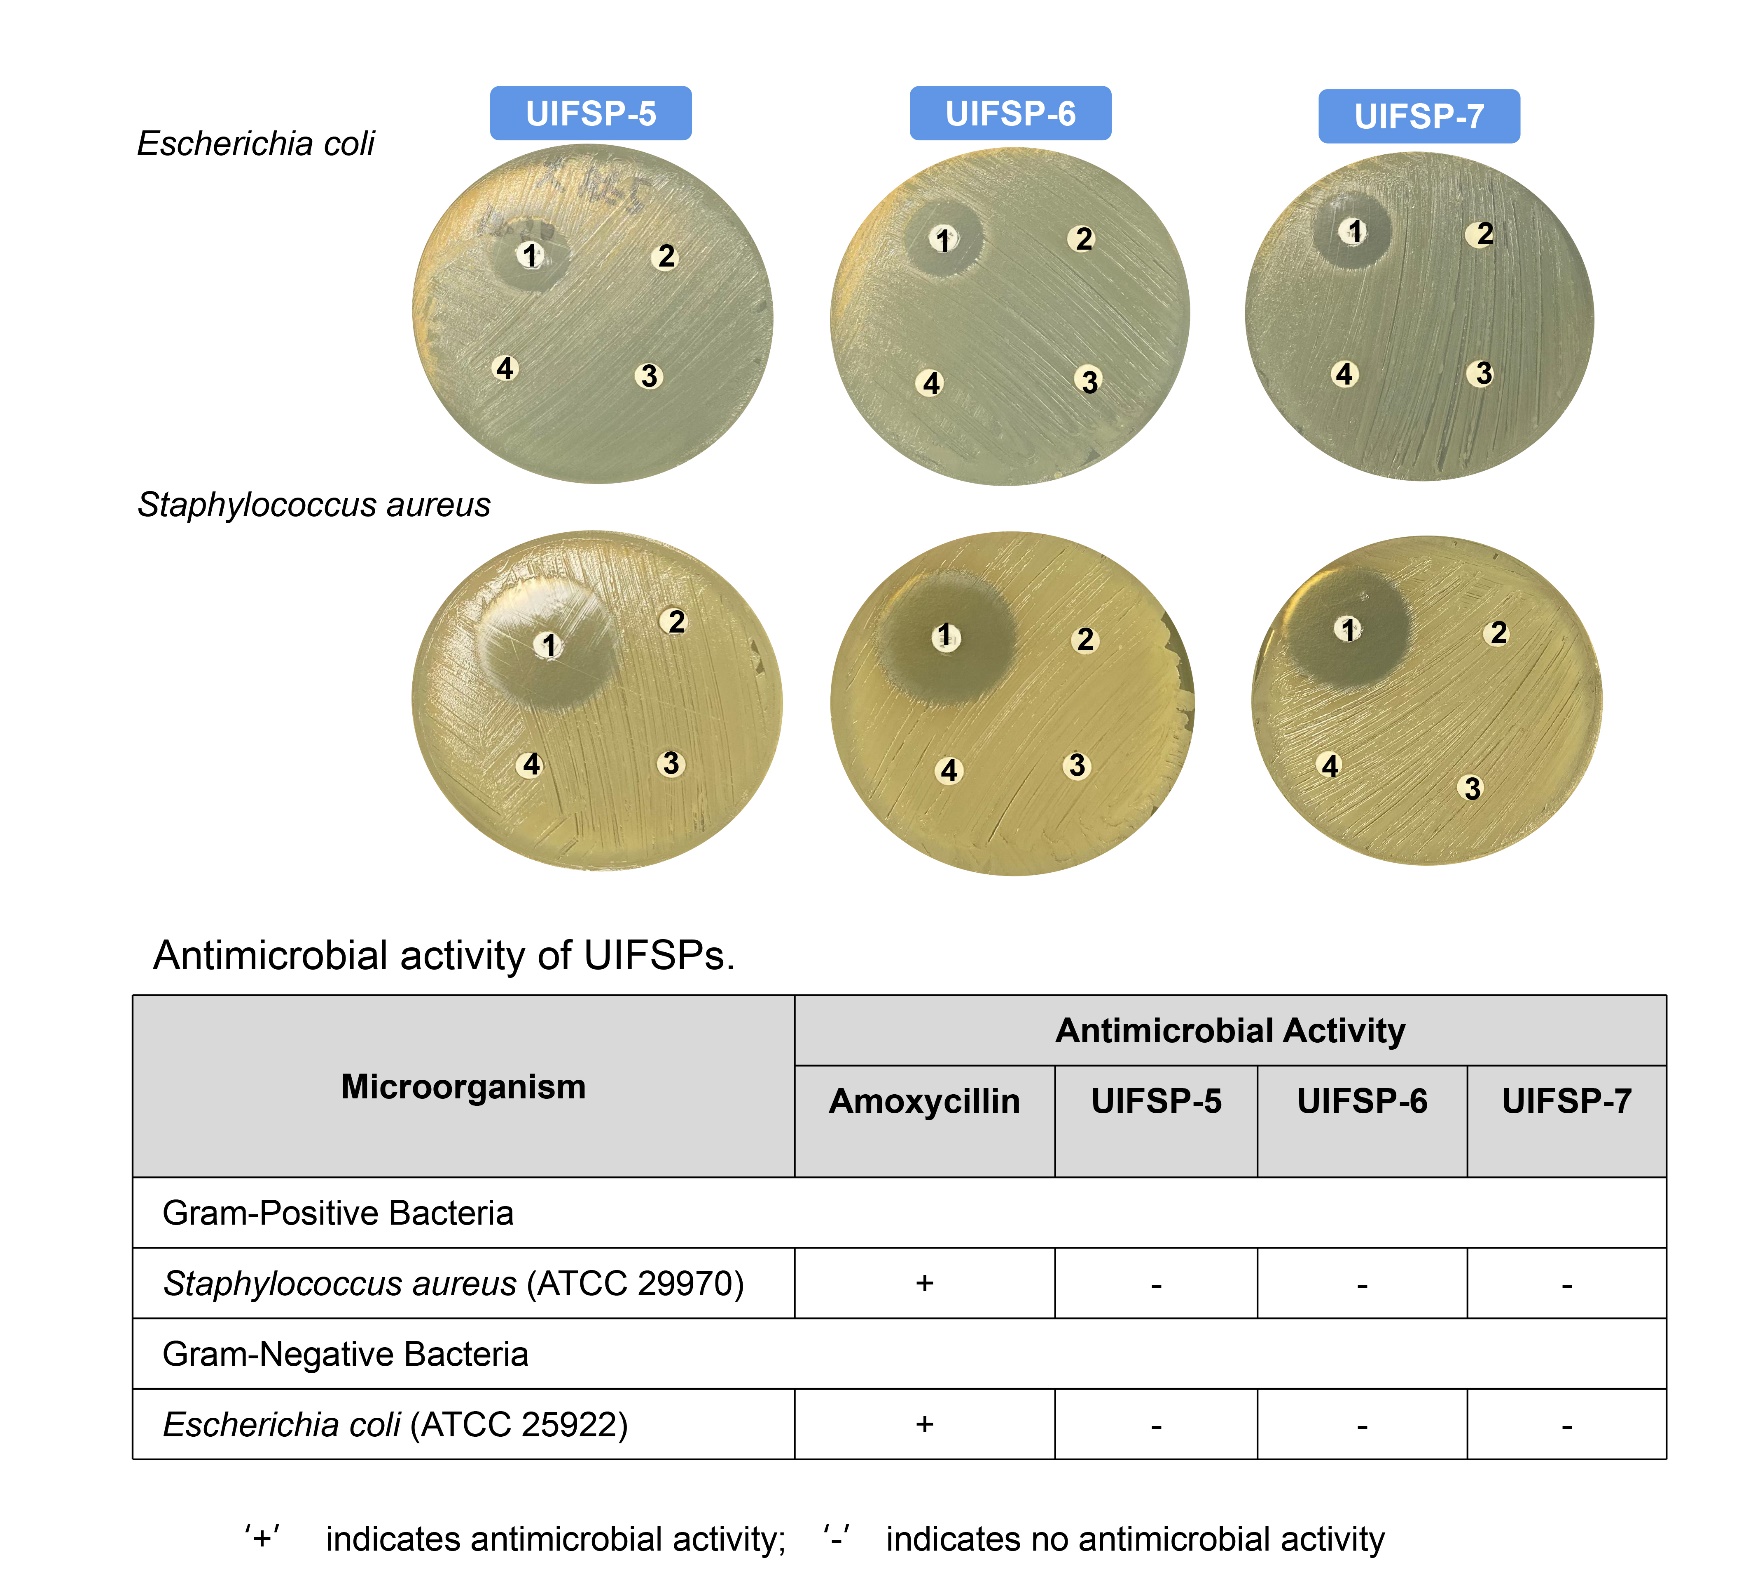

**Supplementary Fig. S3. UIFSPs show no antimicrobial activity.**
The antimicrobial activity of UIFSP-5, UIFSP-6 and UIFSP-7 was tested against *Staphylococcus aureus* (gram-positive bacterial strain) and *Escherichia coli* (gram-negative bacterial strain). No. 1, positive control (amoxycillin, 2.0 μg); No. 2, UIFSP peptide (1.5 mM); No. 3, UIFSP peptide (1.0 mM); No. 4, UIFSP peptide (0.5 mM).

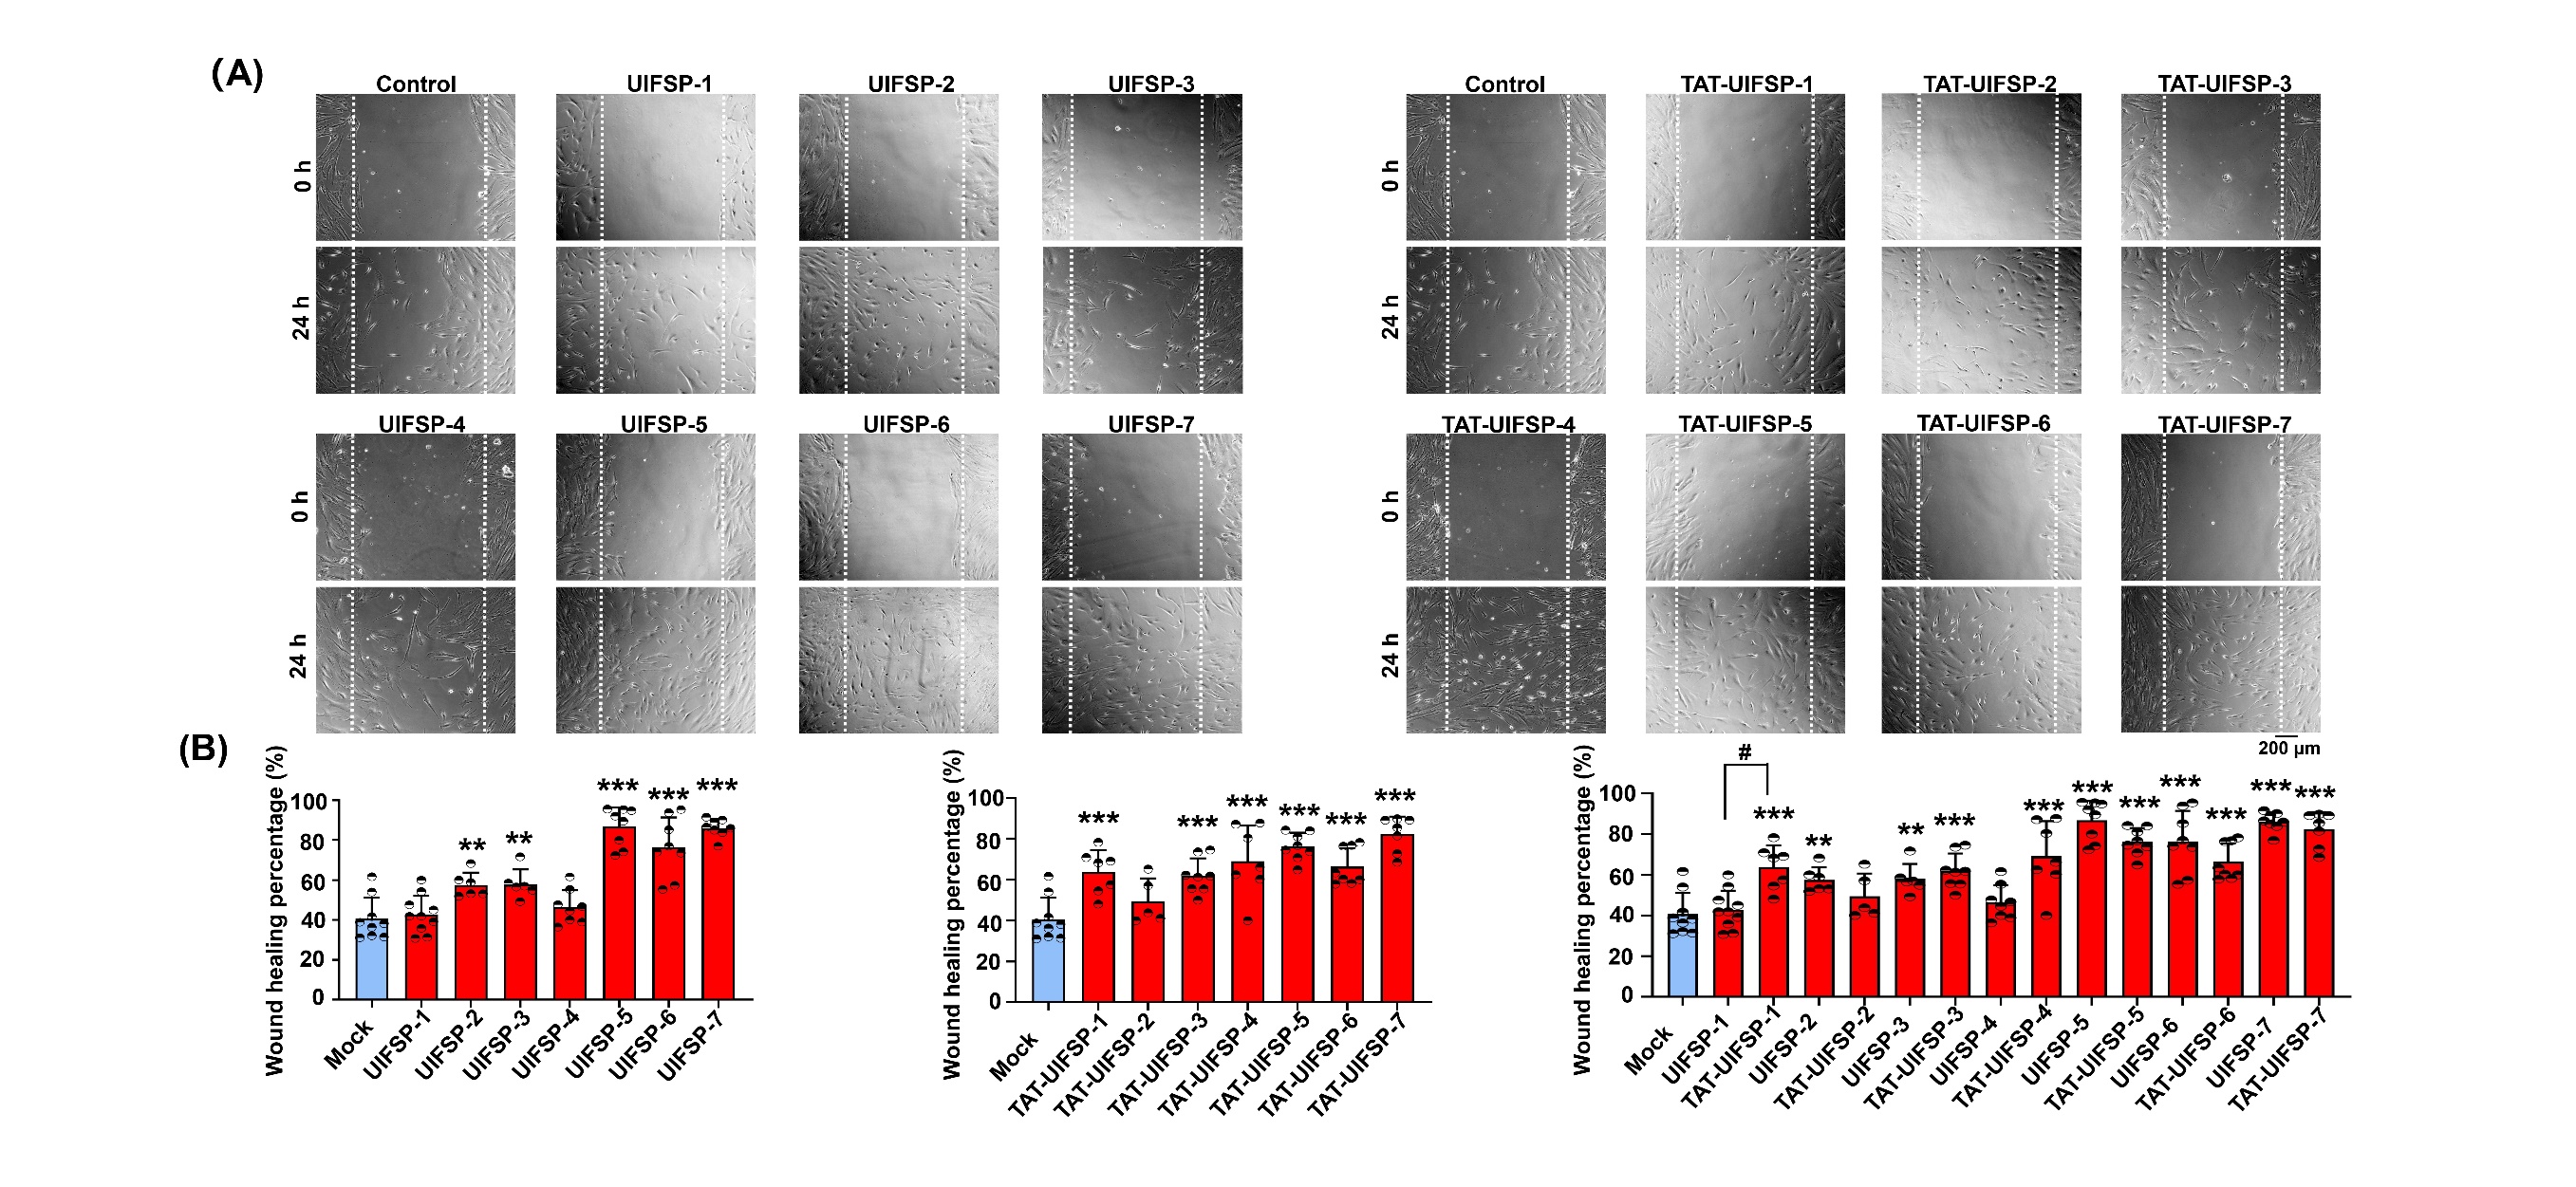
**Supplementary Fig. S4. UIFSPs promote cell migration.**

(A) and (B) Representative images and quantitation of migrated cells measured by a scratch wound model in vitro. WS1 cells were pretreated with UIFSPs or TAT-conjugated UIFSPs (TAT-UIFSP) (20 μM) for 48 h, cells were scratched to make straight wounds, and photographs were taken every 6 h from 0 h to 24 h. The results are expressed as a percentage of the initial wound area. ***P* < 0.01 and ****P* < 0.001, compared to the vehicle group. *^#^P* < 0.05, statistical difference between UIFSP and TAT conjugated UIFSP group.

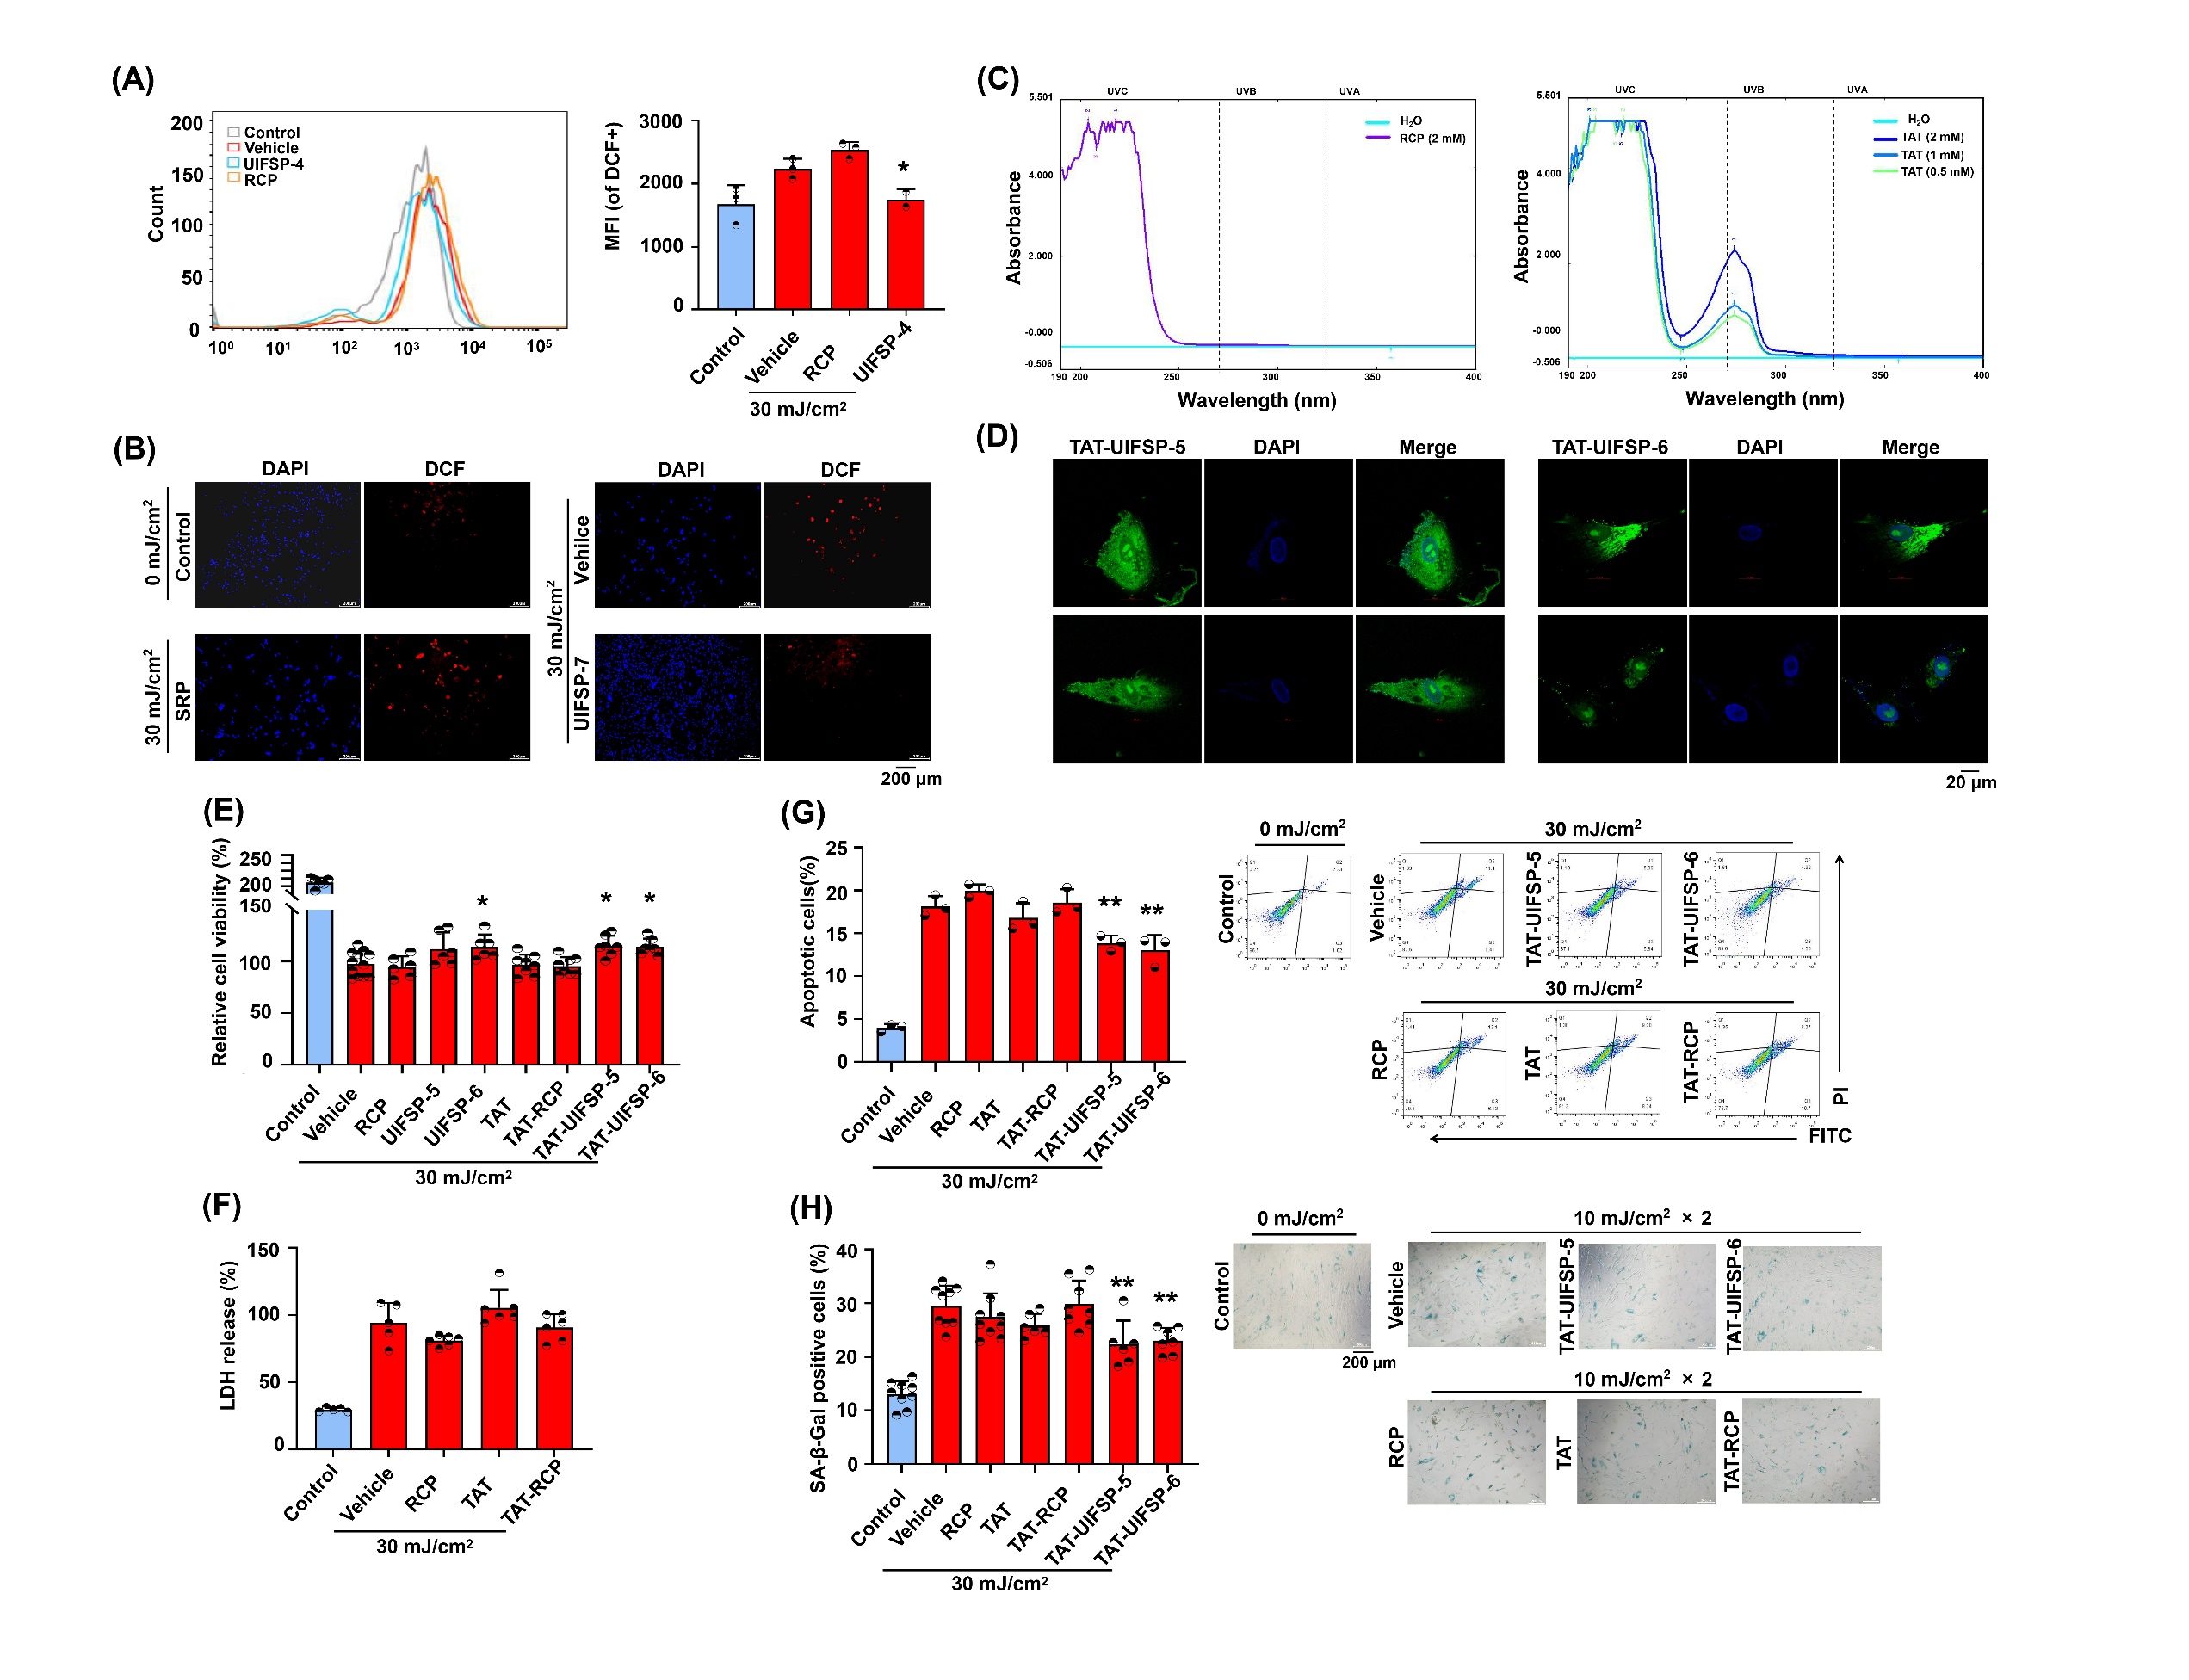

**Supplementary Fig. S5. Randomized control peptide (RCP) and TAT sequences show no protective effects in UVB-irradiated skin cells.**

(A) and (B) ROS levels in WS1 cells through flow cytometry and fluorescence. (C) Absorption spectrum in the ultraviolet region of RCP and TAT solution. RCP and TAT were dissolved in deionized water to measure the absorption spectra between 190 and 400 nm. (D) The membrane impermeability of TAT conjugated UIFSPs to WS1 cells through confocal microscopy. WS1 cells were treated with FITC-labeled TAT conjugated UIFSP-5 or -6 at a concentration of 20 μM for 24 h. Nuclei (blue) were stained with the DNA-binding dye DAPI. Scale bars, 20 μm. (E) Viability, (F) LDH activities, (G) apoptosis rate, and (H) senescence of WS1 cells, as detected by CCK-8-based assay, LDH release assay, AV/PI staining and SA-β-Gal staining analysis, respectively. WS1 cells were pretreated with RCP, TAT or TAT-conjugated UIFSPs (TAT-UIFSP-5 or -6) (20 μM) for 48 h, exposed to 30 mJ/cm2 UVB once or 10 mJ/cm2 UVB twice, and detected 36 h (WS1), 24 h or 72 h later. Student’s t test and one-way ANOVA were used to evaluate the differences between groups. **P* < 0.05, ***P* < 0.01, compared to the vehicle group.

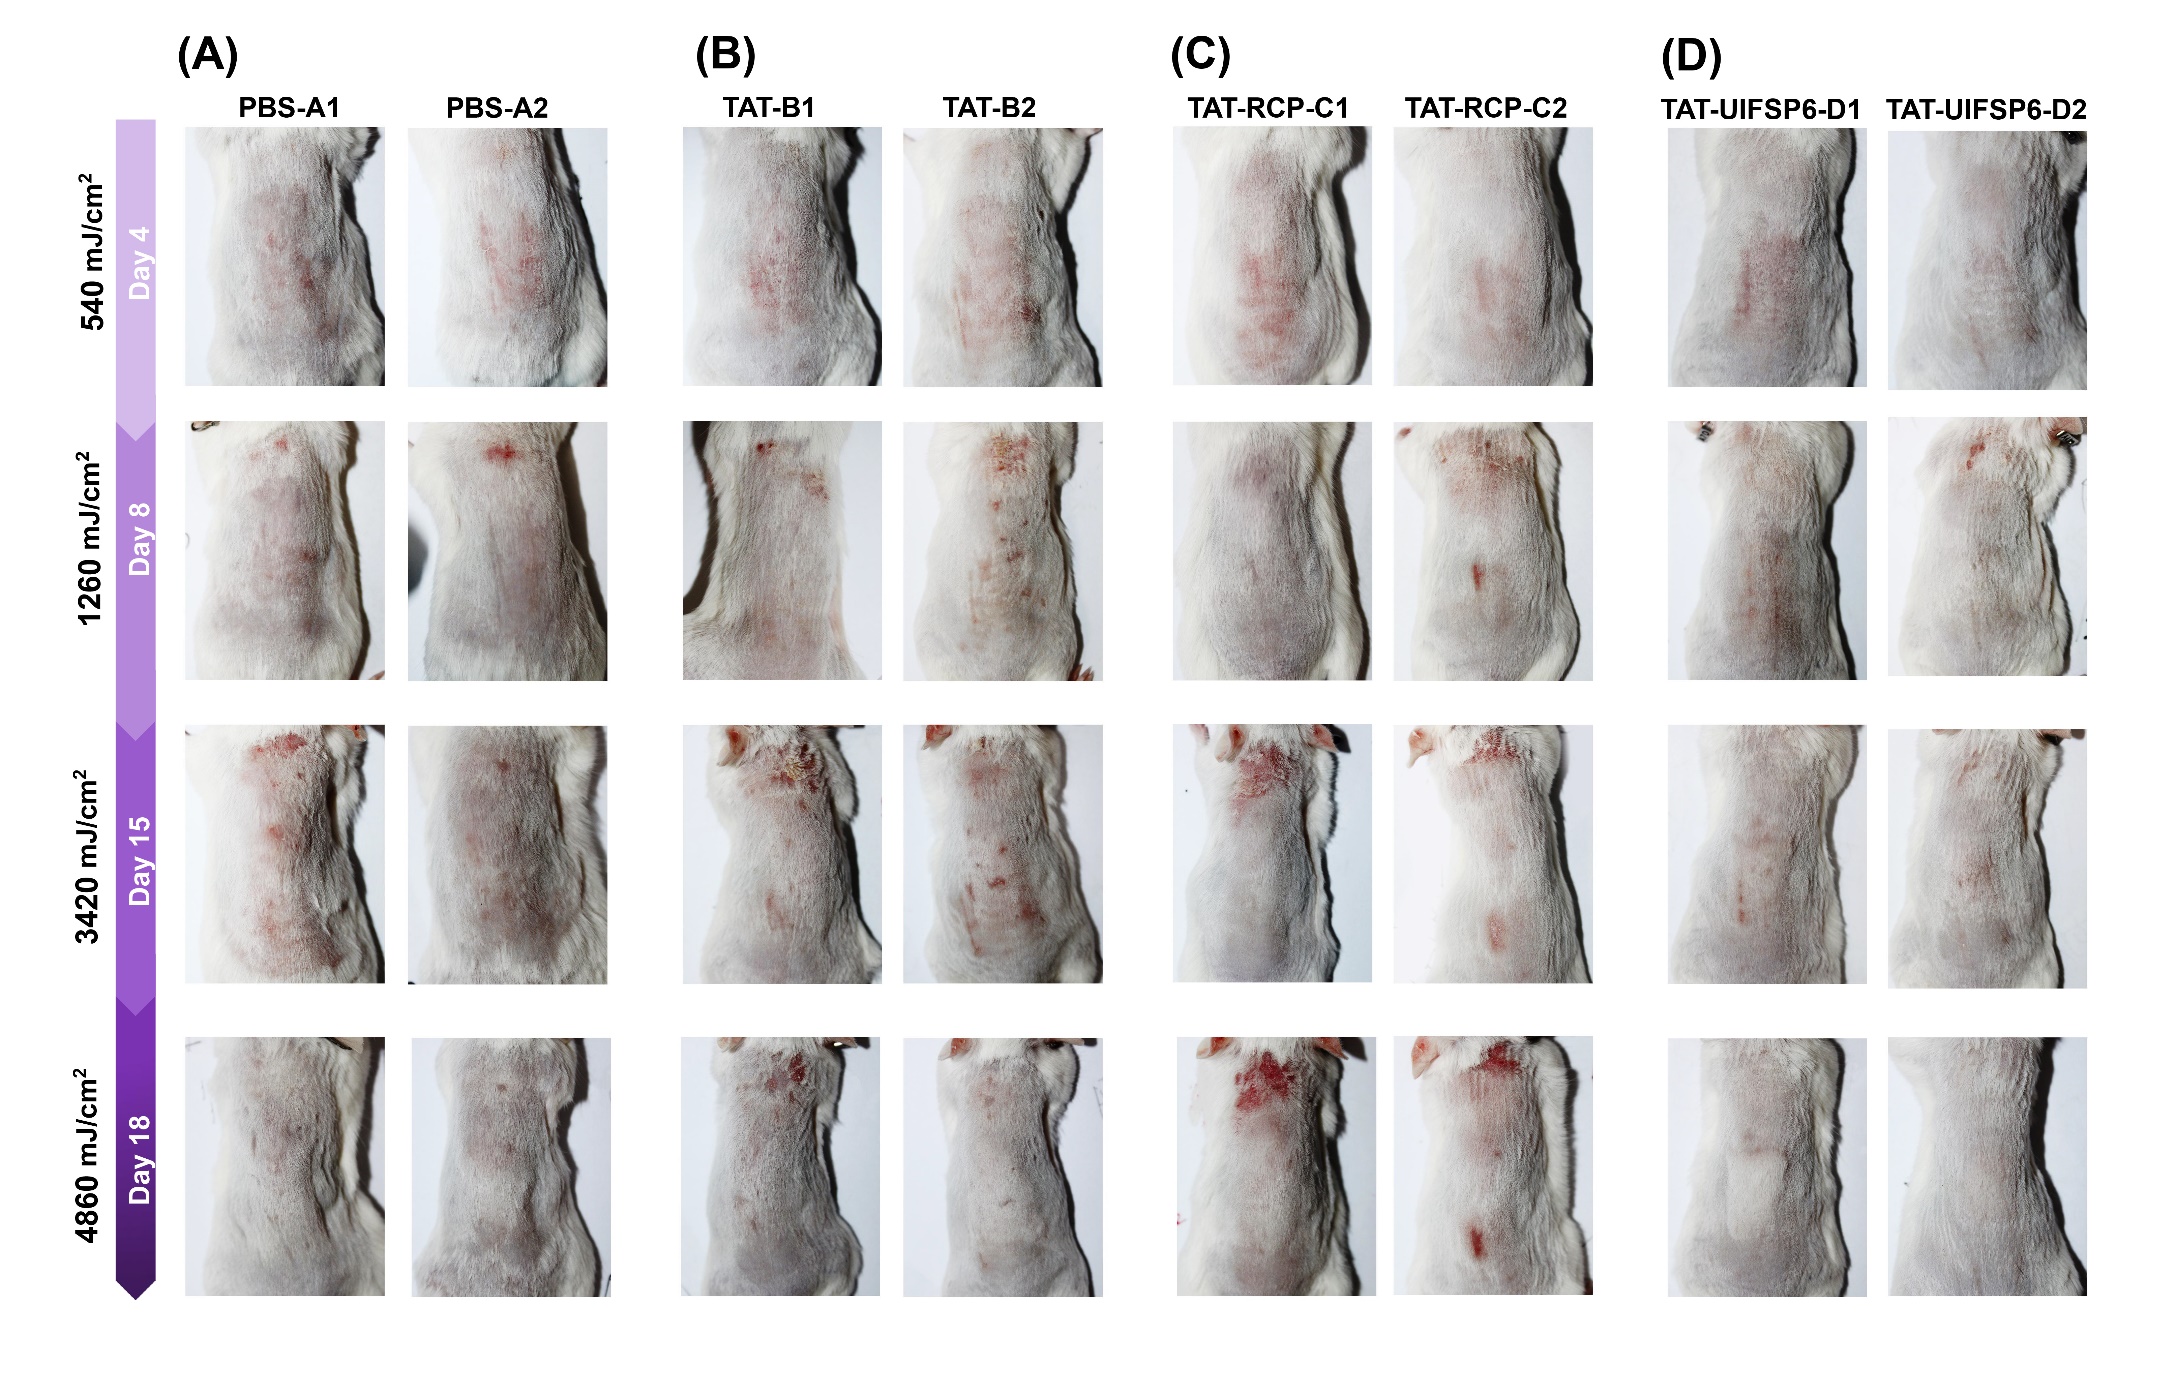
**Supplementary Fig. S6. TAT sequences show no protective effects in UVB-irradiated mice skin.**

Macroscopic changes in the dorsal skin on Day 4, 8, 15, and 18 during UVB exposure from PBS group (A), TAT group (A), TAT conjugated RCP group (C) and TAT conjugated UIFSP group (D). UVB-induced skin injury modeling was consistent with the schematic diagram of the time course in Fig 5B. During this period, 20 μM TAT-conjugated UIFSP-3, -4, -5, -6 (TAT-UIFSP-3, -4, -5 and -6) or PBS was smeared on the irradiated area after UVB radiation.

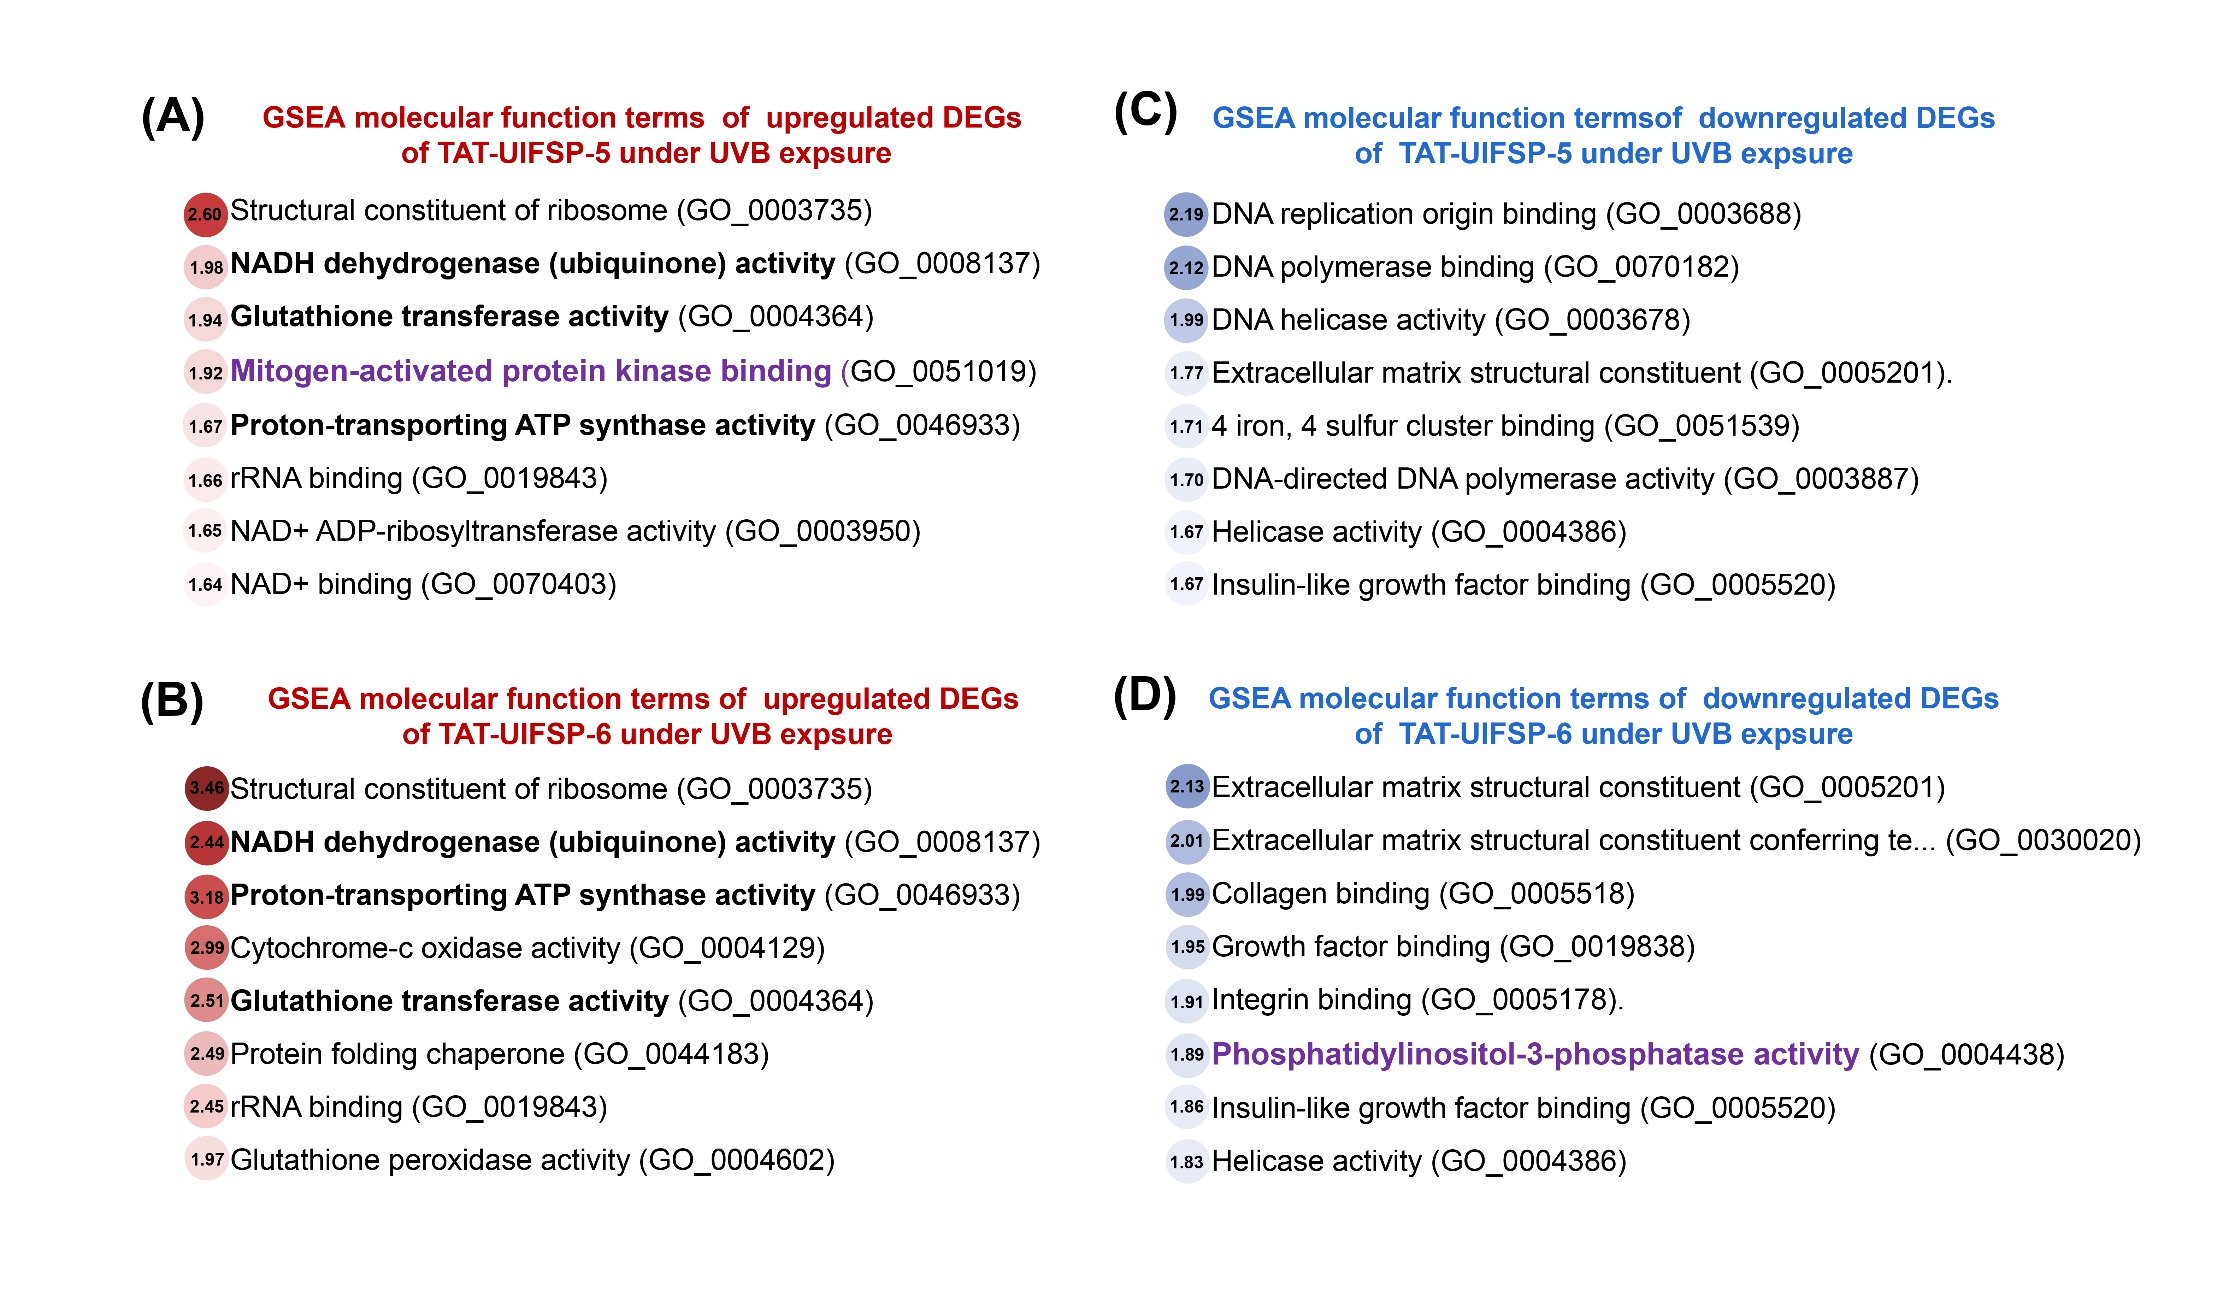

**Supplementary Fig. S7. Top GO terms (MF) of TAT-conjugated UIFSP-5 or -6 by GSEA.**

(A) and (B) Representative GO molecular function (MF) terms and pathways in TAT-conjugated UIFSP-5 group, (C) and (D) Representative GO terms and pathways in TAT-conjugated UIFSP-6 group. The color keys from white to red or blue indicate the enrichment levels (Normalized Enrichment Score, NES) from low to high. WS1 cells were pretreated with TAT-conjugated UIFSP-5 or -6 (20 μM) for 48 h, exposed to 30 mJ/cm^2^ UVB, and collected for RNA-Seq after 24 h.

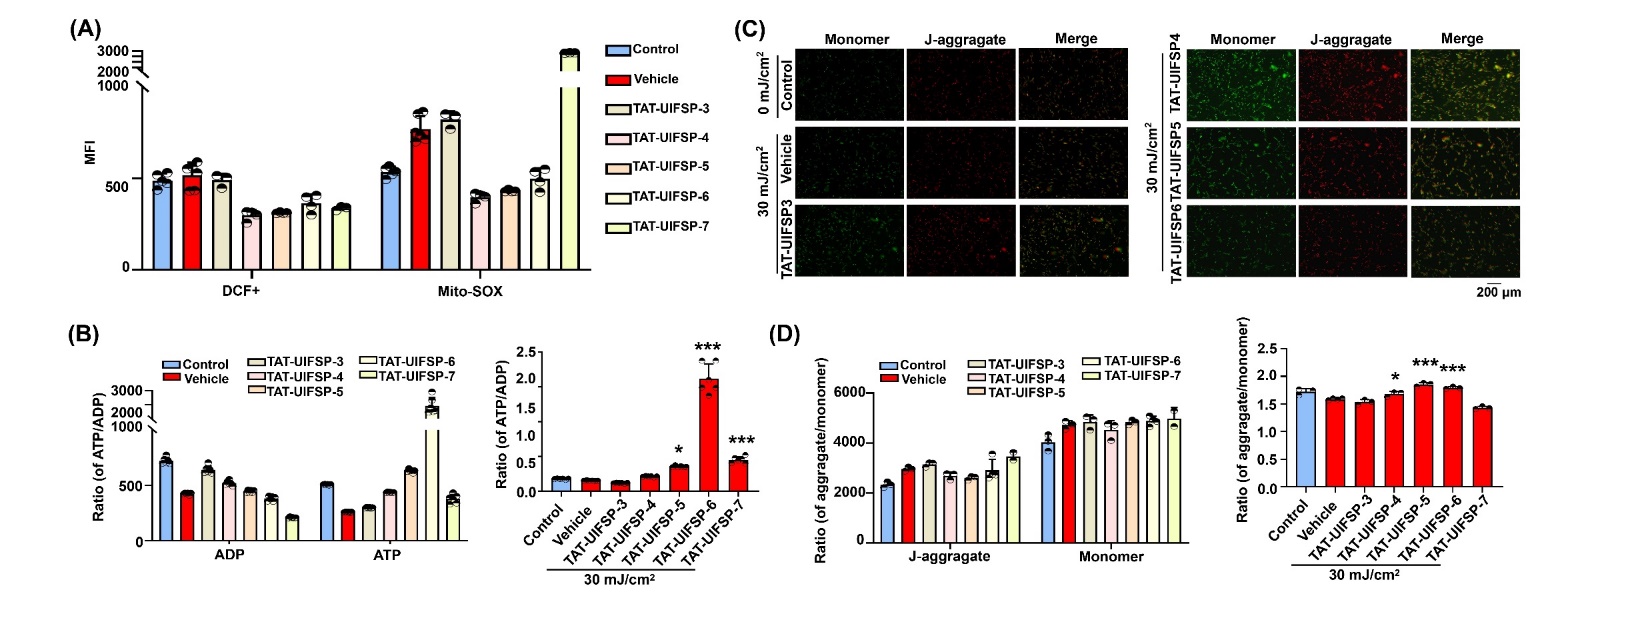
**Supplementary Fig. S8. UIFSPs alleviate UVB-induced mitochondria damage in skin cells.**

(A) Representative flowcytometry results and comparison of total ROS and mitochondrial ROS (MitoSOX) production in WS1 cells. (B) Representative flow cytometry results for ATP production in WS1 cells detected by ADP probe staining. (C) and (D) mitochondrial membrane potential (MMP) in WS1 cells through fluorescence and flow cytometry by JC-1 staining. Skin cells were pretreated with UIFSPs (20 μM) for 48 h, exposed to 30 mJ/cm^2^ UVB, then detected the indicators of mitochondria damage 36 h later. Student’s *t* test and one-way ANOVA were used to evaluate the differences between groups. **P* < 0.05 and ****P* < 0.001, compared to the vehicle group.

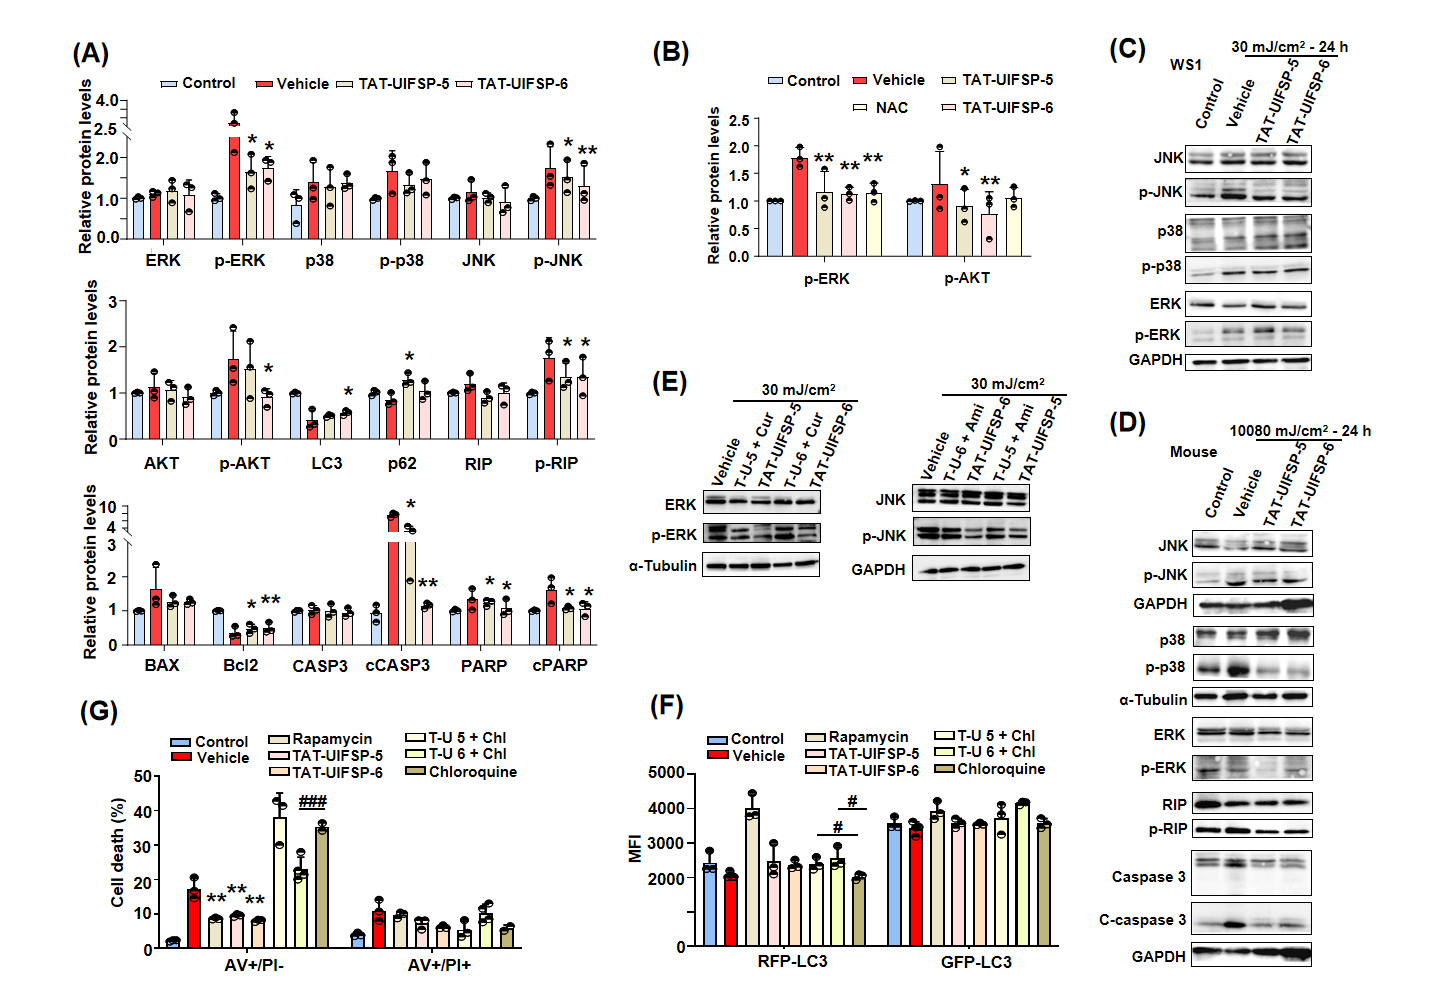

**Supplementary Fig. S9. UIFSPs** **inhibit the activation of MAPKs and stimulate cell autophagy in UVB-exposed cells.**

(A) and (B) Expression levels of protein blots in FIGURE 7E and 7F were quantified by ImageJ image processing program, *n*=3. (C), (D) and (E) Western blots showing the change in the expression of protein markers related to the MAPK signaling pathway and cell death in WS1 cells and mice. Western blotting analysis were performed for at least three independent experiments. Cells and mice were pretreated with TAT-conjugated UIFSP-5 or -6 (TAT-UIFSP-5 or -6) or peptide in combination with anisomycin (1 μM) or curcumin (20 μM), then exposed to UVB (30 mJ/cm^2^ or 10080 mJ/cm^2^) and detected 24 h or 36 h later. Flow cytometry analysis of (D) autophagy and (E) apoptosis by mRFP-GFP-LC3 probe and AV/PI staining in irradiated WS1 cells pretreated with TAT-conjugated UIFSP-5 or -6 (20 μM). Student’s *t* test and one-way ANOVA were used to evaluate the differences between groups. ***P* < 0.01, compared to the vehicle group. *^#^P* < 0.05, *^###^P* < 0.001, statistical difference between two specified groups.

How the deposited data were processed for this re-analysis (not part of the article)

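RNA of WS1 skin fibroblasts was sequenced in 16 libraries, 4 in each of 4 groups: control cells without UVB, and cells 24 h after 30 mJ/cm² of UVB with vehicle, TAT-UIFSP-5 or TAT-UIFSP-6 (20 µM for 48 h before exposure). The sample labels gave the replicate numbers and the group of the 12 irradiated libraries. The other 4 libraries carry a label that names no treatment and were taken as control by elimination. Dose, concentration and times come from the paper's Figure 6A and the legends. Counted reads per library ran from 36691223 to 39400934 in control (median 37186792), 36742819 to 39062786 with vehicle (38625138), 37529108 to 38820130 with TAT-UIFSP-5 (38252306) and 37117680 to 40131202 with TAT-UIFSP-6 (38604104).

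The authors deposited a table of counts per gene and a table of FPKM, and per the labels reads were trimmed with fastp 0.20.1, aligned with HISAT2 2.2.1.0 to the human genome (build hg38) and counted with HTSeq 0.11.2. The supplementary methods of the paper instead name Trimmomatic, the same aligner with the NCBI GRCh38 assembly, FPKM values from cufflinks, and DESeq. The sources also differ on the RNA: the supplementary methods give TRIzol and a stranded mRNA kit, and the labels a mirVana kit and Ribo-Zero depletion of total RNA, in a text that speaks of heart samples. The count values are whole numbers per gene symbol for 16544 genes, not normalized by the authors. The FPKM values equal the authors' counts divided by 1 length per gene and by the library total. No 2 libraries were identical, and replicates differed by 7.31 to 44.2 times the sampling noise (chi-square per degree of freedom). Of the 16544 symbols, 16242 were found in the gene table of GENCODE 44 on GRCh38, from which coordinates were taken, and 16300 genes had a GC content.

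Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM factors, filterByExpr by group with a minimum count of 10 and a minimum total of 15, glmQLFit and glmQLFTest), all 16 libraries in 1 fit. The filter kept 13097 genes. TMM factors were 1.24 to 1.27 in control and 0.906 to 0.948 in irradiated libraries, and the median biological coefficient of variation was 0.126. Standard errors are the absolute log2 fold change over the square root of the F statistic. FGF14 does not pass the filter, so its values come from a fit of all 16544 genes. The comparisons were vehicle against control, each peptide against vehicle, and TAT-UIFSP-6 against TAT-UIFSP-5. Genes are called at a Benjamini-Hochberg adjusted p under 0.05, and counts at the study's thresholds use an unadjusted p under 0.05 and a fold change over 2 or under 0.5. On simulated data with 4 libraries per group, 87 of 100 genes with a log2 fold change of 1 and 48 of 100 with 0.5 were recovered, with 6 false calls. Recovery was not given by expression level. Of the genes past the study's thresholds, 67 with TAT-UIFSP-5 and 61 with TAT-UIFSP-6 had a mean below 1 CPM, and the power for such rare genes was not measured.

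Before the data were examined, 34 gene lists, the comparisons, the alternatives and a rule for naming genes were written down. The rule names the genes in the text and Figure 6 of the paper, GAPDH and the proteins blotted in Figure 7, the 10 genes with the largest rise and fall per comparison among called genes without overlap between groups and with a mean of at least 1 CPM, and in each list the 4 members with the smallest p. The lists cover DNA replication, mitosis, replication histones, ribosomal proteins, translation factors, the signal recognition particle and translocon, complex I, complexes II to V, proteins of mitochondrial DNA, the Ras pathway, regulators of small GTPases, MAP kinases, MAPK partners, ERK output, PI3K and AKT, phosphatidylinositol-3-phosphatases, p53 targets, interferon, extracellular matrix, adhesion, glutathione, NRF2, inflammation, Hedgehog, Wnt, autophagy, cell death, RNA without poly(A), and markers of fibroblasts, keratinocytes, melanocytes, endothelium, immune cells and heart. The lists of mitochondrial DNA and of RNA without poly(A) had 0 members among the genes counted and were not analysed here. The other 32 were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a correlation preset at 0.01, adjusted over the 32 lists of a comparison. Camera with an estimated correlation and fry were run beside it. List means per library were compared with an exact permutation test over the 70 ways to divide 8 libraries into 4 and 4, two-sided.

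Rescue genes were counted as the paper defines them. Their number was set beside n1 x n2 / N for independent lists, beside 100 simulations that kept the UVB effect and had no peptide effect, and beside the 6 splits that give each comparison 2 different vehicle libraries. Ratios of rare genes carry exact 95% intervals for counting error. Sequence shared between genes was measured in windows of 150 bases with a step of 10. Alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, no filter, a filter at a mean of 1 CPM, the replicate number as a block, a correction for gene length, both together, limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), only the 2 groups compared, and leaving out each library in turn. A fit with the p53 target level as a covariate was added after the data were seen. Correlations over the 12 irradiated libraries use deviations from group means and 100000 permutations within groups. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 prepared the tables and plots. The enrichment scores and KEGG results of the study were not recomputed, and the qRT-PCR is another experiment and was not used here.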

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

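The patterns below were tested on the data in which they were seen. Chosen after the result was seen were the tests of p53 level, single libraries and gene length, the simulations of rescue genes and the sum of EIF3C and EIF3CL. The tests of GC content and of low counts were chosen before.

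Most replication genes were lower with TAT-UIFSP-5 (median log2 fold change -0.35). The values argue against 3 explanations, namely a differing p53 target level, gene length and a single library. With the p53 target level as a covariate the median was -0.327, and with the length correction -0.364. Without any 1 library it was -0.315 or lower. A biological difference other than the p53 target level stays open as a hypothesis, which the list's adjusted p of 0.166 with an estimated correlation leaves unproven. Replication histones, which are made in S phase, moved both ways, 16 positive and 20 negative (median -0.092, camera adjusted p = 0.879). Whether cell density or culture differed between the groups was not tested.

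With TAT-UIFSP-6, long transcripts were lower and short ones higher (Spearman correlation with gene length -0.272 across genes). The ribosomal rise is argued not to come from length alone, since with the length correction its median was 0.0901 (0.139 before). Its median lay at percentile 100 of random lists matched on GC content, and without any 1 library it was 0.103 or higher. For complex I the median went from 0.0819 to 0.0315 and for small GTPase regulators from -0.071 to -0.0252 with the length correction, and both calls ended because the medians shrank. For these a length trend, which may be technical or biological, stays open. With an estimated correlation the adjusted p of the ribosomal list was 0.321, which leaves the rise unproven.

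Of the rescue genes, 0 of 100 simulations without an effect reached the 26 upregulated ones of TAT-UIFSP-5. In 10 of 35 splits of the same 8 libraries, fitted alone and the real one included, rescue genes of both directions numbered at least the real 27, and without 1 library the upregulated ones were 20 to 53 (53 without vehicle replicate 3). With the vehicle libraries split, which removes the sharing, the upregulated ones were above the number for independent lists in all 6 splits (31.2 against 16.0 on average). But the excess differed widely between splits, from 15 against 14.2 to 72 against 23.1, and the splits reuse the same vehicle libraries. As 10 of 35 divisions also reached the real 27, an effect of the peptide and chance in the libraries cannot be told apart. For the other 3 counts, 92, 49 and 98 of 100 did (downregulated with TAT-UIFSP-5, then upregulated and downregulated with TAT-UIFSP-6), so chance in the vehicle libraries stays open there too. At a mean of at least 1 CPM there were 10 rescue genes over both peptides and directions, at the Poisson limit of 10 around 5.45, so low counts stay open. For EIF3C and EIF3CL, a plain exchange of reads between the copies is argued against, since the sum of both varied 12.5 times between vehicle libraries. But 92.8% of the windows of EIF3CL and 47.2% of those of EIF3C also occur in other genes. Reads that fit both copies may go uncounted, in which case the sum is not kept, so another artifact of read assignment stays open.

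In 18 of 468 groups of 4 libraries, 1 library lay far from the other 3, where chance flags about 1 in 20 groups, or 23.4. Among controls, the melanocyte marker mean was -0.287 log2 CPM in replicate 2 (others -0.773 to -0.710), H2AC8 0.149 CPM in replicate 3 (0.259 to 0.261) and NDUFC1 21.4 CPM in replicate 2 (18.3 to 18.6). With vehicle, the MAP kinase mean was 3.73 log2 CPM in replicate 2 (3.62 to 3.64), FGF14 0.0556 CPM in replicate 2 (0 in the others), TTPA 0 CPM in replicate 2 (0.0275 to 0.0300), TET2 1.24 CPM in replicate 3 (0.806 to 0.809), EIF3C 104 CPM in replicate 1 (7.97 to 21.2) and APC 18.8 CPM in replicate 1 (23.5 to 23.8). With TAT-UIFSP-5, RASA4 was 12.8 CPM (4.11 to 5.16), MX1 76.1 CPM (2.20 to 5.67) and IFIT1 77.8 CPM (7.03 to 13.1) in replicate 2, BGN 371 CPM in replicate 1 (307 to 314) and EIF3CL 93.1 CPM in replicate 3 (1.51 to 2.40). With TAT-UIFSP-6, FOS was 54.8 CPM in replicate 3 (55.7 to 55.9), NDUFC1 52.4 CPM in replicate 1 (45.0 to 46.0), VAV2 10.1 CPM in replicate 2 (11.6 to 11.7) and IFIT1 11.1 CPM in replicate 4 (8.13 to 8.51).

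In the comparison of vehicle after UVB with control, for which the paper's text names no gene group in these libraries, replication histones had a median log2 fold change of 2.89 and ribosomal proteins of 1.46. With an estimated correlation the adjusted p was 0.00496 for histones and 0.189 for ribosomal proteins, so the second did not pass as a group. Long transcripts were lower and short ones higher in this comparison (Spearman correlation with gene length -0.437 across genes), so a contribution of length stays open. What the histone counts measure depends on the library type, on which the sources differ, since these mRNAs lack a poly(A) tail. The paper's text names translation with the peptides.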

How the results depend on the processing

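The fits with the p53 covariate were chosen after the result was seen, and the others were planned. The number of genes past an adjusted p of 0.05 after UVB stayed within 1.5 times under every alternative, while the share higher among them ran from 26.7% with log2(FPKM + 1) to 75.7% with the length correction. At the study's thresholds 3046 genes were higher with the length correction, 3031 with the replicate block and length correction, 284 with log2(FPKM + 1) and 424 with log2(FPKM + 0.1), and 1000 and 1004 lower with the first 2. The median of the small GTPase regulators after UVB turned to 0.127 with the length correction and 0.116 with the block and length correction. The median of all genes moved to 0.473 and 0.472 with these corrections, and the regulators stayed below it. With log2(FPKM + 1) and log2(FPKM + 0.1), which hold no TMM factors, the median of all genes was -0.227 and -0.403. The shares and counts above therefore follow a shift of all genes. Why the length correction shifted all genes was not tested.

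With TAT-UIFSP-5, 22 genes passed an adjusted p of 0.05 with DESeq2 and 20 with the p53 covariate, 10 of the 20 in the replication and mitosis lists. At the study's thresholds 149 were higher and 102 lower with no filter, 18 and 9 at a mean of at least 1 CPM, 0 and 0 with log2(FPKM + 1), and 8 and 7 with log2(FPKM + 0.1). With TAT-UIFSP-6 these were 132 and 104, 2 and 6, 0 and 0, and 1 and 3. The filters change how many rare genes are tested, and larger pseudocounts shrink their folds.

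Camera with an estimated correlation ended these calls of a list against other genes. Fry, which asks whether a list's genes move 1 way on balance and compares them with no other genes, did not pass for them either. Their adjusted p were 0.166 and 0.0683 for replication (median -0.350), 0.186 and 0.107 for mitosis (-0.547), 0.775 and 0.462 for ribosomal proteins (0.11) and 0.972 and 0.799 for complex I (0.0643) with TAT-UIFSP-5. With TAT-UIFSP-6 they were 0.591 and 0.523 for replication (-0.0812), 0.583 and 0.523 for mitosis (-0.208), 0.321 and 0.239 for ribosomal proteins (0.139), Ras (-0.0416) and small GTPase regulators (-0.0710), and 0.388 and 0.313 for complex I (0.0819). The length correction, alone and with the block, ended those of complex I with TAT-UIFSP-5 (0.0148 and 0.0166) and, with TAT-UIFSP-6, those of complex I (0.0315 and 0.0306), Ras (-0.0188 and -0.0190) and small GTPase regulators (-0.0252 and -0.0251).

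Upregulated rescue genes with TAT-UIFSP-5 numbered 51 with no filter, 5 at a mean of at least 1 CPM, 17 with the length correction and 17 with the block added, 0 with either FPKM scale, 0 at adjusted p in both comparisons and 31.2 with the vehicle libraries split. The downregulated ones numbered 28, 2, 18, 14, 0 with log2(FPKM + 1), 5 with log2(FPKM + 0.1), 0 at adjusted p and 4.33 with the vehicle libraries split. With TAT-UIFSP-6 there were 37 up with no filter, 1 at a mean of at least 1 CPM, 9 with the block and length correction, 0 and 1 with the FPKM scales, 0 at adjusted p and 15.7 with the split. The downregulated ones numbered 25, 2, 11, 0, 2, 0 and 2 with the split. The correlation of the peptide effects was 0.0253 (-0.0607 to 0.0658) with the vehicle libraries split. Beyond the number of genes or libraries used, the cause of these changes was not tested.

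Leaving out 1 library at a time gave these ranges. Genes lower with TAT-UIFSP-5 at the study's thresholds were 30 to 64, the highest without TAT-UIFSP-5 replicate 3. For complex I with TAT-UIFSP-5 the median was 0.0160 to 0.107, and the call was lost without vehicle replicate 3 or 4 or TAT-UIFSP-5 replicate 2 or 4. For Ras it was -0.0119 to 0.0230, with the sign turning without replicates 1, 2 or 3 of vehicle or of TAT-UIFSP-5, and for small GTPase regulators -0.04996 to 0.00493, turning without TAT-UIFSP-5 replicate 4, and neither was ever called. With TAT-UIFSP-6, replication was -0.132 to -0.0310 (lost without replicates 1 or 4 of vehicle or 2 or 4 of the peptide), mitosis -0.276 to -0.119 (vehicle 1, peptide 2) and Ras -0.0787 to -0.0254 (vehicle 1 or 4, peptide 1 or 2). Upregulated rescue genes were 20 to 53 with TAT-UIFSP-5 (53 without vehicle replicate 3) and 12 to 27 with TAT-UIFSP-6 (27 without vehicle replicate 1), and downregulated ones 5 to 16 (16 without vehicle replicate 2, 14 without TAT-UIFSP-5 replicate 3, 5 without its replicate 2) and 3 to 8 (3 without vehicle replicate 2). The correlation of the peptide effects was 0.412 to 0.634, lowest without TAT-UIFSP-6 replicate 2.

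As a replicate block, the replicate number left 4582 genes higher and 4644 lower after UVB and 0 with either peptide. The numbers do not pair the libraries: libraries of the same number correlated at -0.0191 on average after removal of group means, those of other numbers at 0.00635, and 1 of 24 pairs was over 0.1.

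The filter at a mean of 1 CPM leaves out FGF14, TTPA and DGKG, which have no value there. At the depth of these libraries the 2 or 3 counts of FGF14 and TTPA with vehicle leave their ratios uncertain, as the intervals beside them show. Of the values for named genes in the comparisons with control and with vehicle and for 8 lists after UVB, 1914 kept their direction and side of the threshold. The histone and inflammation lists after UVB lost their call with the length correction, alone and with the block (4 values), 7 genes with TAT-UIFSP-5 gained a call with DESeq2, and the small GTPase regulators turned as given above (2 values). This tally leaves out the estimated correlation, with which 7 of the 8 lists after UVB, all but the histones, lost their call. Fry passed for all 8 after UVB (adjusted p at most 9.42e-09), in keeping with most of their genes moving 1 way. For the other lists reported against control or vehicle, the calls lost or gained without 1 library are given with their medians or a range of medians. Between the peptides not all such changes are given.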

Differences from the paper's values

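The paper's count of downregulated rescue genes with TAT-UIFSP-5 is about 15 in Fig. 6I, read by eye, and 8 were found here at the paper's stated thresholds, with edgeR where the paper names DESeq. Of the alternatives set before the data were examined, the length correction (18) and the replicate block with length correction (14) come within 1.5 times of the paper's value, as do the counts without control replicate 2 (10) or 3 (11), vehicle replicate 2 (16) or 3 (10), or TAT-UIFSP-5 replicate 3 (14) or 4 (10). Those without control replicate 1 (9) or 4 (9), vehicle replicate 1 (9) or 4 (7), or TAT-UIFSP-5 replicate 1 (9) or 2 (5) do not, and among the other alternatives DESeq2 (9), RLE factors (9), upper-quartile factors (8), no filter (28), the filter at a mean of 1 CPM (2), the replicate block (9), log2(FPKM + 1) (0), log2(FPKM + 0.1) (5), only the 2 groups compared (8), adjusted p in both comparisons (0) and split vehicle libraries (4.33) stay outside.

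The paper reports the Ras pathway as inhibited with TAT-UIFSP-5, from a KEGG analysis of differentially expressed genes, which a list median does not test. Here the median log2 fold change of the Ras list was 0.014 (camera adjusted p = 0.879, medians -0.0119 to 0.0230 without 1 library, negative without replicates 1, 2 or 3 of vehicle or of TAT-UIFSP-5). RASA4B, a GTPase-activating protein of Ras, was at -1.03 and called by DESeq2, while its near-identical copy RASA4 moved the other way. The paper reports MAPK binding as higher with TAT-UIFSP-5, and here the list of MAPK partners had a median of 0.037 (adjusted p = 0.964), and of -0.0199 without TAT-UIFSP-5 replicate 1. The paper reports lower phosphatidylinositol-3-phosphatase activity with TAT-UIFSP-6, and here the list had a median of -0.033 (adjusted p = 0.418, median 0.0124 without TAT-UIFSP-6 replicate 1), with SYNJ1 lower adjusted over the list alone. These lists are not the gene sets of the paper. The paper names DGKG as a rescue gene with TAT-UIFSP-6, and here it also met the thresholds with TAT-UIFSP-5 (log2 fold change 1.38).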

Other observations

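Of the tests below, those on p53 targets, on the reversal of the UVB effect and on other splits of the libraries were chosen after the result was seen.

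p53 targets had a median log2 fold change of 0.14 with TAT-UIFSP-5 (camera adjusted p = 0.0320, and 0.972 with an estimated correlation). This call was lost without vehicle replicate 1 (median 0.0443) or 4 (0.121) or TAT-UIFSP-5 replicate 4 (0.134), and without TAT-UIFSP-5 replicate 1 it was lost with the sign turned (-0.0568). With TAT-UIFSP-6 the median was 0.036 (adjusted p = 0.447), and the list passed without vehicle replicate 3 (0.156) or TAT-UIFSP-6 replicate 3 (0.159). Over all fits without 1 library the median with TAT-UIFSP-6 ran from -0.108 to 0.159, so its sign turned as well.

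Among the 12 irradiated libraries, as deviations from group means, the p53 target mean went with the means of 8 of 31 other lists at an adjusted p under 0.05. Pearson r was 0.965 for NRF2, 0.954 for ERK output, 0.944 for MAPK partners, -0.905 for mitosis, 0.902 for cell death, 0.881 for inflammation, 0.846 for Wnt and 0.731 for PI3K and AKT. The cell death list shares 4 genes with the p53 list (BAX, BBC3, PMAIP1 and APAF1), and without them r was 0.858 (permutation p = 0.00435), rho 0.895 (permutation p = 0.00225) and r without the 2 libraries farthest from the median 0.810. For NRF2 the permutation p was 8e-05 (adjusted 0.00248), Spearman rho 0.979 (permutation p = 8e-05) and r without the 2 libraries farthest from the median 0.964. For mitosis these were 0.00142 (adjusted 0.00987), -0.937 (permutation p = 0.00121) and -0.846. Replication did not pass (r = -0.682, permutation p = 0.0439, adjusted 0.124). The p53 level also went with the position along the UVB effect, over genes outside the list, at r = -0.885 (permutation p = 0.0012) and rho = -0.895 (permutation p = 9.6e-04), and -0.959 without the 2 farthest. A candidate explanation is that cultures differed in their stress response at sampling, which these libraries alone leave untested.

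A reversal of the UVB effect across all genes would give a negative correlation of UVB and peptide effects with the vehicle libraries split. For TAT-UIFSP-5 it was -0.0926 on average (-0.170 to 0.0055 over 6 splits), and for TAT-UIFSP-6 0.0638 (-0.042 to 0.182). Since the splits differ in sign for both, a reversal and its absence cannot be told apart.

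Other splits of the 8 libraries compared, 35 in all with the real one, were refitted with those libraries alone. After UVB, 1 of 35 splits, the real one, reached 9511 genes at an adjusted p under 0.05 (highest other 0) and 4024 at the study's thresholds (highest other 135), so chance can be excluded. With TAT-UIFSP-5 it can be excluded for replication taken alone (1 of 35, the fewest possible, median 0.354 in size, highest other 0.328), but not over the 32 lists (exact permutation test of list means, adjusted p = 0.61). It cannot be excluded for genes at the study's thresholds (14, 83, 244), mitosis (3, 0.551, 0.646), ribosomal proteins (9, 0.107, 0.181), complex I (14, 0.0618, 0.183), Ras (27, 0.0106, 0.0961), small GTPase regulators (20, 0.0217, 0.0748) and rescue genes (10, 27, 113), each given as splits, real value and highest other.

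With TAT-UIFSP-6 chance can be excluded, for each list taken alone, for ribosomal proteins (1 of 35, 0.135, highest other 0.114) and, narrowly, for the median of small GTPase regulators (1, 0.0747, 0.0712), but not over the 32 lists (exact permutation test of list means, adjusted p = 0.366 for each). The mean of the GTPase list missed 0.05 alone as well (exact permutation p = 0.0571). Chance cannot be excluded for genes at the study's thresholds (25, 59, 219), replication (12, 0.0853, 0.175), mitosis (7, 0.212, 0.379), complex I (6, 0.0784, 0.124), Ras (4, 0.0453, 0.0714) and rescue genes (13, 19, 95). For genes at an adjusted p under 0.05 the real count was 0 with either peptide and between the peptides, which every split reaches (35 of 35), so this count decides nothing. The highest other counts were 0 with TAT-UIFSP-5, 387 with TAT-UIFSP-6 and 93 between the peptides. The splits with 387 and 93 genes point to a structure of the samples other than the peptide. The correlation of the peptide effects was reached in 40 of 100 drawn splits (real 0.521, highest other 0.740).

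The other lists gave these medians of the log2 fold change with TAT-UIFSP-5 and TAT-UIFSP-6 (camera adjusted p): glutathione 0.08 and 0.083 (0.00450 and 6.97e-04), NRF2 0.10 and 0.082 (4.92e-04 and 0.0243), inflammation 0.057 and -0.0019 (0.879 and 0.699), Hedgehog -0.043 and -0.053 (0.879 and 0.301), Wnt 0.00054 and -0.036 (0.879 and 0.0986), autophagy 0.025 and 0.019 (0.396 and 0.134), cell death 0.041 and 0.0062 (0.590 and 0.736), replication histones -0.092 and -0.081 (0.879 and 0.0486), fibroblast markers -0.035 and 0.012 (0.852 and 0.301), keratinocyte markers -0.047 and 0.02 (0.669 and 0.998), melanocyte markers 0.082 and -0.15 (0.827 and 0.998), endothelial markers 0.067 and 0.10 (0.964 and 0.736), immune markers 0.38 and 0.30 (0.492 and 0.169), heart markers 0.078 and 0.20 (0.977 and 0.736). With an estimated correlation, glutathione was at 0.682 and 0.321, NRF2 at 0.186 and 0.321, and histones at 0.321 with TAT-UIFSP-6. With TAT-UIFSP-5 the glutathione call was lost without its replicate 2 (median 0.0644) or 4 (0.0585). With TAT-UIFSP-6 that of NRF2 was lost without vehicle replicate 1 (0.0475) or TAT-UIFSP-6 replicate 1 (0.0730) or 2 (0.0293), that of histones without vehicle replicate 1 or 2, any TAT-UIFSP-5 library or TAT-UIFSP-6 replicate 1 or 2 (medians from -0.129 to -0.0381 over all libraries left out), and Hedgehog passed without vehicle replicate 3 (-0.149). Without vehicle replicate 4 glutathione was at 0.0538 and NRF2 at 0.0443. Among lists that did not pass, the sign turned without some 1 library for inflammation, cell death, keratinocyte and endothelial markers with both peptides, for Hedgehog, Wnt, melanocyte and heart markers with TAT-UIFSP-5, and for fibroblast markers with TAT-UIFSP-6. PTCH1 had 0.60 with TAT-UIFSP-5 and APC -0.32 with TAT-UIFSP-6.

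After UVB the medians were 0.57 for replication (0.0463), 0.034 for mitosis (0.754), 0.69 for translation factors (6.48e-06), 0.67 for the translocon list (4.96e-06), -0.31 for Ras (0.0802), -0.63 for MAP kinases (0.0109), -0.14 for MAPK partners (0.585), -0.23 for ERK output (0.844), -0.68 for PI3K and AKT (0.00221), -0.57 for phosphatidylinositol-3-phosphatases (0.0186), -0.35 for interferon (0.440), 0.28 for matrix (0.0250), 0.22 for adhesion (0.295), 0.17 for NRF2 (0.0902), -0.73 for Wnt (0.00173), 0.019 for autophagy (0.189), -0.27 for cell death (0.340), 0.75 for fibroblast markers (0.249), 0.99 for keratinocyte markers (0.0230), -0.40 for melanocyte markers (0.612), 0.071 for endothelial markers (0.879), 1.57 for immune markers (0.142), 0.29 for heart markers (0.685). The medians for Ras, MAP kinases, PI3K and AKT and phosphatidylinositol-3-phosphatases turned positive with the length correction (0.45, 0.045, 0.30 and 0.32), and those of the MAPK partners, ERK output, interferon and melanocyte markers did too. Those of the matrix, adhesion, NRF2 and autophagy turned negative with the FPKM scales, as did that of mitosis. Heart markers turned negative with the length correction and the FPKM scales, and endothelial markers with the FPKM scales. The median of all genes itself moved, to 0.473 with the length correction and to -0.227 and -0.403 with log2(FPKM + 1) and log2(FPKM + 0.1). The values given with the length correction for Ras, MAP kinases, PI3K and AKT and phosphatidylinositol-3-phosphatases lie below 0.473. Their change of sign therefore does not show an effect of gene length. With an estimated correlation the adjusted p was 0.657 for replication, 0.120 for translation factors, 0.116 for the translocon list, 0.134 for MAP kinases, 0.138 for PI3K and AKT, 0.134 for phosphatidylinositol-3-phosphatases, 0.693 for matrix, 0.174 for Wnt and 0.134 for keratinocyte markers. The replication call was lost without control replicate 1 (median 0.485) or 4 (0.551) or vehicle replicate 1 (0.510) or 4 (0.504), and that of the matrix without control replicate 2 (0.232). Over the fits without 1 library the median changed sign for mitosis (-0.0475 to 0.155) and endothelial markers (-0.0978 to 0.247). It kept its sign but varied widely for melanocyte markers (-1.14 to -0.0745), interferon (-0.473 to -0.168), ERK output (-0.410 to -0.128) and heart markers (0.0829 to 0.487). RRAD, a GTPase related to Ras, had a log2 fold change of 6.85 after UVB (standard error 0.552, adjusted p = 1.61e-09).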
